# Identification of response signatures for tankyrase inhibitor treatment in tumor cell lines

**DOI:** 10.1016/j.isci.2021.102807

**Published:** 2021-07-01

**Authors:** Line Mygland, Shoshy Alam Brinch, Martin Frank Strand, Petter Angell Olsen, Aleksandra Aizenshtadt, Kaja Lund, Nina Therese Solberg, Max Lycke, Tor Espen Thorvaldsen, Sandra Espada, Dorna Misaghian, Christian M. Page, Oleg Agafonov, Ståle Nygård, Nai-Wen Chi, Eva Lin, Jenille Tan, Yihong Yu, Mike Costa, Stefan Krauss, Jo Waaler

**Keywords:** Proteomics, Cancer, Transcriptomics

## Abstract

Small-molecule tankyrase 1 and tankyrase 2 (TNKS1/2) inhibitors are effective antitumor agents in selected tumor cell lines and mouse models. Here, we characterized the response signatures and the in-depth mechanisms for the antiproliferative effect of tankyrase inhibition (TNKSi). The TNKS1/2-specific inhibitor G007-LK was used to screen 537 human tumor cell lines and a panel of particularly TNKSi-sensitive tumor cell lines was identified. Transcriptome, proteome, and bioinformatic analyses revealed the overall TNKSi-induced response signatures in the selected panel. TNKSi-mediated inhibition of wingless-type mammary tumor virus integration site/β-catenin, yes-associated protein 1 (YAP), and phosphatidylinositol-4,5-bisphosphate 3-kinase/AKT signaling was validated and correlated with lost expression of the key oncogene MYC and impaired cell growth. Moreover, we show that TNKSi induces accumulation of TNKS1/2-containing β*-*catenin degradasomes functioning as core complexes interacting with YAP and angiomotin proteins during attenuation of YAP signaling. These findings provide a contextual and mechanistic framework for using TNKSi in anticancer treatment that warrants further comprehensive preclinical and clinical evaluations.

## Highlights

• TNKSi-responding tumor cell lines were identified
• TNKSi targets WNT/β-catenin, YAP, and PI3K/AKT signaling
• Reduced MYC expression leads to impaired tumor cell growth

## Introduction

Anticancer treatment, using small-molecule tankyrase 1 and tankyrase 2 (TNKS1/2) inhibitors, shows *in vivo* efficacy against colorectal cancer (Lau et al., 2013; Waaler et al., 2012) and osteosarcoma (Martins-Neves et al., 2018) in mouse xenograft models. The therapeutic effect can be enhanced and broadened by combining tankyrase inhibition (TNKSi) with inhibitors of phosphatidylinositol-4,5-bisphosphate 3-kinase (PI3K), epidermal growth factor receptor, or mitogen-activated protein kinase against colorectal cancer xenografts (Schoumacher et al., 2014; Solberg et al., 2018). Recently, combining TNKSi with antibody-based inhibition of programmed cell death 1 has shown effect in syngeneic melanoma mouse models (Waaler et al., 2020b).

TNKS1/2 are members of the poly (ADP-ribose) polymerase (PARP) family of enzymes that control protein turnover and activities by catalyzing the post-translational modification poly-ADP-ribosylation (Haikarainen et al., 2014; Smith et al., 1998). The poly-ADP-ribose signal is subsequently recognized by the E3 ubiquitin ligase ring finger protein 146 leading to polyubiquitination of the target protein and subsequent proteasomal degradation (Callow et al., 2011; Haikarainen et al., 2014; Nie et al., 2020; Zhang et al., 2011). Independent of the catalytic activity, TNKS1/2 also provide structure-based scaffolding functions (Mariotti et al., 2016; Pollock et al., 2019; Seimiya and Smith, 2002).

Multiple potent small-molecules have been developed to target the catalytic site of TNKS1/2 (Bregman et al., 2013; Huang et al., 2009; Johannes et al., 2015; Mizutani et al., 2018; Shultz et al., 2013; Voronkov et al., 2013; Waaler et al., 2020a). Among these, the triazole-based series including JW74 (Waaler et al., 2011), G007-LK (Voronkov et al., 2013), OD336 (compound 16) (Anumala et al., 2017), and OM-1700 (compound 13) (Waaler et al., 2020a) target the adenosine binding pocket of the TNKS1/2 catalytic domain with high selectivity, whereby G007-LK shows a favorable pharmacokinetic profile in mice (Voronkov et al., 2013). In contrast, agents like XAV939, that bind to the nicotinamide binding pocket of the catalytic domain, are less selective in that they also inhibit additional PARP family members (Haikarainen et al., 2014; Huang et al., 2009).

Despite the progress in structural development, no TNKS1/2 inhibitor has yet entered clinical use for any application (Ferri et al., 2017). Clinical tankyrase inhibitor development has so far been hampered by concerns over intestinal toxicity and other on-target or signaling-pathway-specific side effects (Fujita et al., 2018; Lau et al., 2013; Zhong et al., 2016a, 2016b). Although current preclinical stage tankyrase-specific inhibitors, including G007-LK, do not display the chemical properties required for approval for human testing (Voronkov et al., 2013), research to develop additional TNKS1/2 inhibitors for clinical use is actively pursued (Ferri et al., 2017; Waaler et al., 2020a).

TNKS1/2 can orchestrate the activities of several biological mechanisms including proliferation, differentiation, energy metabolism, vesicle transport, telomere homeostasis, and mitotic spindle formation through a multitude of direct poly-ADP-ribosylation targets (Haikarainen et al., 2014; Kim, 2018; Wang et al., 2020; Zimmerlin and Zambidis, 2020). Importantly, TNKSi has been reported to inhibit key cancer-promoting signaling pathways (Sanchez-Vega et al., 2018), such as the wingless-type mammary tumor virus integration site (WNT)/β*-*catenin pathway (Huang et al., 2009), the yes-associated protein 1 (YAP) pathway (Wang et al., 2015), the PI3K/AKT serine/threonine kinase 1 (AKT) pathway (Li et al., 2015), and the notch receptor (NOTCH) pathway (Bhardwaj et al., 2017). In addition, TNKSi-induced AMP-activated protein kinase (AMPK) activation, followed by suppression of tumorigenesis, has been described (Li et al., 2019).

In WNT/β*-*catenin signaling, AXIN1 and AXIN2 proteins control the formation of the β-catenin destruction complex, also termed as β-catenin degradasome, which also contains adenomatous polyposis coli (APC) and glycogen synthase kinase 3 beta (GSK3β) (Lee et al., 2003; Thorvaldsen et al., 2015). TNKS1/2 poly(ADP-ribosyl)ate AXIN1 and AXIN2 proteins leading to their degradation and subsequent activation of WNT/β*-*catenin signaling (Huang et al., 2009). Hence, TNKSi results in stabilization of AXIN proteins, β*-*catenin degradasome accumulation and blockade of WNT/β*-*catenin signaling (Huang et al., 2009; Thorvaldsen et al., 2015). In the Hippo signaling pathway, TNKS1/2 similarly poly-ADP-ribosylate and induce degradation of angiomotin (AMOT), angiomotin-like 1 (AMOTL1), and angiomotin-like 2 (AMOTL2) proteins (Wang et al., 2015). Consequently, TNKSi stabilizes AMOT proteins that in turn change the subcellular location of the transcription cofactors YAP and WW domain containing transcription regulator 1 (WWTR1, also known as TAZ), resulting in decreased YAP signaling activity (Troilo et al., 2016; Wang et al., 2015). Notably, WNT/β*-*catenin and YAP signaling may interface in the β-catenin degradasome: In WNT/β*-*catenin signaling-inactive cells, YAP and TAZ can accumulate in the β-catenin degradasome, while in WNT/β*-*catenin signaling-active cells, YAP and TAZ can dislocate from the β-catenin degradasome leading to their nuclear accumulation and YAP signaling activation (Azzolin et al., 2014). In the PI3K/AKT signaling pathway, TNKS1/2 were reported to target and induce turnover of phosphatase and tensin homolog (PTEN), a phosphatase that opposes PI3K/AKT signaling antagonist (Li et al., 2015). As a consequence, AKT could be inactivated by TNKSi-mediated stabilization of PTEN (Li et al., 2015).

The master transcriptional regulator MYC proto-oncogene (MYC) is deregulated in >50% of human cancers, in line with a central function in controlling a multitude of oncogenic processes including differentiation, proliferation, and apoptosis (Chen et al., 2018). WNT/β-catenin, YAP, and PI3K/AKT signaling pathways are all promoters of *MYC* transcription in cancer cells (He et al., 1998; Huh et al., 2019; Kress et al., 2015; Neto-Silva et al., 2010).

The vast majority of studies on the antitumor effect of TNKSi focus on the impact on individual signaling pathways rather than examining the overall downstream biological effects of TNKSi. Here, we used the TNKS1/2-selective inhibitor G007-LK to screen 537 tumor cell lines for an antiproliferative effect and identified a subset highly TNKSi-sensitive cell lines originating from the colon, kidney, ovary, and lung. In this subset, functional and molecular analyses revealed that TNKSi can context-dependently antagonize the oncogenic signaling pathways WNT/β-catenin, YAP, and PI3K/AKT leading to an impediment of MYC-driven cell growth.

## Results

### Proliferation screen identifies human tumor cell lines susceptible to growth inhibition by the selective tankyrase inhibitor G007-LK

Previous reports have shown that TNKSi can block proliferation and reduce viability in a limited subset of cancer cell lines *in vitro* (Kim, 2018; Nusse and Clevers, 2017). However, little is known regarding the antiproliferative effect of TNKSi against a vast number of cancer types, let alone the subsets within each cancer type. To evaluate TNKSi-mediated inhibition of cell growth, the TNKS1/2-specific inhibitor G007-LK was screened against a panel of 537 human tumor cell lines, including the NCI-60 tumor cell line panel. These human tumor cell lines originated from 29 different tissues bearing various primary diagnoses. The concentrations of G007-LK treatment that inhibited cell growth by 25% or 50% (GI_25_ and GI_50_ values) were determined. Out of the 537 tested tumor cell lines, 87 (16%) displayed GI _25_ values < 1 μM G007-LK. These included >20% of the cancer cell lines originating from the kidney, ovary, stomach, liver, pancreas and lung (Figure 1A and Table S1). The screening results suggest that TNKSi obstructed the growth of a broad range of cancer types *in vitro*.

**Figure 1:**
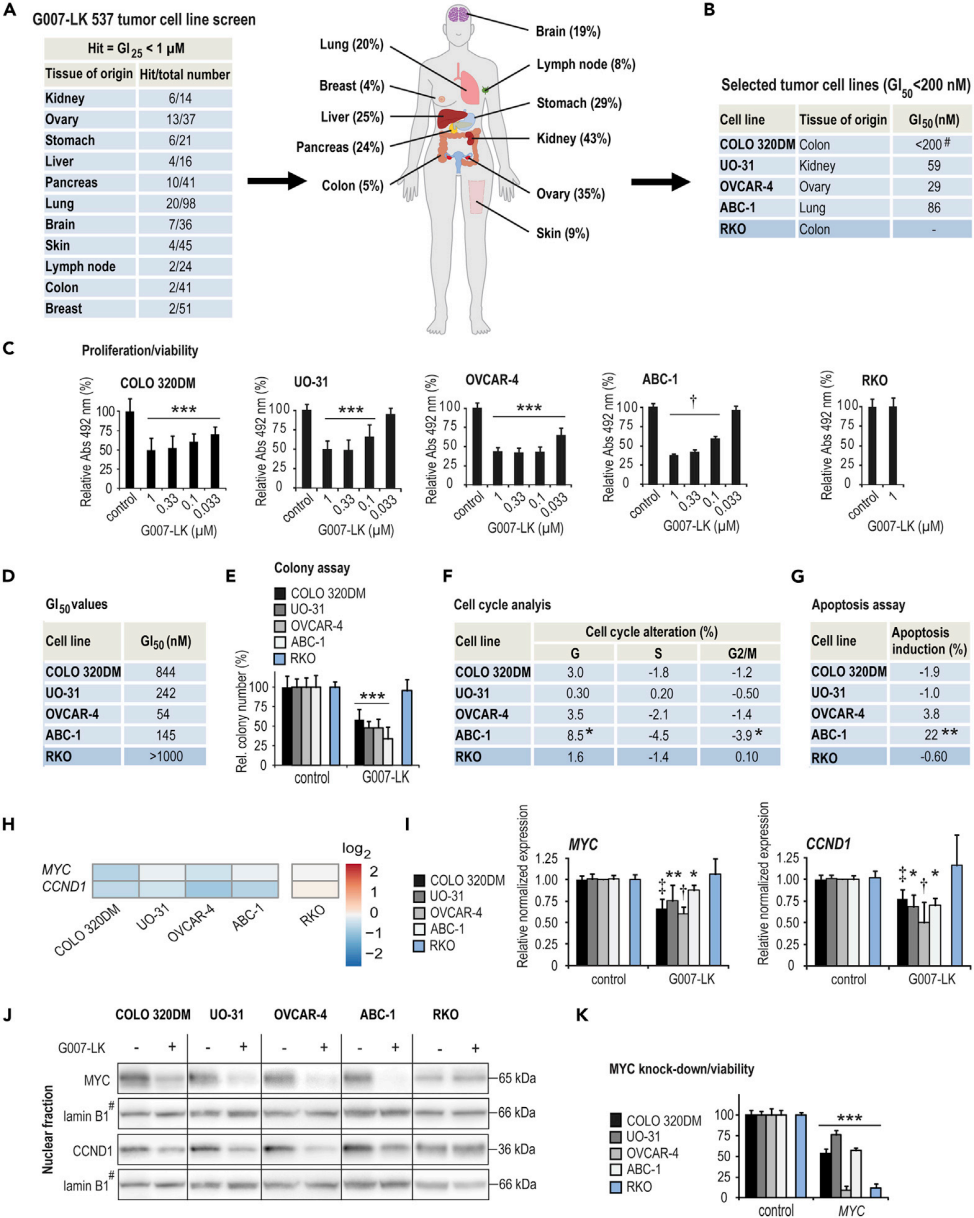
Proliferation screen identifies human tumor cell lines susceptible to growth inhibition by the selective tankyrase inhibitor G007-LK. (A) Proliferation/viability screen: NCI-60 and Genentech tumor cell line panels were treated with G007-LK for 48 and 72 hr respectively. The number (table) and percentage (graph) of GI _25_ value hits (25% cell growth inhibition at a concentration <1 μM G007-LK) versus the total number of tumor cell lines established from various tissues (only tissues represented by ≥ 14 cell lines are shown). (B) Tumor cell lines were selected for further analysis (GI _50_ values [50% cell growth inhibition] at < 200 nM G007-LK, light blue) including COLO 320DM cells (Lau et al., 2013) and in comparison with RKO control cells (blue). (C) Re-screening using endpoint MTS proliferation assay (Abs_492_) for the indicated concentrations of G007-LK for 4–8 days relative to control (100%, 0.01% DMSO) and experiment time 0 values (t_0_, set to 0%). One-way ANOVA tests (Holm-Sidak method versus control) are indicated by ∗∗∗ (p < 0.001) and one-way ANOVA on ranks tests (Dunn's method versus control) are indicated by † (p < 0.05). Mean values ±SD for one representative experiment of at least two repeated assays, each with six replicates, are shown. (D) Endpoint MTS proliferation assay GI 50-values. (E) Relative colony numbers (%) upon 7–11 days of treatment with G007-LK (1 μM) compared to DMSO (0.01%). Mean values ±SD for combined data from a minimum of three independent experiments with three replicates each are shown. For **E–G**, **I,** and **K**, two-tailed t-tests are indicated by ∗∗∗ (p < 0.001), ∗∗ (p < 0.01), and ∗ (p < 0.05) while Mann-Whitney rank-sum tests are indicated by ‡ (p < 0.01) and † (p < 0.05). (F) Cell cycle alteration relative to control (%). G = gap_1_ phase, S = synthesis phase, G2/M = gap_2_/mitosis phase. Mean values from combined data consisting of a minimum of four independent experiments are shown. For **F** and **G**, upon 72-h treatment with G007-LK (1 μM) compared control (set to 0%, 0.01% DMSO). (G) Induction of apoptosis relative to control. Mean values from combined data consisting of a minimum of three independent experiments are shown. (H) RNA sequencing analysis of the cell cycle-controlling genes *MYC* and *CCND1* (log_2_, n = 2). For **H–J**, after 24 h of treatment with G007-LK (1 μM) or controls (0.01% DMSO). (I) Real-time RT-qPCR analyses of *MYC* and *CCND1*. Mean values ±SD for combined data from minimum two independent experiments and measurements with three replicates each are shown. (J) Immunoblots of nuclear MYC and CCND1 using lamin B1 documenting protein loading, while # indicates that the same lamin B1 immunoblot is used as loading control for both MYC and CCND1. Representative data from two or more independent experiments are shown. (K) Endpoint MTS proliferation assay, (Abs_492_) relative to control (100%) and experiment time 0 values (t_0_, set to 0%), 5 days after transfection with siRNA against *MYC* and *EGFP* (control). Mean values ±SD for one experiment representative of a minimum of two independent assays are shown. See also Table S1 and Figure S1.

The proliferation screen identified three cell lines that were particularly susceptible to the growth-inhibitory effect of G007-LK (TNKSi-sensitive) with GI _50_ values < 200 nM. These three cell lines, UO-31 (renal cancer), OVCAR-4 (ovarian cancer), and ABC-1 (non-small-cell lung cancer), along with the previously identified benchmark TNKSi-sensitive cell line COLO 320DM (Lau et al., 2013) (colon cancer), were submitted to subsequent analyses to identify the mechanisms that render them particularly sensitive to TNKSi (Figure 1B and Table S1). The TNKSi-insensitive colon cancer cell line RKO was included as a negative control (Mizutani et al., 2018; Solberg et al., 2018; Tanaka et al., 2017). To verify the screening data, the panel was subsequently rescreened. In the retested cell lines, G007-LK significantly decreased cell growth, as measured by colorimetric MTS viability (GI_50_ values: 54–844 nM) and colony assays (42–66% reduction), in all TNKSi-sensitive cell lines, while control RKO cells remained unaffected by the treatment (Figures 1C, 1D, 1E, and S1A).

Next, cell cycle and apoptosis analyses were performed to further investigate TNKSi-induced cell growth inhibition. In the panel of TNKSi-sensitive cell lines, only ABC-1 cells exhibited significant G_1_ cell cycle arrest and apoptosis upon G007-LK treatment (Figures 1F, 1G, S1B, and S1C). By contrast, RNA sequencing and real-time qRT-PCR analyses revealed significantly reduced transcripts of the key cell-cycle-promoting genes *MYC* and *cyclin D1* (*CCND1*), as well as MYC and cyclin D1 protein in all selected TNKSi-sensitive cell lines after G007-LK treatment, but not in RKO control cells, suggesting that TNKSi is unable to block MYC expression in RKO cells (Figures 1H–1J and S1D). 

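RNA was sequenced from 5 human tumor cell lines grown for 24 h with 1 µM G007-LK, the tankyrase inhibitor, or with 0.01% DMSO as the control. COLO 320DM (colon), UO-31 (kidney), OVCAR-4 (ovary) and ABC-1 (lung) are the TNKSi-sensitive lines, and RKO (colon) is the insensitive control line. Each line gave 2 DMSO and 2 G007-LK libraries (biological replicates), which makes 20 libraries. Poly(A) RNA was captured on oligo(dT) beads, broken to fragments of about 200 bp and sequenced at BGI on an Illumina HiSeq 2000. The authors aligned the reads with SOAPaligner/SOAP2 to the reference genes of hg19 (GRCh37), with up to 2 mismatches, and gave each gene's value in each library as RPKM, which divides reads by the length of the gene and the mapped reads of the library. Their version of the aligner is not given in the sources used here. The table holds 21610 entries, of which 8 without a gene symbol were left out. The 371 symbols that stand on more than 1 entry, none with more than 1 value in a library, were joined, which left 21201 symbols. The table holds no read counts, so the depth is unknown. From the spacing of the smallest values, the libraries of a line held 0.855 to 1.11 times the reads of its DMSO replicate 1. Genes with a mean RPKM of at least 1 in a line were tested there with limma on log2(RPKM + 0.5), G007-LK minus DMSO, two-sided, at an adjusted p under 0.05 (Benjamini-Hochberg). Between 10518 genes (RKO) and 12425 genes (OVCAR-4) were tested. On simulated data with the spread of these libraries, the test found 81% (UO-31) to 97% (ABC-1) of the genes changed by 0.5 log2 units in a sensitive line, and 100% of those changed by 1. These shares may be too high for real libraries whose replicates differ as a whole. The G007-LK replicates of UO-31 differed by a median of -0.285 log2 units, and the DMSO replicates of COLO 320DM by 0.168. Median ratio rescaling raised the genes called from 1591 to 3640 in UO-31 and from 2178 to 4380 in COLO 320DM. The test of the difference from RKO found 44% (UO-31), 61% (COLO 320DM), 73% (ABC-1) and 77% (OVCAR-4) of the differences of 0.5. When the simulated G007-LK libraries were also shifted as a whole, 6001 unchanged genes in OVCAR-4, 3104 in ABC-1, 1371 in COLO 320DM and 680 in UO-31 were called, and 5, 13, 10 and 10 after median ratio rescaling. The median log2 fold change of all genes was -0.14 in ABC-1 and -0.11 in OVCAR-4, and it was nearer to 0 in the other lines. For ABC-1 and OVCAR-4 the change relative to that shift, after each library was rescaled by its median ratio to the others of the line, is given as the rescaled value.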

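MYC, which encodes a transcription factor that drives cell growth (Entrez ID 4609, GRCh37 chromosome 8 from 128747680 to 128755197), fell in COLO 320DM from 1585 ± 99.1 RPKM with DMSO to 1051 ± 33 RPKM with G007-LK (SD, n = 2 each). The log2 fold change was -0.59 (standard error 0.06, adjusted p = 8.5e-07 from limma). In OVCAR-4, MYC fell from 80.1 ± 2.58 to 59.7 ± 2.25 RPKM (SD, n = 2 each), a log2 fold change of -0.42 (adjusted p = 1.3e-05 from limma), and -0.32 on the rescaled values (adjusted p = 2.3e-04 from limma). In ABC-1, the level was 16 ± 1.45 RPKM with DMSO and 13.5 ± 0.465 RPKM with G007-LK (SD, n = 2 each), a log2 fold change of -0.24 (adjusted p = 0.0293 from limma). This call was lost on the rescaled values (-0.12, adjusted p = 0.121 from limma), and without DMSO replicate 2 (-0.15, adjusted p = 0.223), G007-LK replicate 1 (-0.27, adjusted p = 0.169) or G007-LK replicate 2 (-0.20, adjusted p = 0.332). MYC did not pass the test in UO-31, at 69.1 ± 1.62 RPKM with DMSO and 61.3 ± 8.48 RPKM with G007-LK (log2 fold change -0.18, adjusted p = 0.483 from limma, SD with n = 2 each). Its value there depends on the G007-LK libraries, at -0.32 without replicate 1 and -0.04 without replicate 2 (adjusted p = 4.7e-04 and 0.571 from limma). The control line RKO had 157 ± 3.11 RPKM with DMSO and 155 ± 2.38 RPKM with G007-LK (log2 fold change -0.02, adjusted p = 0.695 from limma, SD with n = 2 each).
CCND1 encodes cyclin D1, which takes cells from G1 toward S phase (Entrez ID 595, chromosome 11 from 69455924 to 69469242). It fell from 189 ± 3.06 to 102 ± 2.85 RPKM in OVCAR-4 and from 63.4 ± 3.14 to 36 ± 1.04 RPKM in ABC-1 (SD, n = 2 each), log2 fold changes of -0.89 (rescaled -0.78) and -0.81 (rescaled -0.68), with adjusted p = 1.1e-08 and 2.7e-24 from limma. Lower levels were also found in COLO 320DM, at 4.98 ± 0.41 and 3.35 ± 0.269 RPKM (-0.51, adjusted p = 0.0213 from limma), and in UO-31, at 134 ± 1.51 and 104 ± 23.2 RPKM (-0.39, adjusted p = 0.0195 from limma, SD with n = 2 each). The COLO 320DM call was lost without G007-LK replicate 1 or 2 (-0.58 and -0.44, adjusted p = 0.248 and 0.48 from limma). In UO-31 the call was lost without DMSO replicate 1 or 2 (-0.38 and -0.40, adjusted p = 1 and 1 from limma), and the log2 fold change was -0.62 without G007-LK replicate 1 and -0.16 without G007-LK replicate 2 (adjusted p = 4.9e-06 and 0.0269 from limma). RKO showed no change past the threshold in CCND1, at 39.8 ± 1.27 RPKM with DMSO and 41.9 ± 0.705 RPKM with G007-LK (0.07, adjusted p = 0.214 from limma, SD with n = 2 each).
The log2 fold change of MYC differed from that in RKO by -0.57 in COLO 320DM, -0.40 in OVCAR-4 and -0.22 in ABC-1 (adjusted p = 7.7e-04, 4.4e-04 and 0.0464 from the limma interaction). UO-31 had a difference of -0.16 (adjusted p = 0.543 from limma), and in ABC-1 the rescaled difference was -0.12 (adjusted p = 0.0952 from limma). For CCND1 the difference was -0.96 in OVCAR-4, -0.88 in ABC-1, -0.58 in COLO 320DM and -0.46 in UO-31 (adjusted p = 8.2e-06, 9.7e-07, 0.0138 and 0.158 from the limma interaction). With 1 treatment effect fitted over the 16 libraries of the sensitive lines, MYC changed by -0.36 (standard error 0.06, adjusted p = 2.0e-04 from limma) and CCND1 by -0.65 (standard error 0.08, adjusted p = 1.4e-05 from limma). The paper proposes from the reduced transcripts and proteins that TNKSi cannot block MYC expression in RKO.

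**Figure D1:**
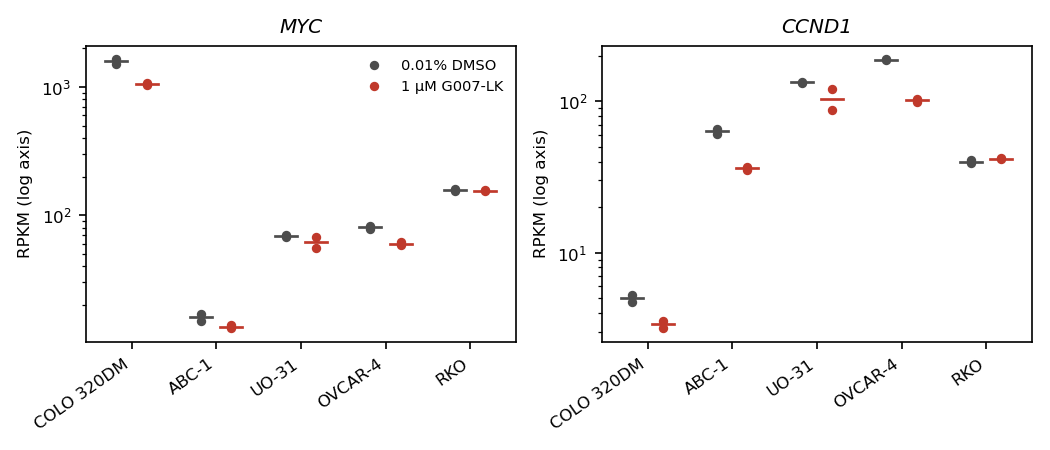
RPKM (log axis) of MYC and CCND1 in each library of the 5 cell lines with 0.01% DMSO (gray) or 1 µM G007-LK (red). Points are libraries (2 per group) and bars are means, and MYC in COLO 320DM lies at 1585 RPKM with DMSO, above its level in the other lines.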

Finally, to examine whether decreased MYC expression can impair cell growth, the selected cell panel was transfected with siRNA against *MYC*. Knockdown of *MYC*, to recapitulate the G007-LK-mediated reduction of MYC protein, resulted in a significant inhibition of cell growth in all cell lines, also in RKO control cells (Figure 5K and S1E). The results indicate that all tested cell lines depend on expression of MYC for sustained cell proliferation.

In conclusion, the results suggest that TNKSi decreases MYC and cyclin D1 expression leading to induction of cytotoxic G_1_ cell cycle arrest and apoptosis in ABC-1 cells, while overall slower cell cycle progression is the primary cause of the cytostatic cell growth inhibition observed in COLO 320DM, UO-31, and OVCAR-4 cells.

### Gene expression analysis reveals that TNKSi attenuates MYC and WNT/β-catenin, YAP, and PI3K/AKT signaling pathways

The effect of TNKSi against tumor cell proliferation may depend on the tumor type, mutation load, the context in which the tumor cells are grown, and the intrinsic activities of various cellular pathways. To map changes in gene expression, proteome, and cell signaling pathways and to correlate them with oncogenic mutations, the selected cell line panel was exposed to G007-LK treatment followed by RNA sequencing, bioinformatic analyses, and proteomics analyses.

First, a mutation analysis of the RNA sequencing data set was performed by matching mutations identified in the selected cell lines against a set of previously defined driver oncogenes (Bailey et al., 2018). However, apart from the relative abundant mutations in TNKSi-insensitive RKO cells, no telltale mutational patterns unifying the 5 cell lines were identified (Table S2). Moreover, when comparing the RNA sequencing data, a principal component analysis revealed highly different pretreatment and post-treatment transcriptional profiles (Figure 2A).

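COLO 320DM, UO-31, OVCAR-4, ABC-1 and RKO lay apart on the first principal components of log2(RPKM + 0.5), taken over the 14199 genes with a mean RPKM of at least 1 in at least 1 line. Differences between the 5 lines held 97.25% of the sum of squares, differences between DMSO and G007-LK within the lines 2.00%, and differences between replicates 0.75%. The first 4 components held 38.4%, 23.9%, 18.4% and 16.6%. Within ABC-1, treatment held 87.5% of the sum of squares, and it held 74.4% within OVCAR-4, 69.2% within COLO 320DM, 60.1% within UO-31 and 41.8% within RKO. Treatment takes part of this sum even with no effect, since replicates differ, and the share expected then was not computed. The share in RKO, the smallest, is therefore not evidence of an effect by itself. Pearson's r between replicates, across genes, which are not independent of each other, ran from 0.9934 in UO-31 with G007-LK to 0.9985 in both groups of RKO. The G007-LK replicates of UO-31 differed by a median of -0.285 log2 units (replicate 2 minus replicate 1).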

**Figure 2:**
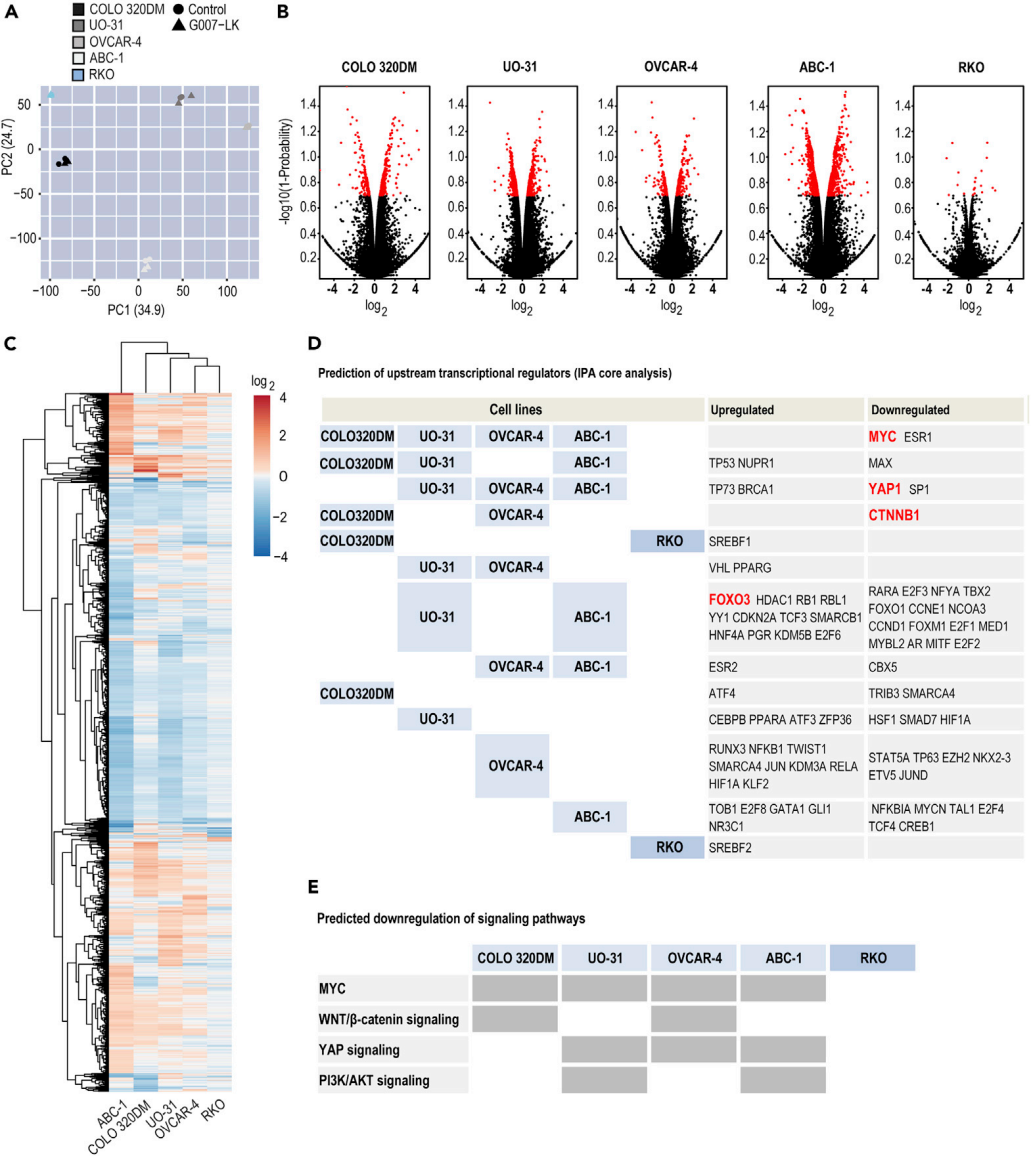
Gene expression analysis reveals that TNKSi attenuates MYC and WNT/β-catenin, YAP and PI3K/AKT signaling pathways (A) Principal component (PC) analysis plot showing gene expression diversity. For **A**–**C**, mRNA sequencing data for selected human tumor cell line panel treated for 24 h with G007-LK (1 μM, n = 2) compared to control (0.01% DMSO, n = 2). (B) Volcano plots showing the effect of G007-LK treatment on gene expression. Transformed NOISeq probability values (-log10[1-Probability]) are plotted against log_2_ fold change. Genes with probability values >0.8 are highlighted in red. (C) Heatmap of log_2_ fold change of genes differentially expressed in one or more cell lines. (D) Prediction of upstream signaling pathway protein regulators (IPA core analysis) based on differentially expressed genes identified in **B** and categorized using Venn analysis. Threshold: Probability values >0.8, p value of overlap <1 × 10^−8^ and absolute activation *Z* score > 0.5 or < −0.5. Key signaling pathway proteins identified are highlighted in red. (E) Prediction of predominantly downregulated signaling pathways. See also Tables S2–S4 and Figure S2.

Next, to categorize TNKSi-induced transcriptional signatures, a bioinformatics analysis identified 369–1547 statistically significant differently expressed genes (DEGs) in TNKSi-sensitive cells, while only 29 DEGs were found in RKO control cells (Figures 2B and S2A and Table S3). 

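In COLO 320DM, the stress-response genes NUPR1 (log2 fold change 2.56), DDIT3 (2.50) and TRIB3 (1.63) were among the 10 largest rises of genes with a mean of at least 5 RPKM, and TXNIP, an inhibitor of glucose uptake (-2.61), and the WNT feedback inhibitor NKD1 (-1.66) among the 10 largest falls (highest adjusted p = 2.0e-07 from limma). The largest rise in ABC-1 was AKR1C3, a steroid-reducing enzyme (rescaled 3.26), which has close paralogs that may share its reads. DDIT4, an inhibitor of mTORC1 (rescaled 2.07), the keratin KRT15 (2.15) and the pro-apoptotic genes BMF (2.05) and BBC3 (1.86) also rose there, while CAV1 of caveolae (-1.96) and F3, the tissue factor gene (-1.89), fell (highest adjusted p = 4.0e-08 on the rescaled values from limma). UO-31 had the rises of SPON2, a secreted matrix protein (1.86), and HMOX1, which encodes heme oxygenase (1.60), and the falls of NPPB, a natriuretic peptide gene (-2.83), and SLC7A5, an amino acid transporter gene (-1.39), with a highest adjusted p of 3.7e-20 from limma. In OVCAR-4, PYY, a peptide hormone gene (rescaled 1.99), and GBP2, an interferon-induced GTPase (1.28), rose, while GFRA1, a GDNF receptor gene (-1.84), BMP4 (-1.55) and GREM1, a BMP antagonist (-1.41), fell (highest adjusted p = 1.7e-05 on the rescaled values from limma). The changes in RKO were smaller, with HMOX1 (0.66) and the sterol synthesis genes MSMO1 (0.59) and DHCR7 (0.55) the first among the rises, apart from the GTPase gene GEM (0.58), and HAS2 of hyaluronan synthesis (-0.45) and C6orf48, a host gene of small RNAs (-0.47), first among the falls (highest adjusted p = 1.8e-04 from limma).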

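G007-LK changed 2178 genes in COLO 320DM (868 higher, 1310 lower), 1591 in UO-31 (568 higher, 1023 lower), 6405 in OVCAR-4 (1564 higher, 4841 lower), 6314 in ABC-1 (1816 higher, 4498 lower) and 432 in RKO (143 higher, 289 lower), at an adjusted p under 0.05 from limma. On the rescaled values the split was 1924 higher and 2456 lower in COLO 320DM, 1495 and 2145 in UO-31, 2852 and 3036 in OVCAR-4, 3116 and 3785 in ABC-1, and 164 and 113 in RKO. With the library factors in the authors' ratios, chosen after the data had been seen, it was 2623 higher and 1824 lower in COLO 320DM, 1792 and 1762 in UO-31, 2921 and 2984 in OVCAR-4, 3514 and 3462 in ABC-1, and 164 and 96 in RKO. COLO 320DM also had more rises without DMSO replicate 2 (2058 and 1129) and with equal sums of RPKM (2358 and 1618), likewise chosen later, and UO-31 without G007-LK replicate 2 (4404 and 2035), so the direction of the split depends on the scaling and on single libraries there. Changes past the threshold and of at least 1.5-fold numbered 505 higher and 1608 lower in ABC-1, 440 and 617 in UO-31, 335 and 276 in COLO 320DM, 205 and 317 in OVCAR-4, and 4 and 3 in RKO, and after rescaling 749 and 1105, 460 and 590, 332 and 272, 330 and 187, and 5 and 3, so the excess of falls in OVCAR-4 turned into one of rises. With the authors' factors they numbered 859 and 997 in ABC-1, 569 and 500 in UO-31, 436 and 212 in COLO 320DM, 339 and 187 in OVCAR-4, and 5 and 3 in RKO. Without 1 library this split turned to 859 higher and 334 lower in UO-31 (G007-LK replicate 2) and to 252 and 458 (DMSO replicate 1) or 174 and 248 (G007-LK replicate 1) in COLO 320DM, and it fell to 33 and 26 or 24 and 31 in UO-31 without DMSO replicate 1 or 2. Small RNA genes, which poly(A) capture recovers only in part, were lower in OVCAR-4 less often than the other genes (16 of 126 against 4825 of 12299, exact Fisher test, two-sided, p = 7.8e-11), also on the rescaled values (13 of 126, exact Fisher test, p = 9.5e-05). In COLO 320DM and ABC-1 the shares lower did not differ past the threshold (exact Fisher tests, p = 0.753 and 0.157), and on the rescaled values they were smaller (p = 0.00316 and 0.00127), which with the authors' factors held in ABC-1 and not in COLO 320DM (exact Fisher tests, p = 0.0025 and 0.0549). On the rescaled values small RNA genes were also higher less often in COLO 320DM and ABC-1 (exact Fisher tests, p = 0.0317 and 0.00466). With the authors' factors this held in both lines (exact Fisher tests, p = 0.0311 and 5.9e-04). In OVCAR-4 the rescaled shares higher did not differ past the threshold (exact Fisher test, p = 0.109). In UO-31 small RNA genes were lower more often (12 of 70 against 1011 of 11781, exact Fisher test, p = 0.0176). On the rescaled values the shares lower there did not differ past the threshold (exact Fisher test, p = 0.877). Of the genes over a probability of 0.8 in the authors' deposited table that were tested here, 381 of 391 in COLO 320DM, 673 of 674 in UO-31, 351 of 359 in OVCAR-4, 1516 of 1519 in ABC-1 and 12 of 19 in RKO passed in the same direction and 0 in the opposite one. The UO-31 count was 62 or 56 without DMSO replicate 1 or 2, and 7483 or 6439 without G007-LK replicate 1 or 2. In COLO 320DM it was 595 or 488 without G007-LK replicate 1 or 2, in ABC-1 4053 without G007-LK replicate 2, and in RKO between 126 and 148 without any 1 of its 4 libraries.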

Again, no robust clustering of the DEG profiles leading to a clear subclassification of the cell lines was observed (Figures 2C).

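ABC-1 and UO-31 had the most similar responses, with a Spearman correlation of their log2 fold changes of 0.66 across 10042 genes (genes are not independent replicates). UO-31 and OVCAR-4 followed at 0.55, and ABC-1 and OVCAR-4 at 0.52. COLO 320DM had a correlation of 0.43 with ABC-1, 0.43 with UO-31 and 0.22 with OVCAR-4, and RKO had correlations between 0.23 and 0.37 with the sensitive lines. Genes past the threshold in UO-31 and ABC-1 shared 213 rises (47.9 expected by chance) and 876 falls (396 expected). COLO 320DM and OVCAR-4 shared 206 rises (77.3 expected) and 762 falls (498.8 expected). In all 20 comparisons, the 10 pairs of lines in each direction, more calls were shared than expected (exact Fisher tests, two-sided, adjusted over all tests). Opposite calls were fewer than expected in ABC-1 and UO-31, with 15 genes higher in ABC-1 and lower in UO-31 (140.1 expected). With calls by the NOISeq rule in place of limma, 14 of the 20 overlaps were above the expected number at an adjusted p under 0.05 (exact Fisher tests).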

An Ingenuity Pathway core Analysis (IPA) was therefore applied, based on the DEG transcript profiles uncovered by RNA sequencing, to identify statistically significant key upstream transcriptional regulating proteins. In all four selected TNKSi-sensitive cell lines, estrogen receptor 1 (ESR1) and MYC were predicted to be downregulated upstream regulators by TNKSi (Figures 2D [see top row], S2B and Table S3). 

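MYC drives genes of ribosome synthesis, polyamine synthesis and mitochondrial protein folding, and all 52 members of a list of such targets, written before the data were examined, were tested in each line. Of these, 51 were lower in ABC-1, 51 in OVCAR-4, 38 in COLO 320DM, 36 in UO-31 and 10 in RKO, and 0 were higher in any line (51, 51, 44, 41 and 23 lower when adjusted over the list alone). On the rescaled values 50 were lower in ABC-1, 45 in OVCAR-4, 46 in COLO 320DM, 47 in UO-31 and 4 in RKO. Without DMSO replicate 1 or 2, only 1 or 2 members passed in UO-31 (medians -0.51 and -0.53), and without G007-LK replicate 1 or 2, 21 or 10 in COLO 320DM (-0.46 and -0.40). NOP16, a nucleolar protein gene, fell by 1.20 log2 units in ABC-1 on the rescaled values and by 0.82 in COLO 320DM, where ODC1, which encodes ornithine decarboxylase, fell by 0.66. The ribosome assembly gene NOLC1 fell by 0.55 in OVCAR-4 and the chaperonin gene HSPD1 by 0.41, both on the rescaled values, and HSPD1 fell by 0.16 in RKO. The list as a whole shifted down relative to the other genes in COLO 320DM, UO-31, OVCAR-4, ABC-1 and RKO, where the median was -0.07 (adjusted p = 1.4e-19, 2.3e-20, 1.1e-13, 1.3e-20 and 1.3e-07 from limma's camera with a preset correlation of 0.01). These calls were lost, at adjusted p = 0.521, 0.521, 0.42, 0.42 and 0.42 with an estimated correlation, which 4 libraries give with little precision. In RKO that estimate was -0.00474, below the preset 0.01, and the call was lost all the same. Under this setting 0 of 73 list tests passed. A call lost there, for this or another list, thus cannot show that correlation among members explains the shift. The median difference from RKO over the list was -0.71 in ABC-1, -0.46 in UO-31, -0.36 in COLO 320DM and -0.30 in OVCAR-4 (adjusted p = 6.6e-16, 1.6e-19, 2.8e-17 and 3.6e-13 from limma's camera). For these differences it was adjusted p = 0.346, 0.378, 0.378 and 0.212 with an estimated correlation.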

For three out of the four TNKSi-sensitive cell lines, activities of four proteins were predicted to be upregulated upstream regulators after G007-LK treatment: Tumor protein p53 (TP53), nuclear protein 1, transcriptional regulator (NUPR1), tumor protein p73 (TP73), and BRCA1 DNA repair associated. 

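NUPR1, a stress-induced regulator of transcription (Entrez ID 26471, GRCh37 chromosome 16 from 28544029 to 28550329), rose from 4.65 ± 0.624 to 29.7 ± 0.455 RPKM in COLO 320DM, from 3.81 ± 0.874 to 12.3 ± 1.06 RPKM in UO-31, and from 16.5 ± 0.0971 to 35.7 ± 1.22 RPKM in OVCAR-4 (SD, n = 2 each). The log2 fold change was 1.59 in UO-31 and 1.09 in OVCAR-4 (rescaled 1.19), with adjusted p = 7.3e-11 and 2.5e-08 from limma. The call of NUPR1 in UO-31 was lost without DMSO replicate 1 (1.38, adjusted p = 0.176 from limma). In ABC-1 and RKO, NUPR1 stayed under a mean of 1 RPKM and was not tested. The p53 targets GDF15, a secreted stress signal, and SESN2, a stress-induced inhibitor of mTORC1, rose in COLO 320DM (2.53 and 1.46). BBC3 and TP53INP1, which promote cell death, rose in ABC-1 (rescaled 1.86 and 1.36), and the nuclease gene AEN (-1.22) and the kinase gene PLK2 (-1.08) fell (highest adjusted p = 2.8e-08 on the rescaled values for TP53INP1, AEN and PLK2 from limma). Of the p53 targets tested, 5 were higher and 3 lower in COLO 320DM, 3 and 1 in UO-31, 5 and 13 in OVCAR-4, 8 and 14 in ABC-1, and 1 and 0 in RKO. Adjusted over the list alone, these were 7 and 3, 3 and 1, 5 and 14, 8 and 14, and 1 and 0. The rescaled counts were 8 and 4, 7 and 3, 7 and 8, 8 and 11, and 1 and 0 in the same lines, and in UO-31 without DMSO replicate 1 or 2 the counts were 0 and 0, and 6 and 11 or 16 and 2 without G007-LK replicate 1 or 2. Without G007-LK replicate 1 or 2 they were 2 and 2 or 2 and 0 in COLO 320DM and 7 and 9 or 5 and 8 in ABC-1, and without DMSO replicate 2 they were 5 and 8 in OVCAR-4. The list did not pass the test in any line, with adjusted p between 0.106 (UO-31) and 0.945 (OVCAR-4) from limma's camera. The regulator predictions came from Ingenuity Pathway Analysis, which was not repeated here.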

Three proteins were predicted to be downregulated upstream regulators: MYC-associated factor X (MAX), YAP1, and Sp1 transcription factor (SP1) (Figures 2D and S2B and Table S3). Several of these identified upstream regulator proteins are known to control apoptosis and cell cycle, such as TP53 (Hafner et al., 2019), TP73 (Rodriguez et al., 2018), and MYC (Chen et al., 2018), while MAX is associated with MYC in the MYC-MAX complex (Cascon and Robledo, 2012).

Transcription of *MYC* can be regulated by several signaling pathways that contain tankyrase target proteins including WNT/β-catenin, YAP, and PI3K/AKT signaling (He et al., 1998; Huh et al., 2019; Kress et al., 2015; Neto-Silva et al., 2010). 

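Targets of WNT/β-catenin signaling fell in COLO 320DM, where 14 of the 19 tested members of a list were lower and 0 higher (14 and 0 when adjusted over the list alone, and 9 lower without G007-LK replicate 1 or 2). The WNT inhibitors NKD1 and APCDD1 (-1.39) fell there by over 1 log2 unit, as did BAMBI (-1.41), which encodes a pseudoreceptor for BMP and TGF-beta signals. The list as a whole fell by a median of -0.61 (adjusted p = 1.1e-11 from limma's camera). It had adjusted p = 0.452 with an estimated correlation. The difference of the list from RKO had a median of -0.63 in COLO 320DM (adjusted p = 1.4e-10 from limma's camera), and adjusted p = 0.362 with an estimated correlation. Over the 11 members at 1 RPKM or more in both lines, a filter chosen after the data had been seen, it was -0.54 (adjusted p = 6.3e-05 from limma's camera). OVCAR-4 had 7 lower and 4 higher among 18 tested members (7 and 4 when adjusted over the list alone), and the list did not pass the test there (median -0.19, adjusted p = 0.95 from limma's camera, rescaled median -0.10). Its lower members included FZD7, a WNT receptor gene (rescaled -0.66), and its higher members LGR5, an R-spondin receptor gene (1.18), with adjusted p = 8.7e-06 and 3.4e-05 on the rescaled values from limma.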

Within these pathways, CTNNB1 (β-catenin) was predicted to be a downregulated upstream regulator in COLO 320DM and OVCAR-4 cells upon G007-LK treatment (Figures 2D, 2E, and S2B and Table S3). Several of the upstream regulator proteins, predicted in the IPA core analysis, are associated with WNT/β-catenin signaling activity: SP1 is regulated by the β-catenin destruction complex (Mir et al., 2018), ESR1 is involved in cross talk with WNT/β-catenin signaling, while forkhead box O3 (FOXO3) can bind and interact with β-catenin (Kouzmenko et al., 2004; Valenta et al., 2012). 

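Targets of YAP and TEAD fell in OVCAR-4 (21 lower of 22 tested members of a list), ABC-1 (17 of 19) and UO-31 (12 of 21), and 0 members were higher in these lines (21, 17 and 12 lower when adjusted over the list alone). On the rescaled values 20, 17 and 12 were lower, and 1 was higher in UO-31. Without DMSO replicate 1 or 2, 2 or 3 members were lower in UO-31 (medians -0.44 and -0.53), and without G007-LK replicate 2, 6 were higher and 12 lower (median -0.28). ANKRD1, which encodes a nuclear ankyrin repeat protein (Entrez ID 27063, GRCh37 chromosome 10 from 92671853 to 92680844), fell from 471 ± 39.8 to 111 ± 2 RPKM in OVCAR-4, from 27.8 ± 0.679 to 5.13 ± 0.253 RPKM in ABC-1 and from 246 ± 15.7 to 119 ± 24.3 RPKM in UO-31 (SD, n = 2 each). Its log2 fold changes were -2.08 (rescaled -1.98), -2.33 (rescaled -2.21) and -1.05 (adjusted p = 3.3e-09, 1.0e-108 and 6.4e-17 from limma). F3 fell by 1.47 in OVCAR-4, and CRIM1, which encodes a membrane protein that binds BMPs, by 1.23 there, both rescaled. The list fell relative to the other genes in OVCAR-4, ABC-1 and UO-31, with medians of -0.72 (rescaled -0.63), -0.81 (rescaled -0.68) and -0.49 (adjusted p = 5.2e-10, 1.1e-14 and 3.4e-09 from limma's camera). It had adjusted p = 0.42, 0.42 and 0.599 with an estimated correlation.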

YAP1 was predicted to be a downregulated upstream regulator in UO-31, OVCAR-4, and ABC-1 cells after exposure to G007-LK (Figures 2D and S2B and Table S3), while NUPR1 transcription is controlled by YAP signaling (Jia et al., 2016). FOXO3, a central effector of PI3K/AKT signaling (Stefanetti et al., 2018), was predicted to be an upregulated upstream regulator in UO-31 and ABC-1 cells (Figures 2D, 2E, and S2B and Table S3). 

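Genes that FOXO factors activate rose in ABC-1, where 13 of 19 tested members of a list were higher and 4 lower (13 and 4 when adjusted over the list alone), and 14 and 3 on the rescaled values. PIK3IP1, an inhibitor of PI3K, rose there by a rescaled 1.73 and SESN3, an inhibitor of mTORC1, by 1.60, while CITED2, a transcription cofactor gene, fell by 1.01 (highest adjusted p = 3.0e-09 on the rescaled values from limma). In UO-31, 8 members were higher and 3 lower of 19 (8 and 3 when adjusted over the list alone), and without DMSO replicate 1 or 2, 0 were higher and 1 lower. IGFBP1, an insulin-like growth factor binding protein gene, fell in UO-31 by 1.80 (adjusted p = 2.4e-14 from limma). The rises of BCL2L11 (0.71), CCNG2 (0.65) and SOD2 (0.71) in UO-31 were lost without DMSO replicate 1 (0.77, 0.70 and 0.77, adjusted p = 1, 1 and 0.372 from limma) or DMSO replicate 2 (0.66, 0.60 and 0.65, adjusted p = 1, 1 and 0.625 from limma). Without G007-LK replicate 1, SOD2 rose by 0.36 (adjusted p = 4.3e-04 from limma). The list rose with a median of 0.48 (rescaled 0.60) in ABC-1 and 0.21 in UO-31 (adjusted p = 1.7e-06 and 0.00385 from limma's camera). It had adjusted p = 0.538 and 0.827 with an estimated correlation.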

In a previous report, decreased NOTCH signaling was observed in a proteome analysis of TNKS1/2 knockout HEK293 cells (Bhardwaj et al., 2017). However, predictions of NOTCH1 activity were outside the threshold level used in the IPA core analysis for all cell lines (Table S3), and no distinct downregulation of NOTCH signaling target genes was observed in any of the cell lines (Figure S2C).

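NOTCH target genes moved in both directions. HES1, a repressor gene that NOTCH activates (Entrez ID 3280, GRCh37 chromosome 3 from 193853937 to 193856521), rose in ABC-1 from 15.6 ± 0.286 to 34.6 ± 0.535 RPKM (SD, n = 2 each), a rescaled log2 fold change of 1.25 (adjusted p = 1.1e-09 from limma). NRARP, a NOTCH feedback inhibitor (-0.72), HES4 (-0.70) and GATA3, a lineage factor (-0.34), fell there on the rescaled values (highest adjusted p = 8.8e-04 from limma). HEY2 fell in OVCAR-4 (rescaled -0.37, adjusted p = 0.00923 from limma). In COLO 320DM, HEY1 was lower (-0.43, adjusted p = 0.0455 from limma) and GATA3 higher (0.50, adjusted p = 0.0211 from limma). The HEY1 call was lost without DMSO replicate 2 or without G007-LK replicate 1 or 2 (-0.37, -0.46 and -0.40, adjusted p = 0.0676, 0.431 and 0.555 from limma), and the GATA3 call without G007-LK replicate 1 or 2 (0.51 and 0.49, adjusted p = 0.283 and 0.322 from limma). HES1 did not pass the test in UO-31 (0.34, adjusted p = 0.179 from limma), OVCAR-4 (rescaled 0.08, adjusted p = 0.155) or RKO (-0.14, adjusted p = 0.418). In UO-31 it passed on the rescaled values (0.35, adjusted p = 0.0193 from limma), and without G007-LK replicate 1 or 2 (0.27 and 0.40, adjusted p = 0.00165 and 1.8e-04 from limma), but not without DMSO replicate 1 or 2 (0.35 and 0.33, adjusted p = 1 and 1 from limma). The list had 2 members higher and 3 lower of 5 tested in ABC-1, 1 and 3 of 7 in OVCAR-4, and 1 and 2 of 5 in COLO 320DM (the same counts when adjusted over the list alone). It did not pass the test in these lines (adjusted p = 0.693, 0.89 and 0.905 from limma's camera), and in UO-31 and RKO fewer than 5 members were tested. The paper states that NOTCH target genes showed no distinct fall in its Figure S2C, and, apart from that, that the NOTCH1 predictions lay outside its threshold.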

Finally, an SILAC-based proteome analysis identified 590–847 statistically significant differently expressed proteins in the selected TNKSi-sensitive cells, while 501 proteins were found in RKO cells (Figure S2D and Table S4). No robust clustering classifying the cell line's protein expression profiles was observed (Figure S2E). However, among upregulated proteins, the energy metabolism-regulating proteins transketolase, NADH:ubiquinone oxidoreductase subunit A8, and hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta were identified in a minimum of four of the cell lines after G007-LK treatment (Table S4). Previous reports have shown TNKSi-mediated regulation of energy metabolism in mouse models (Wang et al., 2020; Zhong et al., 2016a, 2016b).

In conclusion, the analysis of transcriptional responses to G007-LK exposure indicates a repertoire of rather diverse regulation of signaling pathways in TNKSi- sensitive tumor cell lines. Nevertheless, TNKSi predominantly leads to cell type-dependent and primary inhibition of the WNT/β-catenin, YAP, and PI3K/AKT signaling pathways and, subsequently, counteraction of MYC-driven cell cycle progression and tumor cell growth (Figure 2E). Hence, the effect of G007-LK against these three signaling pathways was further investigated in the selected cell line panel.

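The response shared by COLO 320DM, UO-31, OVCAR-4 and ABC-1 raised DDIT4, BMF, HMOX1 and PIK3IP1 and lowered the DNA replication genes CDC45, CDC6 and ORC6 and the spindle checkpoint gene MAD2L1. With 1 treatment effect over their 16 libraries, the log2 fold change was 1.30 for DDIT4, 1.28 for BMF, 1.20 for HMOX1 and 0.98 for PIK3IP1 (highest adjusted p = 1.4e-05 from limma). GPNMB, which encodes a lysosomal membrane glycoprotein, rose by 1.18 (standard error 0.12, adjusted p = 9.6e-06 from limma). CDC45 changed by -0.96, CDC6 by -0.92, MAD2L1 by -0.92 and ORC6 by -0.91 (highest adjusted p = 1.3e-04 from limma). The histone genes HIST1H2AC (0.90) and HIST1H2BD (0.88) were also higher, but they have close paralogs that may share reads, which leaves their values uncertain. Across the 4 lines 4134 of 9384 genes passed, 959 higher and 3175 lower, on the rescaled values 1778 were higher and 2889 lower, and with the library factors in the authors' ratios, chosen after the data had been seen, 2268 and 2444. Fitted line by line, 56 genes were higher and 352 lower in each of the 4 lines (202 and 666 on the rescaled values). These counts cannot exceed the UO-31 calls in each direction, most of which were lost without DMSO replicate 1 or 2. The log2 fold change differed from that in RKO for 1325 genes in COLO 320DM (521 higher, 804 lower), 728 in UO-31 (253 and 475), 4327 in OVCAR-4 (953 and 3374) and 5315 in ABC-1 (1452 and 3863), at an adjusted p under 0.05 from the limma interaction. On the rescaled values these were 1320 and 1970, 939 and 1849, 1659 and 2021, and 2464 and 3339. With the authors' factors they were 1821 and 1431, 1172 and 1552, 1662 and 2006, and 2775 and 3078, so the direction in COLO 320DM turned.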

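Most genes of DNA replication and mitosis were lower with G007-LK in ABC-1, UO-31 and OVCAR-4, and in COLO 320DM most replication genes were. PLK1, which encodes a mitotic kinase (Entrez ID 5347, GRCh37 chromosome 16 from 23688977 to 23701688), fell from 111 ± 3.39 to 47.1 ± 6.05 RPKM in UO-31, from 73.3 ± 2.68 to 34.6 ± 0.664 RPKM in ABC-1 and from 231 ± 2.83 to 180 ± 12.6 RPKM in OVCAR-4 (SD, n = 2 each). In ABC-1 the replication genes CDC45 (rescaled -1.66), GINS2 (-1.59) and CDC6 (-1.58) and the cytokinesis genes KIF23 (-1.44) and ANLN (-1.35) fell, and in OVCAR-4 the cyclin A gene CCNA2 (-0.55) and ANLN (-0.53). In COLO 320DM, UNG of uracil repair (-0.74), GINS2 (-0.64) and TK1 of thymidine salvage (-0.57) fell. Among the 28 replication genes (27 tested in UO-31), 28 were lower in ABC-1, 26 in UO-31, 26 in OVCAR-4, 23 in COLO 320DM and 2 in RKO (28, 27, 26, 24 and 3 when adjusted over the list alone). Of 33 mitosis genes, all were lower in ABC-1, UO-31 and OVCAR-4, 6 in COLO 320DM and 8 in RKO (33 in each of the first 3 lines, 6 and 22 when adjusted over the list alone). The replication genes lower on the rescaled values numbered 28 in ABC-1, 27 in UO-31, 23 in OVCAR-4, 27 in COLO 320DM and 1 in RKO, and the mitosis genes 33, 33, 32, 12 and 5. In UO-31 the medians stayed close without DMSO replicate 1 or 2 (replication medians -0.86 and -0.90, mitosis medians -1.06 and -1.03), but most calls were lost. With 1 DMSO library left, the spread comes from the G007-LK pair alone, which differed by a median of -0.285 log2 units. The lost calls therefore do not show that the falls rest on a DMSO library. In COLO 320DM, 7 or 6 replication genes were lower without G007-LK replicate 1 or 2 (medians -0.47 and -0.38). The mitosis genes lower there numbered 15, 5, 2 and 0 without DMSO replicate 1 or 2 or G007-LK replicate 1 or 2 (medians -0.26, -0.03, -0.19 and -0.07), and in RKO 2 without any 1 library. With all libraries and before rescaling no member of either list was higher, on the rescaled values 1 replication gene was in COLO 320DM and 1 in OVCAR-4, and without DMSO replicate 2, 1 mitosis gene was in COLO 320DM. The replication list shifted down relative to the other genes in ABC-1, UO-31, OVCAR-4, COLO 320DM and RKO, with medians of -1.37 (rescaled -1.25), -0.90, -0.33 (rescaled -0.22), -0.42 and -0.06 (adjusted p = 2.6e-43, 6.2e-30, 1.6e-07, 5.6e-12 and 0.00421 from limma's camera). It had adjusted p = 0.42, 0.42, 0.42, 0.538 and 0.42 with an estimated correlation. The mitosis list shifted down relative to the other genes with medians of -1.05 (rescaled -0.93) in ABC-1, -1.04 in UO-31, -0.36 (rescaled -0.26) in OVCAR-4, -0.15 in COLO 320DM and -0.10 in RKO (adjusted p = 1.2e-29, 4.5e-49, 6.2e-12, 0.00493 and 6.4e-11 from limma's camera). It had adjusted p = 0.42, 0.42, 0.42, 0.881 and 0.42 with an estimated correlation. The median difference from RKO over the mitosis list was -0.94 in ABC-1, -0.95 in UO-31 and -0.26 in OVCAR-4 (adjusted p = 3.5e-15, 1.8e-27 and 7.0e-10 from limma's camera), with adjusted p = 0.378, 0.362 and 0.212 with an estimated correlation, and it did not pass in COLO 320DM (-0.06, adjusted p = 0.241 from limma's camera). Over the replication list the difference was -1.32 in ABC-1, -0.81 in UO-31, -0.28 in OVCAR-4 and -0.36 in COLO 320DM (adjusted p = 5.6e-18, 1.3e-22, 1.1e-07 and 1.0e-11 from limma's camera). For that list it was adjusted p = 0.346, 0.362, 0.346 and 0.392 with an estimated correlation. From its analysis of the transcriptional responses, the paper concludes that TNKSi mainly inhibits WNT/β-catenin, YAP and PI3K/AKT signaling, depending on the cell type, and afterwards counteracts the cell cycle progression and growth that MYC drives.

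**Figure D2:**
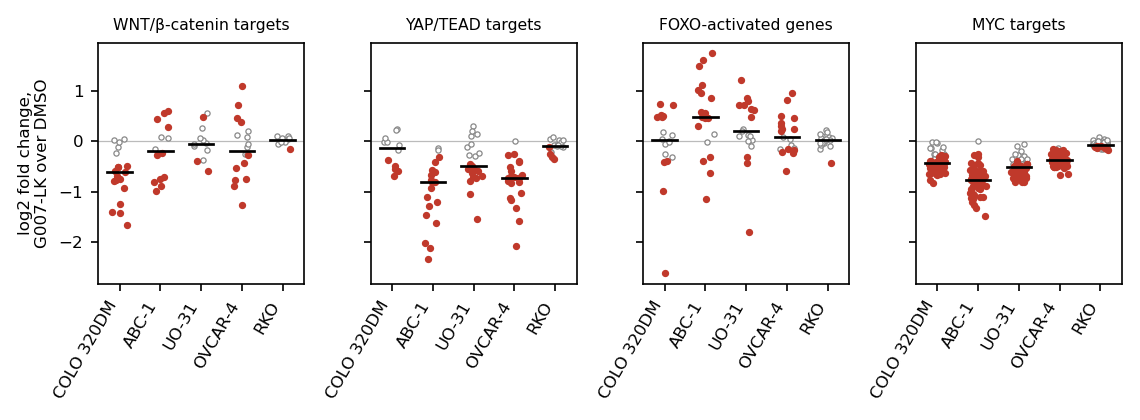
Log2 fold change (G007-LK over DMSO) of the tested members of the lists of WNT/β-catenin targets, YAP/TEAD targets, FOXO-activated genes and MYC targets in the 5 cell lines, before rescaling. Red points are genes past the threshold, open points are the other genes and black bars are medians, and the WNT/β-catenin median lies at -0.61 in COLO 320DM.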

### G007-LK inhibits WNT/β-catenin signaling in a subset of tumor cell lines that are dependent on β-catenin for sustained cell growth

Following G007-LK exposure, β-catenin was predicted by the IPA core analysis to be a downregulated upstream regulator in COLO 320DM and OVCAR-4 cells, indicating reduced WNT/β-catenin signaling (Figure 2). To evaluate if reduced WNT/β-catenin signaling controls cell growth, the cell line panel was subjected to siRNA-mediated knock down of *CTNNB1* to recapitulate G007-LK-mediated β-catenin reduction (Figure S3A). Cell growth was significantly inhibited in only COLO 320DM and OVCAR-4 cells (Figures 3A and S3B), while significant G_1_ cell cycle arrest and induction of apoptosis was observed only in COLO 320DM cells (Figures 3B, 3C, S3C, and S3D).

**Figure 3:**
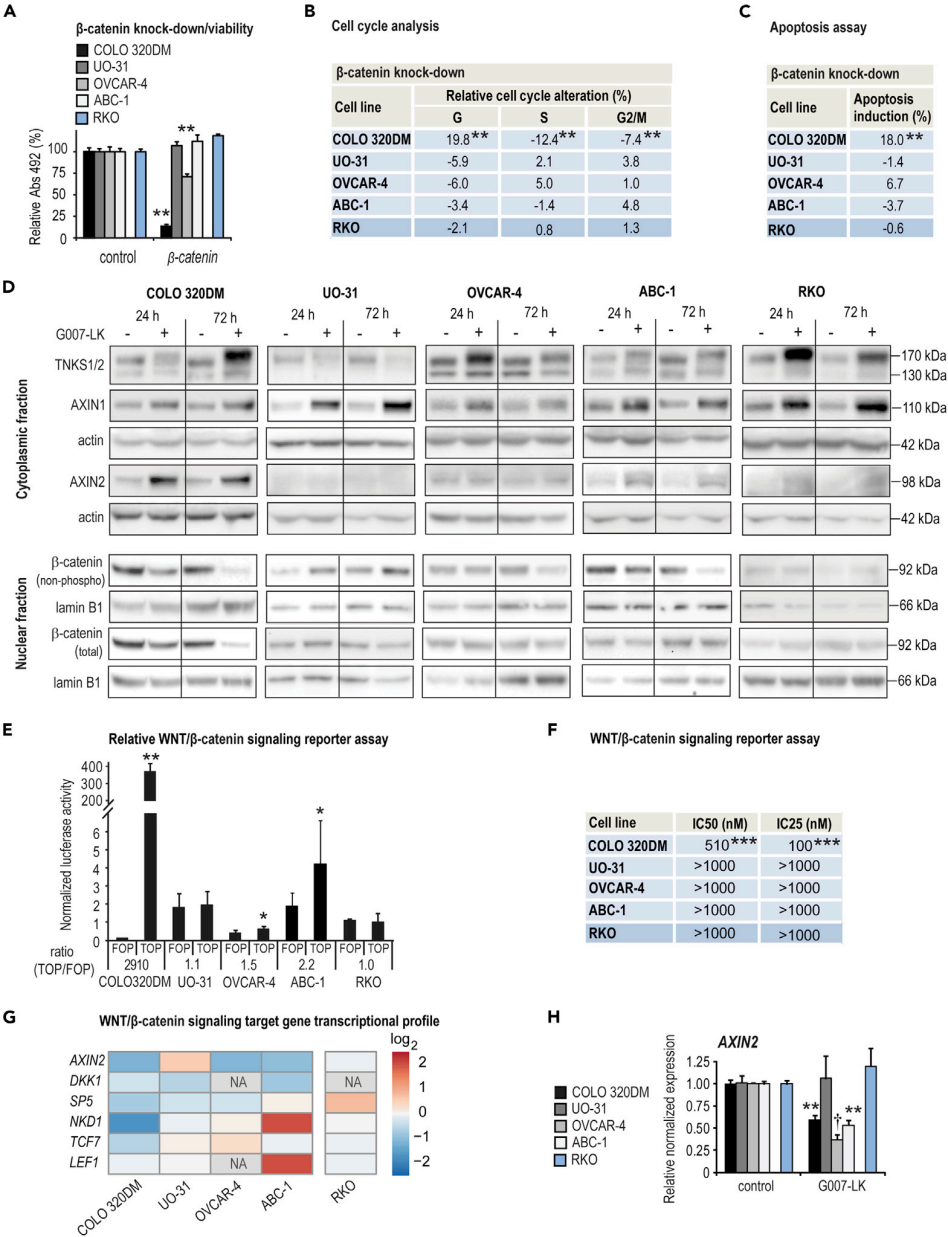
G007-LK inhibits WNT/β-catenin signaling in a subset of tumor cell lines that are dependent on β-catenin for sustained cell growth (A) Endpoint MTS proliferation assay (Abs_492_) relative to control (100%) and experiment time 0 values (t_0_, set to 0%). Mean values ±SD for one experiment representative of a minimum of two independent assays are shown. For **A**–**C**, 5–8 days after transfection with siRNA against *CTNNB1* and *EGFP* (control). For **A**–**C**, **E**, **F,** and **H**, two-tailed t-tests as indicated by ∗∗∗ (p < 0.01), ∗∗ (p < 0.01) and ∗ (p < 0.05) while Mann-Whitney rank-sum test is indicated by † (p < 0.05). (B) Cell cycle alteration (%) relative to control (set to 0%). Mean values from combined data consisting of a minimum of four independent experiments are shown. (C) Induction of apoptosis (%) relative to control (set to 0%). Mean values from combined data consisting of a minimum of three independent experiments are shown. (D) Immunoblots of cytoplasmic TNKS1/2, AXIN1 and AXIN2 (upper panels), and nuclear active form of β-catenin (non-phospho[Ser33/37/Thr41]) and total β-catenin (lower panels), after 24 or 72 hr treatment with G007-LK (1 μM) compared to controls (0.01% DMSO). Actin (cytoplasmic) and lamin B1 (nuclear) document protein loading. Representative data from two or more independent experiments are shown. (E) Luciferase-based reporter assay for comparing baseline WNT/β-catenin signaling activity. The cells were transiently co-transfected with either a superTOPflash (vector with 7 X TCF promoter binding sites driving the firefly luciferase) or a FOPflash (control vector with mutated TCF binding sites) along with *Renilla* luciferase (for normalization). All samples are relative to normalized superTOPflash signal for RKO cells (= 1). Mean values ±SD for combined data from 2–4 independent experiments with three replicates each are shown. Statistically significant differences between SuperTOPflash and FOPflash activities (TOP/FOP ratio) are indicated. (F) IC_50_ and IC_25_ values (nM) for luciferase-based WNT/β-catenin signaling reporter assay (stably transfected with SuperTOPflash and *Renilla* luciferase) upon exposure to different concentrations of G007-LK for 72 h compared to control (0.01% DMSO). (G) WNT/β-catenin signaling target gene transcription (RNA sequencing, log_2_) after 24-h treatment with G007-LK (1 μM) compared to controls (0.01% DMSO) (n = 2). NA = not available, no RNA detection. (H) Real-time RT-qPCR analysis of *AXIN2* upon 24 hr G007-LK treatment (1 μM) relative to control (0.01% DMSO). Mean values ±SD for combined data from two independent experiments with three replicates each are shown. See also Figures 4, S3, and S4.

Western blot analysis was applied to the selected cell line panel to explore the effect of G007-LK treatment on its intended targets TNKS1/2 and also WNT/β-catenin signaling. G007-LK treatment induced, as previously shown (Lau et al., 2013), either a stabilization or a destabilization of TNKS1/2 in all cell lines (Figure 3D). AXIN1 was stabilized in all cell lines, while stabilization of AXIN2 and destabilization of the inactive and phosphorylated form of GSK3β was detected in only COLO 320DM and ABC-1 cells (Figures 3D and S4A). β-catenin was reduced in COLO 320DM cells after 24-h exposure to G007-LK, while a moderate reduction was seen in OVCAR-4 and ABC-1 cells after 72-h treatment (Figures 3D and S4A).

To assess endogenous WNT/β-catenin signaling pathway activities, the cell line panel was transiently cotransfected with a vector containing WNT/β-catenin signaling-responsive promoter driving firefly luciferase expression (superTOPflash), or control vector (FOPflash), along with *Renilla* luciferase for normalization. COLO 320DM cells (APC^mutated^) demonstrated high luciferase activity compared to RKO cells (APC^wild-type^), indicating high endogenous WNT/β-catenin signaling activity (Figure 3E). OVCAR-4 and ABC-1 cells showed moderate but significant increases in superTOPflash signal when compared to the FOPflash signal, suggesting rather low endogenous WNT/β-catenin signaling activities (Figure 3E). In stable superTOPflash and *Renilla* luciferase transfectants, a decrease in WNT/β-catenin signaling activity was only seen in COLO 320DM cells exposed to various doses of G007-LK (Figures 3F and S4C). Although transcription of *AXIN2*, a cell type-universal and negative-feedback-controlling target gene, was significantly reduced in COLO 320DM, OVCAR-4, and ABC-1 cells, RNA sequencing analyses revealed that transcription of a panel of WNT/β-catenin signaling target genes was reduced predominantly in COLO 320DM cells (Figures 3E and 3G).

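AXIN2, which encodes a scaffold of the β-catenin destruction complex (Entrez ID 8313, GRCh37 chromosome 17 from 63524681 to 63557766), fell from 125 ± 12.8 to 52 ± 1.06 RPKM in COLO 320DM, from 7.73 ± 0.356 to 2.92 ± 0.0849 RPKM in OVCAR-4 and from 5.72 ± 0.362 to 2.62 ± 0.00907 RPKM in ABC-1 (SD, n = 2 each). The log2 fold changes were -1.25, -1.27 (rescaled -1.18) and -0.99 (rescaled -0.88), with adjusted p = 2.2e-08, 4.8e-07 and 1.8e-14 from limma. In UO-31 and RKO, AXIN2 was under a mean of 1 RPKM and was not tested. NKD1 (chromosome 16 from 50582307 to 50683160) fell in COLO 320DM from 19.2 ± 3.16 to 5.71 ± 0.5 RPKM, and in RKO it was at 1.23 ± 0.0309 and 1.26 ± 0.0429 RPKM (SD, n = 2 each). The transcription factor genes TCF7 (-0.61) and SP5 (-0.50) were lower in COLO 320DM (adjusted p = 0.00195 and 0.0217 from limma). Their calls were lost without G007-LK replicate 1 (-0.60 and -0.38, adjusted p = 0.118 and 0.481 from limma) or G007-LK replicate 2 (-0.63 and -0.63, adjusted p = 0.104 and 0.0979 from limma). LEF1, another factor of this family, did not pass there (-0.12, adjusted p = 0.419 from limma), nor did SP5 (rescaled -0.18, adjusted p = 0.459) and TCF7 (0.17, adjusted p = 0.341) in OVCAR-4. SP5 in OVCAR-4 was at -0.53 without G007-LK replicate 2 and at 0.01 without G007-LK replicate 1 (adjusted p = 0.013 and 0.962 from limma). DKK1, a secreted WNT inhibitor, was lower in ABC-1 (rescaled -0.64, adjusted p = 3.1e-05 from limma) and in UO-31 (-0.58, adjusted p = 0.0379 from limma), where the call was lost without DMSO replicate 1 or 2 (-0.59 and -0.57, adjusted p = 1 and 1 from limma). Without G007-LK replicate 2, DKK1 changed by -0.33 in UO-31 (adjusted p = 0.0018 from limma). Of the list of WNT/β-catenin targets, 7 were lower and 4 higher of 14 tested in ABC-1 (5 and 6 on the rescaled values), 2 and 1 of 12 in UO-31, and 1 and 0 of 11 in RKO (7 and 4, 3 and 2, and 1 and 0 when adjusted over the list alone). The list did not pass the test in these lines (adjusted p = 0.861, 0.994 and 0.442 from limma's camera).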

In APC-mutated colorectal cancer cells, TNKSi resulted in the accumulation of cytoplasmic puncta and β*-*catenin degradasomes containing TNKS1/2, AXIN1/2, APC, GSK3β, and β*-*catenin (Thorvaldsen et al., 2015). Hence, to gain further knowledge regarding β*-*catenin degradasome accumulation in the selected cell line panel, structured illumination microscopy imaging was performed to visualize TNKS1/2 and β-catenin upon G007-LK treatment. Decreased accumulation of nuclear β-catenin, and formation of distinct cytoplasmic puncta with colocalized TNKS1/2 and β-catenin (Lau et al., 2013; Thorvaldsen et al., 2015; Waaler et al., 2012), was only observed in APC-mutated COLO 320DM cells with high endogenous WNT/β-catenin signaling activity and expression of AXIN2 protein (Thorvaldsen et al., 2017) (Figure 4). In contrast, β-catenin localization, primarily found in the cell membrane, did not change in the other TNKSi-sensitive cell lines (Figure 4). Instead, TNKS1/2 puncta were found in proximity to the cell membrane after treatment in UO-31, OVCAR-4, and ABC-1 cells (Figure 4). In RKO cells, TNKS1/2 accumulated in juxtanuclear puncta (Figure 4).

**Figure 4:**
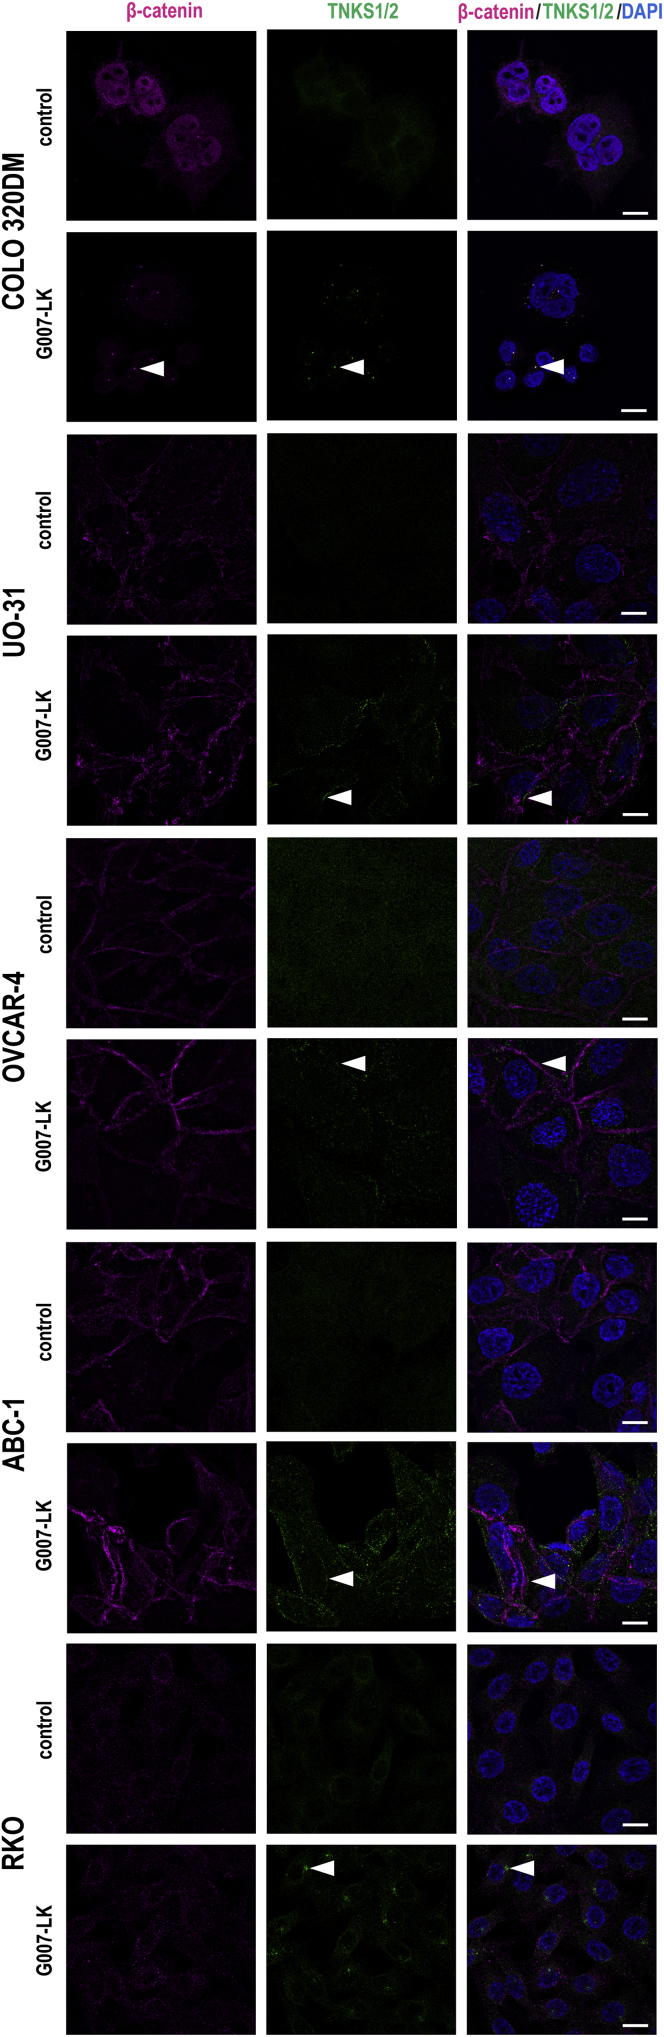
Effect of G007-LK treatment on localization of β-catenin and TNKS1/2 in tumor cell lines Immunofluorescence staining and representative confocal images of β-catenin (magenta) and TNKS1/2 (green) along with nuclear DAPI staining (blue) upon vehicle control (0.01% DMSO) and G007-LK (1 μM) treatment (24 h) of the indicated cell lines. Arrowheads indicate examples of TNKS1/2-containing puncta. Scale bar = 10 μm. See also Figures 3 and S3.

In conclusion, the results imply that only COLO 320DM and OVCAR-4 cells are dependent on WNT/β-catenin signaling for sustained cell proliferation, while UO-31 and ABC-1 cells show resistance to β-catenin knockdown. WNT/β-catenin signaling activity is robustly decreased by G007-LK treatment in COLO 320DM cells and modestly in OVCAR-4 and ABC-1 cells. TNKS1/2- and β-catenin-containing puncta are found in the cytoplasm in APC-mutated COLO 320DM cells, but close to the cell membrane in UO-31, OVCAR-4, and ABC-1 cells.

### G007-LK inhibits YAP signaling in the selected cell line panel and all cell lines depend on YAP for sustained proliferation

The IPA core analysis predicted YAP1 as a TNKSi-attenuated upstream regulator, suggestive for decreased YAP signaling in UO-31, OVCAR-4, and ABC-1 cells (Figure 2). To assess whether decreased YAP signaling can impair cell growth, the selected cell panel was transfected with siRNA against *YAP*. Knockdown of *YAP*, to imitate G007-LK-mediated reduction of YAP signaling, resulted in a significant inhibition of cell growth in all cell lines (Figure 5A).

**Figure 5:**
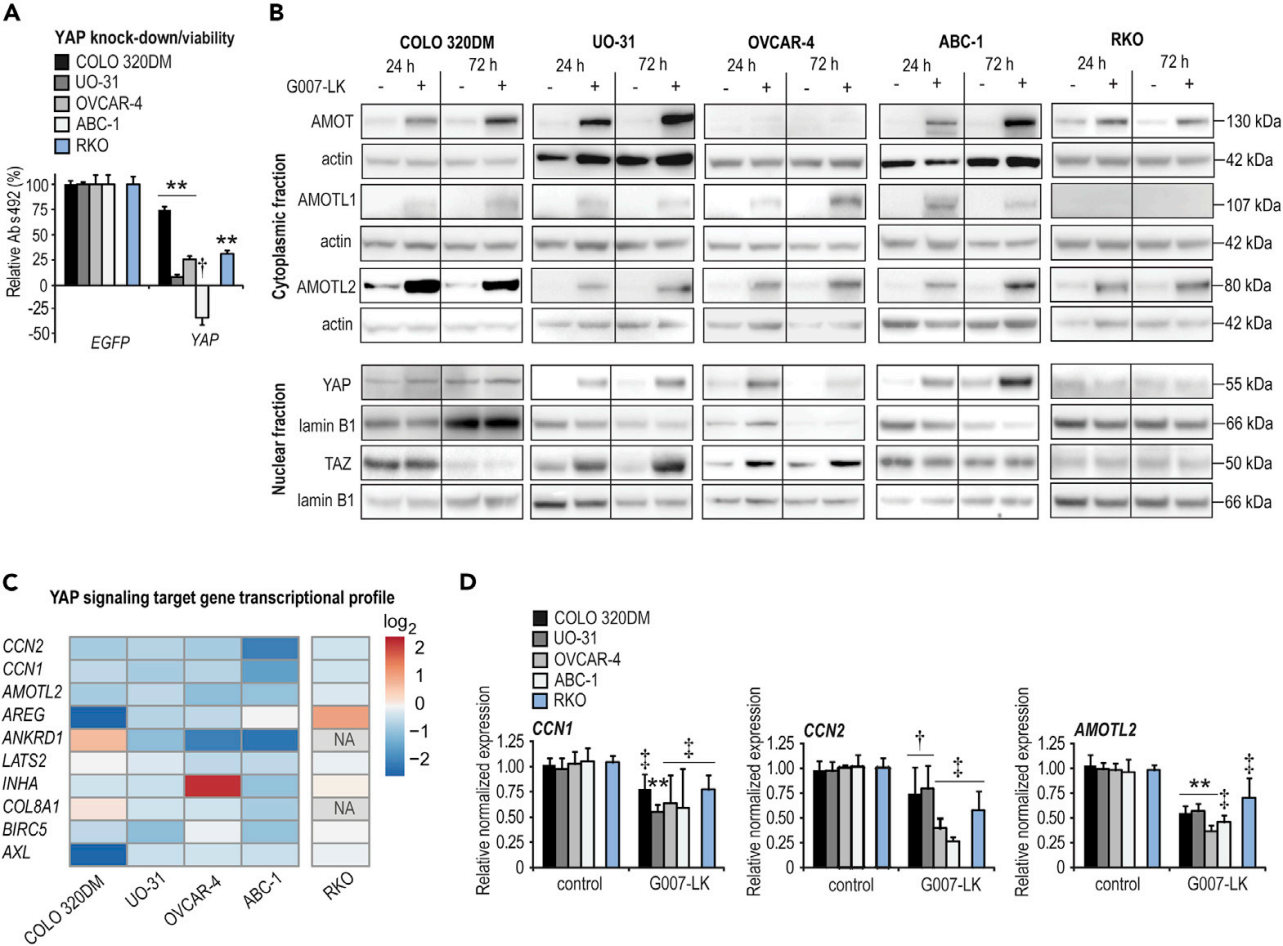
G007-LK inhibits YAP signaling in the selected cell line panel and all cell lines depend on YAP for sustained proliferation (A) Endpoint MTS proliferation assay (Abs_492_) 5–8 days after transfection with siRNA against *YAP* relative to control (100%, *EGFP*) and experiment time 0 values (t_0_, 0%). Mean values ±SD for one representative experiment of minimum three repeated assays with six replicates each are shown. For **A** and **D**, two-tailed t-tests are indicated by ∗∗ (p < 0.01) and Mann-Whitney rank-sum tests are indicated by ‡ (p < 0.01) and † (p < 0.05). (B) Immunoblots of cytoplasmic AMOT, AMOTL1, and AMOTL2 (upper panels) and nuclear YAP and TAZ (lower panels) after 24- or 72-h treatment with G007-LK (1 μM) compared to controls (0.01% DMSO). Actin and lamin B1 document protein loading and representative data from two or more independent experiments are shown. (C) YAP signaling target gene transcription (log_2_) after 24-h treatment with G007-LK (1 μM) compared to controls (0.01% DMSO) (n = 2). NA = not available, no RNA detection. (D) Real-time RT-qPCR analyses of YAP signaling target genes, *CCN1*, *CCN2,* and *AMOTL2*, upon 24-h G007-LK treatment (1 μM) relative to control (0.01% DMSO). Mean values ±SD for combined data from a minimum of two independent experiments with three replicates each are shown. See also Figures 6, S5, and S6.

To evaluate the effect of G007-LK on YAP signaling, the selected cell line panel was first examined by Western blot analysis. Treatment of each cell line with G007-LK stabilized AMOT, AMOTL1, and AMOTL2 proteins in both cytoplasmic and nuclear extracts (Figures 5B and S5A), consistent with earlier reports using HEK293T cells (Wang et al., 2015), Nuclear YAP accumulation was enhanced in UO-31, OVCAR-4, and ABC-1 cells, similar to recent observations (Kierulf-Vieira et al., 2020; Waaler et al., 2020b), while no change in nuclear YAP levels were observed in COLO 320DM or RKO cells. Moreover, cytoplasmic YAP was not affected in any cell lines following TNKSi (Figure S5A). The results are in contrast with previous publications showing lowered levels of nuclear YAP upon TNKSi (Wang et al., 2015, 2016) (Figures 5B and S5A).

Although no reduction in nuclear YAP levels was observed in the selected cell line panel subjected to TNKSi, RNA sequencing analyses showed that transcription of a panel of YAP signaling target genes was decreased, in all TNKSi-sensitive cell lines and to a lesser extent in RKO cells (Figure 5C). 

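CTGF and CYR61, matricellular protein genes that YAP and TEAD activate, and AMOTL2, whose protein retains YAP at cell junctions, were lower with G007-LK in ABC-1, OVCAR-4, UO-31 and RKO, and the latter pair also in COLO 320DM. CTGF (Entrez ID 1490, GRCh37 chromosome 6 from 132269316 to 132272512) fell from 26.2 ± 3.34 to 5.69 ± 0.812 RPKM in ABC-1, from 352 ± 16.3 to 199 ± 9.77 RPKM in OVCAR-4, from 224 ± 4.01 to 140 ± 26.3 RPKM in UO-31 and from 5.46 ± 0.105 to 4.18 ± 0.025 RPKM in RKO (SD, n = 2 each), log2 fold changes of -2.11 (rescaled -1.99), -0.82 (rescaled -0.72), -0.69 and -0.35. In COLO 320DM it was under a mean of 1 RPKM and was not tested. CYR61 (chromosome 1 from 86046444 to 86050272) changed by -1.62 (rescaled -1.50) in ABC-1, -0.68 (rescaled -0.58) in OVCAR-4, -0.79 in UO-31, -0.48 in COLO 320DM and -0.31 in RKO (adjusted p = 2.2e-91, 2.8e-08, 9.9e-13, 0.044 and 3.4e-04 from limma). AMOTL2 (chromosome 3 from 134074189 to 134094321) changed by -1.11 (rescaled -0.98), -1.12 (rescaled -1.01), -0.55, -0.69 and -0.26 in the same order of lines (adjusted p = 3.1e-56, 1.9e-09, 8.2e-04, 0.00134 and 0.0174 from limma).
In COLO 320DM the CYR61 call was lost without DMSO replicate 2, G007-LK replicate 1 or G007-LK replicate 2 (-0.27, -0.45 and -0.50, adjusted p = 0.209, 0.435 and 0.374 from limma), and the AMOTL2 call without G007-LK replicate 1 or 2 (-0.68 and -0.70, adjusted p = 0.0624 and 0.057 from limma). UO-31 lost the calls of CTGF (-0.67 and -0.71, adjusted p = 0.329 and 0.272 from limma) and AMOTL2 (-0.55 and -0.55, adjusted p = 0.89 and 0.936 from limma) without DMSO replicate 1 or 2. Without G007-LK replicate 2, AMOTL2 changed by -0.33 there (adjusted p = 4.0e-04 from limma). In RKO the CTGF call was lost without DMSO replicate 1 (-0.33, adjusted p = 0.0592 from limma), and the AMOTL2 call without DMSO replicate 1, G007-LK replicate 1 or G007-LK replicate 2 (-0.22, -0.24 and -0.29, adjusted p = 0.088, 0.0908 and 0.0553 from limma).
The difference from RKO was past the threshold in ABC-1 for CTGF, CYR61 and AMOTL2 (-1.76, -1.31 and -0.85, adjusted p = 5.9e-07, 4.2e-08 and 7.6e-06 from the limma interaction) and in OVCAR-4 (-0.47, -0.38 and -0.86, adjusted p = 6.3e-04, 3.3e-04 and 3.5e-05). It was not past the threshold in UO-31 (-0.34, -0.48 and -0.29, adjusted p = 0.284, 0.0528 and 0.437 from the limma interaction) or, for CYR61 and AMOTL2, in COLO 320DM (-0.17 and -0.43, adjusted p = 0.548 and 0.0913 from the limma interaction). On the rescaled values the differences in UO-31 (adjusted p = 0.00614, 0.00135 and 0.0316) and that of AMOTL2 in COLO 320DM (adjusted p = 0.00849 from the limma interaction) were past it. Among other genes of this panel, LATS2, a kinase gene of the Hippo pathway, fell in ABC-1 (rescaled -0.54, adjusted p = 6.0e-06 from limma) and OVCAR-4 (-0.48, adjusted p = 9.9e-04), and did not pass in COLO 320DM, UO-31 and RKO (adjusted p = 0.951, 0.464 and 0.318 from limma). In UO-31 its value was -0.58 without G007-LK replicate 1 and 0.04 without G007-LK replicate 2 (adjusted p = 4.4e-05 and 0.682 from limma). Of the list of YAP/TEAD targets, 5 of 12 tested members were lower in COLO 320DM and 4 of 16 in RKO, and 0 were higher (5 and 5 lower when adjusted over the list alone). On the rescaled values 1 was higher in COLO 320DM, and without G007-LK replicate 1 or 2, 0 were lower there. In RKO the list ranked lower than the other genes, at a median of -0.08 (adjusted p = 0.00944 from limma's camera). It had adjusted p = 0.42 there with an estimated correlation. The list did not pass the test in COLO 320DM (-0.13, adjusted p = 0.128 from limma's camera). Its median there was -0.28 or -0.06 without DMSO replicate 1 or 2, and -0.18 or -0.08 without G007-LK replicate 1 or 2. The median difference from RKO over the list was -0.84 in ABC-1, -0.63 in OVCAR-4, -0.33 in UO-31 and -0.02 in COLO 320DM (adjusted p = 3.7e-06, 3.2e-09, 0.00232 and 0.679 from limma's camera). For ABC-1, OVCAR-4 and UO-31 it had adjusted p = 0.378, 0.346 and 0.799 with an estimated correlation. Over the members at 1 RPKM or more in both lines, a filter chosen after the data had been seen, the medians in these 4 lines were -0.84, -0.56, -0.31 and -0.08 (adjusted p = 4.3e-05, 9.5e-07, 0.027 and 0.334 from limma's camera).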

Real-time qRT-PCR analysis showed reduced transcription of the YAP signaling target genes *CCN1* (previously named *CYR61*), *CCN2* (previously named *CTGF*), and *AMOTL2* in all cell lines (Figure 5D). A moderate and significant reduction in YAP signaling luciferase reporter activity was seen in only COLO 320DM, UO-31, and ABC-1 cells (Figure S5B).

Stabilization of AMOT proteins exposure to TNKSi (Troilo et al., 2016; Wang et al., 2015), and localization of YAP in the degradosome (Azzolin et al., 2014), have previously been described. To obtain additional information regarding the localization of AMOT proteins, YAP, and TNKS1/2 in the selected cell line panel, confocal imaging was next performed.

In general, a heterogeneous distribution of nuclear and cytoplasmic YAP, and in addition, a low imaging-detection signal for AMOTL2 in the nuclei, was observed in all cell lines regardless of G007-LK treatment (Figures 6 and S6). However, in UO-31, OVCAR-4 and ABC-1 cells, pairwise colocalization of TNKS1/2-YAP, TNKS1/2-AMOTL2, and AMOTL2-YAP was observed near the cell membrane only after treatment (Figures 6 and S6). In contrast, only AMOTL2-YAP colocalized in COLO 320DM cells (Figure 6). The data propose that TNKSi-induced TNKS1/2-containing puncta can capture AMOTL2-YAP in UO-31, OVCAR-4, and ABC-1 cells, while AMOTL2 sequesters YAP independent of TNKS1/2 in COLO 320DM cells.

**Figure 6:**
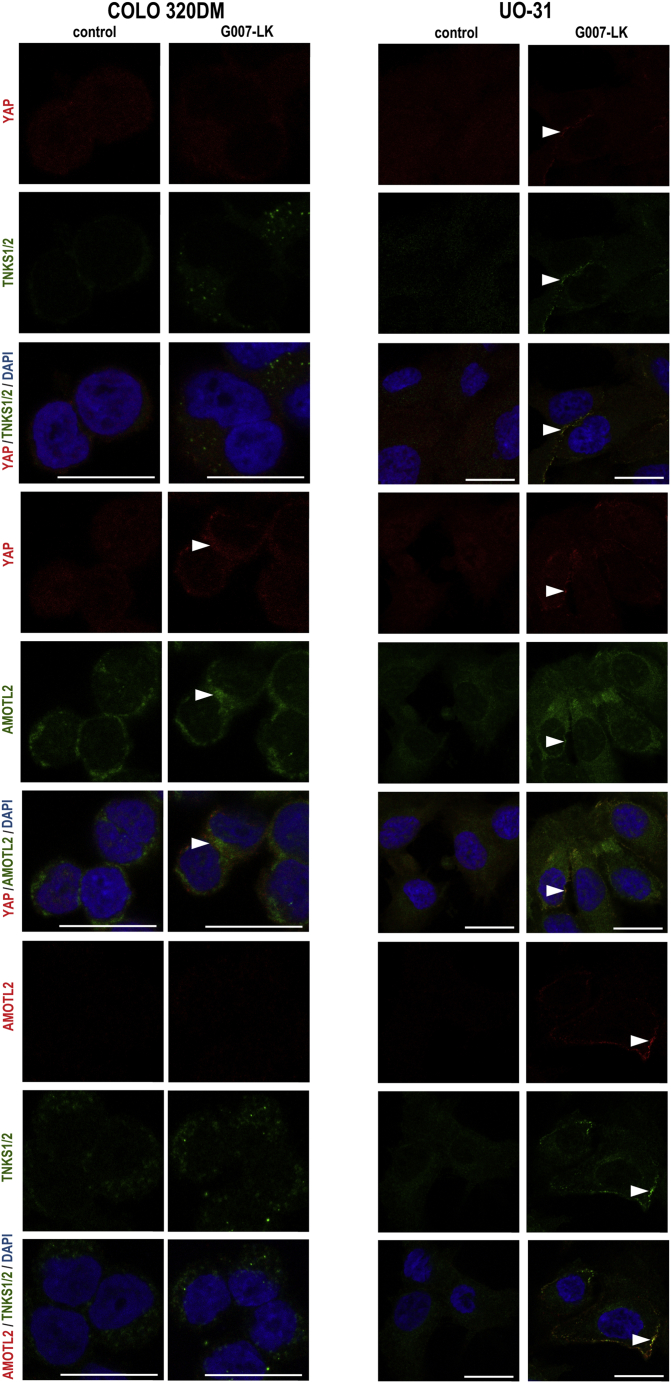
Effect of G007-LK treatment on the localization of YAP, TNKS1/2, and AMOTL2 in tumor cell lines Immunofluorescence staining and representative confocal images of YAP (red) and TNKS1/2 (green), YAP (red) and AMOTL2 (green), or AMOTL2 (red) and TNKS1/2 (green), along with nuclear DAPI staining (blue) upon vehicle control (0.01% DMSO) and G007-LK (1 μM) treatment (24 h) of the indicated cell lines. Red, antimouse antibody used. Green, antirabbit antibody used. Arrowheads indicate colocalizations. Scale bars = 20 μm. See also Figures 5, S5, and S6.

In summary, the results show that all cell lines are dependent on YAP signaling for sustained cell growth. G007-LK targets YAP signaling in all cell lines, through a mechanism involving TNKS1/2-mediated and AMOT protein-dependent sequestering and inactivation of transcriptionally active YAP protein.

### G007-LK inhibits PI3K/AKT signaling in ABC-1 cells that depend on PI3K/AKT signaling for sustained cell growth

The IPA core analysis predicted FOXO3 to be a TNKSi-augmented upstream regulator in UO-31 and ABC-1 cells, indicative of TNKSi-dependent decreased PI3K/AKT signaling (Figure 2). However, the RNA sequencing analysis revealed that the transcriptional profile for activated FOXO signaling was most apparently regulated in ABC-1 cells (Figure 7A). Moreover, Western blot analysis was performed to test the effect of G007-LK treatment on PI3K/AKT signaling in the selected cell lines. 

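In ABC-1 the FOXO targets BCL2L11, a pro-apoptotic gene, CDKN1A, which encodes the cell cycle inhibitor p21, and BCL6, a repressor gene, rose. BCL2L11 (Entrez ID 10018, GRCh37 chromosome 2 from 111876955 to 111926021) went from 2.71 ± 0.0175 to 5.7 ± 0.649 RPKM and CDKN1A (chromosome 6 from 36644237 to 36655114) from 11.8 ± 0.166 to 26.2 ± 0.957 RPKM (SD, n = 2 each). Their rescaled log2 fold changes were 1.06 and 1.23, and those of BCL6, CCNG2 and CDKN2B 1.14, 0.98 and 0.60 (highest adjusted p = 8.8e-06 on the rescaled values from limma). SOD2, an antioxidant enzyme gene, fell in ABC-1 (rescaled -0.51, adjusted p = 1.1e-05 from limma), RBL2 did not pass (0.11, adjusted p = 0.211 from limma), and CDKN1B, which encodes p27, passed on the rescaled values (0.26, adjusted p = 0.00122 from limma) and without DMSO replicate 2 (0.22, adjusted p = 0.0275 from limma), and not before rescaling or without DMSO replicate 1 (0.07, adjusted p = 0.522 from limma). BIRC5, CCNB1 and PLK1, which FOXO factors are held to repress, were lower in all 4 sensitive lines. They changed by -0.92, -0.95 and -0.95 (rescaled) in ABC-1 and by -1.06, -1.02 and -1.23 in UO-31. In OVCAR-4 the authors' ratios were smaller, at -0.11, -0.21 and -0.25. CCNB1 and PLK1 also passed as lower in RKO. Without any 1 library they changed there by -0.13 to -0.12 and by -0.16 to -0.12. In UO-31 the BIRC5 call was lost without DMSO replicate 1 or 2 (-1.10 and -1.03, adjusted p = 0.138 and 0.235 from limma) and the CCNB1 call without DMSO replicate 2 (-0.96, adjusted p = 0.158 from limma). COLO 320DM (-0.51, -0.27 and -0.36) lost the calls of BIRC5 without G007-LK replicate 2 (-0.47, adjusted p = 0.0558 from limma), of PLK1 without G007-LK replicate 1 or 2 (-0.36 and -0.35, adjusted p = 0.136 and 0.186 from limma) and of CCNB1 without these or DMSO replicate 2 (-0.31, -0.23 and -0.17, adjusted p = 0.323, 0.562 and 0.177 from limma). In OVCAR-4 the rises of TNFSF10 (rescaled 0.91), BCL2L11 (0.62), BCL6 (0.46) and CDKN1A (0.42) also passed (highest adjusted p = 0.00163 on the rescaled values from limma). CDKN1B rose in COLO 320DM (0.74, adjusted p = 7.6e-05 from limma), and BCL2L11 did not pass there (-0.26, adjusted p = 0.211 from limma), except on the rescaled values (-0.26, adjusted p = 0.0207 from limma) and without DMSO replicate 1 (-0.38, adjusted p = 0.0238 from limma), while it was -0.13 without DMSO replicate 2 (adjusted p = 0.506 from limma).
The difference from RKO was 1.10 for BCL2L11 in ABC-1, 0.87 in UO-31 and 0.67 in OVCAR-4 (adjusted p = 1.5e-05, 0.0373 and 0.00123 from the limma interaction). For CDKN1A it was 1.05 in ABC-1 and 0.25 in OVCAR-4 (adjusted p = 1.8e-07 and 0.00721 from the limma interaction), and it did not pass in UO-31 (0.04, adjusted p = 0.898). The list of FOXO-activated genes had 9 higher and 5 lower of 19 tested in OVCAR-4 (11 and 2 on the rescaled values), 6 and 4 of 18 in COLO 320DM, and 0 and 1 of 18 in RKO (9 and 6, 6 and 4, and 1 and 1 when adjusted over the list alone). Without G007-LK replicate 1 or 2 it had 1 higher and 2 lower in COLO 320DM, and in OVCAR-4 its median was 0.02 without DMSO replicate 1 (7 higher and 6 lower), 0.16 without DMSO replicate 2 (9 and 2) and 0.05 without G007-LK replicate 2 (9 and 5). It rose in OVCAR-4 (median 0.09, adjusted p = 0.00451 from limma's camera, rescaled median 0.19), with adjusted p = 0.616 with an estimated correlation, and did not pass in COLO 320DM or RKO (adjusted p = 0.788 and 0.184 from limma's camera). The median difference from RKO over the list was 0.42 in ABC-1, 0.20 in UO-31, 0.09 in OVCAR-4 and -0.03 in COLO 320DM (adjusted p = 7.9e-06, 0.00463, 0.0103 and 0.924 from limma's camera). In ABC-1, UO-31 and OVCAR-4 these had adjusted p = 0.378, 0.799 and 0.481 with an estimated correlation. With the filter applied to both the line and RKO, a choice made after the data had been seen, they were 0.39, 0.20, 0.06 and -0.08 (adjusted p = 1.2e-04, 2.5e-04, 0.0236 and 0.617 from limma's camera).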

Reduced presence of the activated and phosphorylated forms of AKT, indicating blocked PI3K/AKT signaling, was only seen in ABC-1 cells (Figures 7B and S7A).

**Figure 7:**
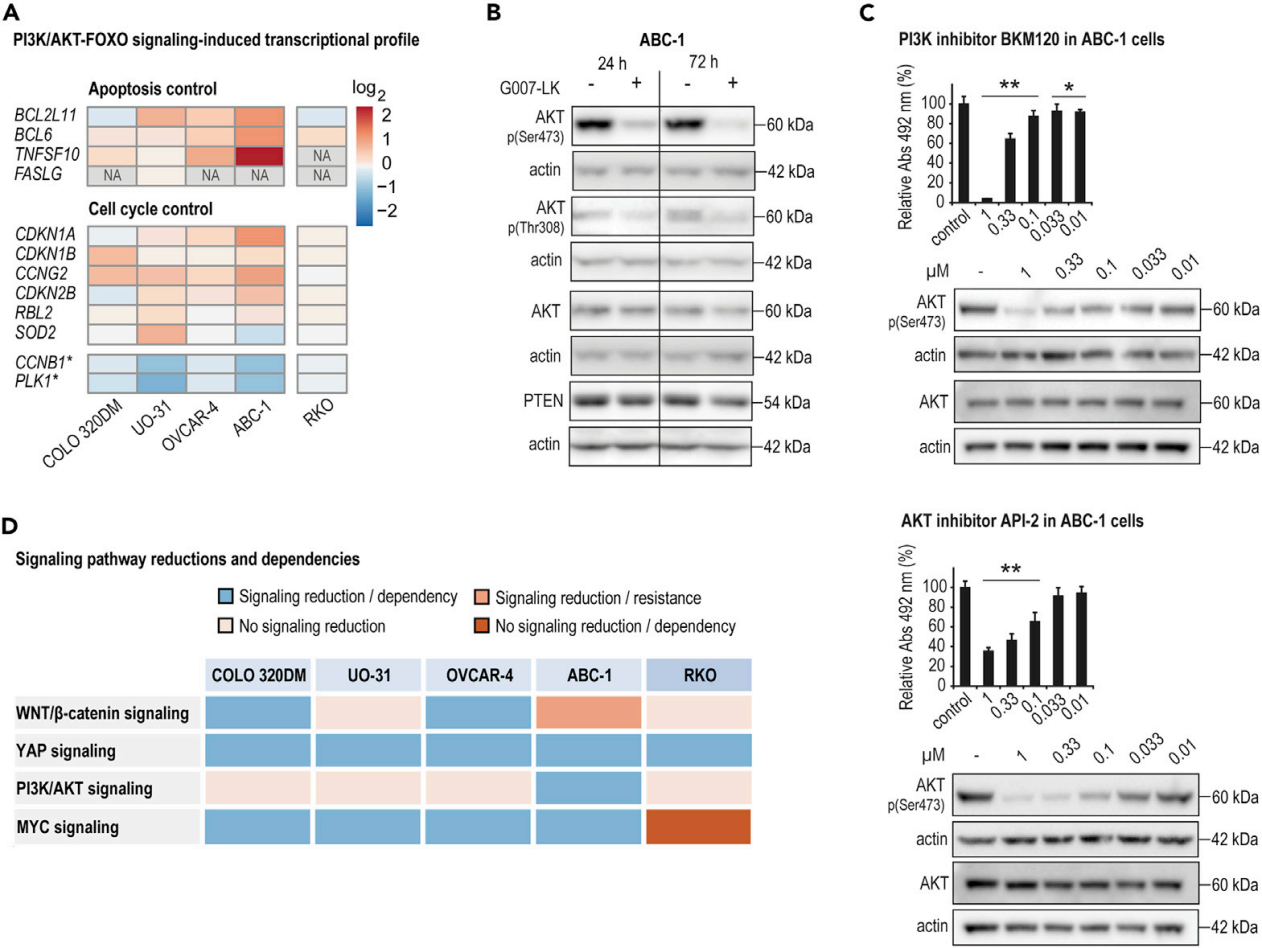
G007-LK inhibits PI3K/AKT signaling in ABC-1 cells that depend on PI3K/AKT signaling for sustained cell growth (A) FOXO-induced signaling target gene transcription (RNA sequencing, log_2_) after 24-h treatment with G007-LK (1 μM) compared to controls (0.01% DMSO) (n = 2). ∗depicts FOXO-inactivated target genes while FOXO-activated genes are nondepicted. NA = not available, no RNA detection. (B) Immunoblots of cytoplasmic active AKT (phospho[Ser473] and phospho[Thr308]), total AKT and PTEN after 24- or 72-h treatment with G007-LK (1 μM) compared to controls (0.01% DMSO) in ABC-1 cells. Actin documents protein loading. Representative data from two or more independent experiments are shown. (C) Left panel, endpoint MTS proliferation assay (Abs_492_ relative to control [100%, 0.01% DMSO] and experiment time 0 values [t_0_, 0%]). Right panel, representative immunoblots of cytoplasmic activate form of AKT (phospho[Ser473]) and total AKT. Upon treatment with indicated concentrations of BKM120 (PI3K inhibitor) and API-2 (AKT inhibitor) in ABC-1 cells for 8 days (MTS analyses) or 24 h (immunoblots). One-way ANOVA tests (Holm-Sidak method versus control) are indicated by ∗∗ (p < 0.01) and ∗ (p < 0.05). For MTS data, mean values ±SD for one representative experiment of minimum two repeated assays with five replicates each are shown. (D) Summary of TNKSi-induced reduction of signaling pathways and dependencies of signaling pathways for sustained cell growth. See also Figure S7.

In a previous report, TNKSi stabilized PTEN in colorectal cancer cell lines leading to downregulation of AKT phosphorylation and its signaling activity (Li et al., 2015). In contrast, PTEN was not stabilized in any of the cell lines after treatment, suggesting the presence of a yet-to-be-explored and PTEN-independent mechanism behind TNKSi-induced AKT signaling inactivation (Figure 7B). Earlier publications describe crosstalk signaling between the PI3K/AKT and AMPK signaling pathways (Han et al., 2018; Hawley et al., 2014), and TNKSi has been implicated in regulation of AMPK activation (Li et al., 2019). Hence, the activation status of AMPK in the cell line panel upon G007-LK treatment was evaluated by Western blot analysis. In contradiction with the previous report (Li et al., 2019), our analysis showed that the activated phosphorylated form of AMPK was not upregulated in any of the cell lines by G007-LK exposure (Figure S7B). Instead, AMPK activity was decreased in both UO-31 and ABC-1 cells after TNKSi (Figure S7B). We could therefore not explain the TNKSi-induced AKT inactivation observed only in ABC-1 cells (Han et al., 2018; Hawley et al., 2014). To identify the precise mechanism for TNKSi-induced PI3K/AKT signaling inhibition will require further investigation.

To evaluate if PI3K/AKT signaling is essential for continued cell growth, ABC-1 cells were treated with PI3K and AKT inhibitors. Both inhibitors dose-dependently decreased the active and phosphorylated form of AKT while reducing cell growth (Figure 7C). In conclusion, the data show that G007-LK can target PI3K/AKT signaling in ABC-1 cells that are dependent on PI3K/AKT signaling for continuous cell growth.

## Discussion

Despite more than a decade of research, much remains unclear about the molecular profiles that render tumor cells sensitive or insensitive to the antiproliferative effect of TNKSi. Here, we describe a broad tumor cell line screen, classifying 84% of the cell lines to be TNKSi nonresponders (GI_25_ values > 1 μM G007-LK) and 16% to be TNKSi responders (GI_25_ values < 1 μM G007-LK) including 1.9% to be highly TNKSi-responding tumor cell lines (GI_50_ values < 1 μM G007-LK). >20% of the tumor cell lines originating from the kidney, ovary, stomach, liver, pancreas, and lung were defined as TNKSi responders, suggesting that these types of tumor cell lines are most sensitive to the antiproliferative effect of G007-LK treatment. In general, the result indicates effectiveness of TNKSi against cell growth in subtypes of cancer across several tumor types. ∼85–90% of colon cancer cell lines contain mutations in *APC* resulting in aberrant activation of WNT/β-catenin signaling (Fearon, 2011). Thus, colon cancer was previously regarded a particularly relevant target for TNKSi (Lau et al., 2013). TNKSi-responsiveness in colorectal cancer has been shown to depend on the *APC* mutation genotype (Schatoff et al., 2019). Yet, only two out of 41 colon cancer cell lines tested in our screen displayed GI_25_ values < 1 μM G007-LK.

From the 1.9% highly TNKSi-responding tumor cell lines, a panel of heterogeneous cell lines was selected for further analysis to identify mechanisms coupling TNKSi to attenuated proliferation. In these TNKSi-sensitive cell lines, we used bioinformatics analysis of RNA sequencing data and proteome profiles to characterize TNKSi effects and identified a variety of changes in response signatures. Numerous post-treatment upstream signaling regulators were predicted to be cell-type-dependently controlled by TNKSi according to the IPA core analysis, warranting detailed follow-up studies. While the involvement of additional signaling pathways cannot be excluded, the overall analysis suggests that the main primary events caused by TNKSi in the particular sensitive cell lines are a downregulation of WNT/β-catenin, YAP, and PI3K/AKT signaling pathways followed by decreased MYC expression.

Validation experiments showed that TNKSi (i) blocked WNT/β-catenin signaling in COLO 320DM, OVCAR-4, and ABC-1 cells; (ii) YAP signaling in all cell lines; and (iii) AKT signaling in ABC-1 cells (Figure 7D). Moreover, TNKSi-mediated downregulation of these pathways correlated with lost expression of MYC and CCND1, suggesting that downregulation of these two proteins is a shared hallmark of all tested TNKSi-sensitive cell lines (He et al., 1998; Huh et al., 2019; Kress et al., 2015; Neto-Silva et al., 2010). In line with this notion, functional analyses of TNKSi-mediated cell cycle arrest and apoptosis revealed the induction of a cytostatic effect in all TNKSi-sensitive cell lines, with the exception of ABC-1 cells. In ABC-1 cells, TNKSi stimulated G_1_ cell-cycle arrest, apoptosis and a cytotoxic antiproliferative effect. Moreover, (i) β-catenin knockdown could recapitulate the antiproliferative effect of TNKSi treatment on COLO 320DM and OVCAR-4 cells, (ii) YAP knockdown blocked the growth of all cell lines, whereas inhibition of (iii) PI3K/AKT signaling inhibited the proliferation of only ABC-1 cells (Figure 7D). Notably, combined TNKSi and PI3K/AKT inhibition showed additive antitumor effects in mouse colon cancer models (Arques et al., 2016; Solberg et al., 2018). Collectively, our results suggest that TNKSi-induced inhibition of WNT/β-catenin and YAP signaling, either individually or together, can cause a cytostatic effect, while additional inhibition of PI3K/AKT signaling can provoke an additional cytotoxic effect. Whether similar combinatorial effects against signaling pathways can be projected onto a larger group of tumor cell lines remains to be investigated.

TNKSi stabilized AMOT, AMOTL1, and AMOTL2 in the cytoplasm and the nucleus of all cell lines. In parallel, YAP accumulated in nuclear extracts only in treated UO-31, OVCAR-4, and ABC-1 cells, but not COLO 320DM and RKO cells. YAP signaling target gene expression was reduced in all cell lines. Together, these observations are in line with recent reports that TNKSi induced accumulation of nuclear YAP correlating with reduced YAP target gene expression (Kierulf-Vieira et al., 2020; Waaler et al., 2020b). However, the observations are at odds with earlier reports that TNKSi induced a reduction of nuclear YAP leading to reduced YAP target gene expression (Wang et al., 2015, 2016).

When performing imaging, nuclear AMOTL2 levels were close to, or below the detection threshold, whereas the distribution of nuclear and cytoplasmic YAP was detected regardless of TNKSi. However, in UO-31, OVCAR-4, and ABC-1 cells, puncta containing TNKS1/2-YAP, TNKS1/2-AMOTL2, and AMOTL2-YAP were found near the cell membrane following TNKSi. The results suggest that TNKS1/2-containing β*-*catenin degradasomes (Thorvaldsen et al., 2015) not only can physically interact with YAP, as previously suggested (Azzolin et al., 2014), but also function as complexes containing AMOT proteins (Wang et al., 2015). In contrast, the imaging of COLO 320DM cells revealed the formation of TNKSi-induced cytoplasmic TNKS1/2-puncta that colocalized with β-catenin, indicating β*-*catenin degradasome accumulation (Lau et al., 2013; Thorvaldsen et al., 2015; Waaler et al., 2012). However, in these cells, AMOTL2 and YAP colocalized with each other but not with TNKS1/2. Hence, similar to a previously proposed model (Wang et al., 2015), our observations suggest that AMOT proteins sequester YAP independent of TNKS1/2-containing β*-*catenin degradasomes in COLO 320DM cells. Notably, the APC-mutated cell line COLO 320DM, displaying a high endogenous WNT/β-catenin signaling activity, expresses higher levels of AXIN2 protein compared to the other non-APC-mutated cell lines in the selected panel. In a previous report, loss of expression of AXIN2, but not AXIN1, was associated with disintegration of TNKSi-induced cytoplasmic puncta (Thorvaldsen et al., 2017). The precise mechanism for TNKSi-dependent regulation of YAP signaling, and the association with the β*-*catenin degradasome, is currently under investigation.

In summary, the results provide evidence that TNKSi treatment is effective against subtypes of cancer cell lines across several tumor types. In four identified TNKSi-sensitive cell lines, TNKSi functions by context-dependent targeting of multiple signaling pathways including WNT/β-catenin, YAP and/or PI3K/AKT signaling, followed by loss of MYC expression and the induction of either cytostatic or cytotoxic effects, culminating in impaired tumor cell growth. These findings warrant further comprehensive preclinical and clinical evaluation of TNKSi as monotherapy or combination therapy for cancer.

### Limitations of study

Our study identified several TNKSi-sensitive tumor cell lines, and the downstream in-depth analysis focused on only a small subset of highly sensitive cell lines originating from multiple tissues. These cell lines contain highly diverse oncogenic mutations, gene and protein expression profiles as well as cell signaling pathway activities, and as a consequence, prediction and identification of shared pretreatment and post-treatment markers was influenced. Numerous TNKSi-induced changes in activities of signaling pathways, in addition to WNT/β-catenin, YAP, and PI3K/AKT signaling pathways, were predicted and detailed follow-up studies are clearly needed. The experiments provide only a limited description of TNKSi-dependent regulation of YAP signaling, and the results contradict with previous descriptions of TNKSi-regulated PTEN/PI3K/AKT and AMPK signaling pathways activities, indicating that further research is needed to identify the precise mechanisms involved.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

MYC	Cell Signaling Technology	Cat#5605; RRID: AB_1903938
CCND1	Abcam	Cat# ab16663; RRID: AB_443423
TNKS1/2	Santa Cruz Biotechnology	Cat#sc-8337; RRID: AB_661615
AXIN1	Cell Signaling Technology	Cat#2087; RRID: AB_2274550
AXIN2	Cell Signaling Technology	Cat#2151; RRID: AB_2062432
non-phospho (active) β-catenin	Cell Signaling Technology	Cat#8814; RRID: AB_11127203
phospho β-catenin (Ser33/37/Thr41)	Cell Signaling Technology	Cat#9561; RRID: AB_331729
β-catenin	BD Biosciences	Cat#610153; RRID: AB_397554
GSK3β	Cell Signaling Technology	Cat#12456; RRID: AB_2636978
phospho-GSK3β (Ser9)	Cell Signaling Technology	Cat#9323; RRID: AB_2115201
AMOT	Santa Cruz Biotechnology	Cat#sc-166924; RRID: AB_10609353
AMOTL1	Thermo Fisher Scientific	Cat#PA5-42267; RRID: AB_2606805
AMOTL2	Thermo Fisher Scientific	Cat#PA5-78770; RRID: AB_2745886
AMOTL2	Santa Cruz Biotechnology	Cat#sc-398261; RRID:N/A
YAP	Santa Cruz Biotechnology	Cat#sc-101199; RRID: AB_1131430
TAZ	Sigma Aldrich	Cat#HPA007415; RRID: AB_1080602
AKT	Cell Signaling Technology	Cat#9272; RRID: AB_329827
phospho-AKT (Ser473)	Cell Signaling Technology	Cat#4060; RRID: AB_2315049
phospho-AKT (Thr308)	Cell Signaling Technology	Cat#9275; RRID: AB_329828
PTEN	Cell Signaling Technology	Cat#9552; RRID: AB_10694066
AMPKα	Cell Signaling Technology	Cat#2793; RRID: AB_915794
phospho-AMPKα (Thr172)	Cell Signaling Technology	Cat#2535; RRID: AB_331250
Actin	Sigma Aldrich	Cat#A2066; RRID: AB_476693
lamin B1	Abcam	Cat#ab16048; RRID: AB_10107828

**Bacterial and virus strains**		

SuperTOP-luciferase (WNT/β-catenin signaling pathway reporter with 7xTCF binding sites: SuperTOPflash)	Gift from Dr. Vladimir Korinek)	N/A
FOPflash (negative control reporter with mutated TCF binding sites: SuperFOPflash-luciferase)	Gift from Dr. Vladimir Korinek)	N/A
8xGTIIC-luciferase (Hippo and YAP signaling pathway reporter)	Addgene, provided by Dr. Stefano Piccolo	RRID: Addgene_34615
*Renilla* luciferase (pRL-TK)	Promega	Cat#E2241
7TFP (7xTcf-FFluc//SV40-PuroR)	Addgene, provided by Dr. Roel Nusse	RRID: Addgene_24308
pMD2.G (VSV-G envelope expressing plasmid)	Addgene, provided by Dr. Didier Trono	RRID: Addgene_12259
psPAX2 (lentiviral packaging plasmid)	Addgene, provided by Dr. Didier Trono	RRID: Addgene_12260

**Chemicals, peptides, and recombinant proteins**		

G007-LK	ChemRoyal and Mercachem	N/A
BKM120	Chemietek	Cat#CT-BKM120
API-2	Tocris Bioscience	Cat#2151
NP40 cell lysis buffer	Invitrogen	Cat#FNN0021
RIPA lysis buffer	Thermo Fisher Scientific	Cat#89901
RPMI 1640 Medium for SILAC	Thermo Fisher Scientific	Cat#11586861
L-Lysine-2HCl, 13C6 for SILAC	Thermo Fisher Scientific	Cat#11854191
L-Arginine-HCl, 13C6, 15N4 for SILAC	Thermo Fisher Scientific	Cat#11546871
Dialyzed FBS for SILAC	Thermo Fisher Scientific	Cat#11506871

**Critical commercial assays**		

CellTiter 96® AQueous Non-Radioactive Cell Proliferation Assay (MTS)	Promega	Cat#G5421
Lipofectamine 2000	Invitrogen	Cat#11668019
Annexin V-FITC Apoptosis Detection Reagent	Abcam	Cat#ab14082
GenEluteTM Mammalian Total RNA Miniprep Kit	Sigma-Aldrich	Cat#RTN350
SuperScript^TM^ VILO cDNA Synthesis Kit	Invitrogen	Cat#11754250
PierceTM BCA Protein Assay Kit	Pierce Biotechnology	Cat#23227
Dual-Luciferase Reporter Assay	Promega	Cat#E1980
Deposited data		
RNASeq dataset	GEO database	GSE162648
R-code for analysis	Github	https://github.com/MartinFStrand/TNKSiRes
Proteomics dataset	ProteomeXchange	PXD022908

**Experimental models: Cell lines**		

COLO 320DM	American Type Culture Collection (ATCC)	Cat#ATCC® CCL220™; RRID: CVCL_0219
UO-31	NCI-60 Human Tumor Cell Lines Screen/ National Cancer Institute (NCI-DTP)	Cat#UO-31; RRID:CVCL_1911
OVCAR-4	NCI-60 Human Tumor Cell Lines Screen/ National Cancer Institute (NCI-DTP)	Cat#OVCAR-4; RRID:CVCL_1627
ABC-1	Japanese Collection of Research Bioresources Cell Bank (JCRB)	Cat#JCRB0815; RRID:CVCL_1066
RKO	American Type Culture Collection (ATCC)	Cat#ATCC® CRL2577™; RRID:CVCL_0504

**Oligonucleotides**		

*MYC* (esiRNA)	Sigma Aldrich	Cat#EHU021051
*CTNNB1* (esiRNA)	Sigma Aldrich	Cat#EHU139421
*YAP1* (esiRNA)	Sigma Aldrich	Cat#EHU113021
*EGFP* (esiRNA)	Sigma Aldrich	Cat#EHUEGFP
*MYC* (TaqMan probe)	Applied Biosystems	Catt#Hs00153408_m1
*CCND1* (TaqMan probe)	Applied Biosystems	Cat#Hs00765553_m1
*AXIN2* (TaqMan probe)	Applied Biosystems	Cat#Hs00610344_m1
*CYR61* (*CCN1*, TaqMan probe)	Applied Biosystems	Cat#Hs00155479_m1
*CTGF* (*CCN2*, TaqMan probe)	Applied Biosystems	Cat#Hs01026927_g1
*AMOTL2* (TaqMan probe)	Applied Biosystems	Cat#Hs01048101_m1
*GAPDH* (TaqMan probe)	Applied Biosystems	Cat#Hs02758991_g1

**Software and algorithms**		

Sigma Plot® 12.5	Systat Software Inc.	https://systatsoftware.com/products/sigmaplot/
ControlFreak	Contchart software	https://contchart.com/outliers.aspx
XLfit SOAPaligner/SOAP2	IDBS	https://www.idbs.com/excelcurvefitting/
Software for short oligonucleotide alignment		https://github.com/ShujiaHuang/SOAPaligner
NOISeq – R package for exploratory analysis and differential expression for RNA-seq data	(Tarazona et al., 2011, 2015)	https://www.bioconductor.org/packages/release/bioc/html/NOISeq.html
Pheatmap – R package for heatmap generation	Raivo Kolde	https://CRAN.R-project.org/package=pheatmap
Ingenuity Pathway Analysis (IPA version 01-10)	Qiagen	https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/
GenVisR (R package for mutation waterfall plots)	Bioconductor	http://bioconductor.org/packages/release/bioc/html/GenVisR.html
MaxQuant (MaxQuant version 1.3.2.8)	Max-Planck-Institute of Biochemistry	https://www.maxquant.org/

**Other**		

IncuCyte	Essen BioScience	Cat# FLR30140
GloMax®-Multi Detection System	Promega	Cat# E7031

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact Jo Waaler ().

#### Materials availability

Materials generated in this study can be made available upon request to the Lead Contact.

#### Data and code availability

Datasets and codes generated during this study are available at repositories indicated in the key resources table. Raw and processed mRNA-sequencing data have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE162648 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162648). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PXD022908. The R-code used for analysis and visualization is available at https://github.com/MartinFStrand/TNKSiRes. Original and source data for the mutation analysis, for the human cancer cell lines COLO320DM, OVCAR-4, U031, ABC-1 and RKO, as indicated in Table S2, is available from Cancer Cell Line Encyclopedia (CCLE; COLO320_LARGE_INTESTINE, ABC1_LUNG, UO31_KIDNEY, OVCAR4_OVARY, RKO_LARGE_INTESTINE), Catalogue of Somatic Mutations in Cancer (COSMIC; COLO-320-HSR [COSS910569], ABC-1 [COSS906791], OVCAR-4 [COSS905990], UO-31 [COSS905981] and RKO [COSS909698]) and canSAR (Coker et al., 2019).

### Experimental model and subject details

#### Cell lines and cell culture

The human cancer cell lines COLO 320 DM (colorectal adenocarcinoma, ATCC® CCL220™) and RKO (colon carcinoma, ATCC® CRL2577™) were obtained from the American Type Culture Collection (ATCC). ABC-1 cells (lung adenocarcinoma, JCRB0815) were obtained from the Japanese Collection of Research Bioresources Cell Bank (JCRB). UO-31 (renal cell carcinoma) and OVCAR-4 cells (ovarian adenocarcinoma), from the NCI-60 Human Tumor Cell Lines Screen, were provided by the National Cancer Institute (NCI). ABC-1 and RKO were cultured in Eagle's Minimum Essential Medium (EMEM, 30-2003, ATCC), while COLO 320DM, OVCAR-4 and UO-31 cells were cultured in RPMI-1640 medium (R8758, Sigma-Aldrich). Both media contained 10% Fetal Bovine Serum (FBS, 10270-106, Gibco) and 1% Penicillin-Streptomycin (P4333, Sigma-Aldrich). Cells were cultured at 37 ^o^C in humidified cell incubators with 5% CO_2_. The cell cultures were kept below 20 passages (∼10 weeks) and routinely monitored (upon thawing and monthly) for Mycoplasma infections with MycoAlert Mycoplasma detection kit (Lonza). All cell lines were authenticated by short tandem repeat profiling to confirm their identity (Eurofins).

### Method details

#### Human tumor cell line anti-proliferative screens

Compound screening and data analysis carried out by Genentech was performed similar to a previous description (Haverty et al., 2016). Briefly, a collection of cancer cell lines obtained from a variety of academic and commercial sources, such as ATCC and Leibniz Institute DSMZ-German Collection of Microorganisms and Cell Cultures, was used. Cell line identity was routinely verified by high-throughput single nucleotide polymorphism genotyping using multiplexed assays (Yu et al., 2015). All cell lines were cultured using standard tissue culture techniques and maintained in RPMI-1640 (31800, GIBCO), 2 mM glutamine (Kyowa Hakko Bio), 10% FBS (F4135, Sigma) for suspension cell lines, and 5% FBS for adherent cell lines, in a humidified incubator maintained at 37°C and 5% CO_2_. Cells were plated in 384-well plates (353962, Corning) at optimal seeding density to achieve 75% confluency at 96 hours monitored using Incucyte for live cell imaging (4647, Essen Bioscience). Optimal seeding for suspension and mix suspension/adherent cell lines was determined by 75% maximal signal at 96 hours using CellTiter-Glo® Luminescent Cell Viability Assay (G7573, Promega). The day after, cell culture medium was changed to medium containing nine drug concentrations (using three to four replicates) or vehicle control (dimethylsulfoxide, DMSO, D2650, Sigma). After 72 hours, 25 μL CellTiter-Glo® reagent was added to the wells and luminescence readout was measured using a 2104 EnVision Multilabel Plate Reader (2105-0010, PerkinElmer). Data were processed using R (R Core Team, 2012) and a Genentech-developed analysis package (singleAgentPlots, Dr. Richard Bourgon). Absolute GI_25_ and GI_50_ values were calculated relative to the corresponding vehicle control.

G007-LK was screened against the NCI-60 tumor cell line panel using their standard protocol: Briefly, all cell lines were grown in RPMI 1640 medium containing 5% FBS and 2 mM L-glutamine at 37 °C and 5% CO_2_. 5,000-40,000 cells/well were seeded in 96-well plates depending on the cell’s doubling speeds. The day after, cell culture medium was changed to medium containing five drug concentrations plus control. After an additional 48 hours, adherent cells were fixed *in situ* by the addition of 50 μl of cold 50 % (w/v) TCA (final concentration, 10 %) and incubated for 60 minutes at 4 °C. The supernatant was discarded, and the plates were washed five times with water and air dried. Sulforhodamine B (SRB) solution (100 μl) at 0.4 % (w/v) in 1 % acetic acid was added to each well, and the plates were incubated for 10 minutes at room temperature. After staining, cells were rinsed five times with 1 % acetic acid and the plates were air dried. Bound SRB was subsequently solubilized with 10 mM trizma base, and the absorbance was read on an automated plate reader at a wavelength of 515 nm. For suspension cells, the methodology was the same except that the cells were allowed to settle to the bottom of the well before gently adding 50 μl of 80 % TCA (final concentration 16 %). Using seven absorbance measurements (time zero [Tz], control growth [C], and test growth in the presence of five drug concentrations [Ti]), the percentage growth inhibition (GI_25_ and GI_50_ values) was calculated for each drug concentration using the formula: (1- [Ti-Tz]/[C-Tz]) x 100.

#### Treatment with small-molecule inhibitors

All small-molecule inhibitors were dissolved in DMSO (D8418, Sigma-Aldrich) and kept as 10 mM stocks at 4 ^o^C. General protocol for treatment: Cells were seeded one day before treatment to reach ∼20 or ∼80% confluence for a 72 hour or a 24 hour treatment, respectively. The medium was changed to medium containing vehicle (0.01% DMSO), 1 μM or various doses of the tankyrase inhibitor G007-LK (Mercachem), PI3K inhibitor BKM120 (CT-BKM120, Chemietek) or AKT inhibitor API-2 (2151, Tocris Bioscience).

#### siRNA transfection

Cells were seeded in 6-well plates to reach 50-60% confluence the day after, when the cells were transfected (Lipofectamine 2000, 11668019, Invitrogen) with esiRNA against *MYC* (50 nM, EHU021051), *CTNNB1* (50 nM, EHU139421) or *YAP1* (25 nM, EHU113021), using esiRNA against *EGFP* (50 or 25 nM, EHUEGFP) as control (all Sigma-Aldrich). The next day, the cells were trypsinized (T392, Sigma-Aldrich) and seeded in 96-well plates for proliferation assays, or in 6-well plates for 48 additional hours for preparing protein extracts, cell cycle analyses and apoptosis assays.

#### Proliferation assays

5,000 (COLO 320DM), 2,500 (UO-31, OVCAR-4, ABC-1) or 1,000 (RKO) cells/well were seeded in 96-well plates in at least 6 replicates for each treatment tested, also for seeding of esiRNA transfected cells. For samples for treatment with small-molecule inhibitors, the cell culture medium was changed the day after to contain various doses of the indicated inhibitors or 0.01% DMSO. The plates were incubated at 37 °C or in an IncuCyte (FLR30140, Essen BioScience) for real-time monitoring of cell confluency. At experiment endpoint (80-100% confluency after 5-8 days of cell growth), the cells were incubated for 1 hour at 37°C with CellTiter 96® AQueous Non-Radioactive Cell Proliferation Assay (MTS, G5421, Promega) according to the supplier’s recommendations. Abs_492_ was measured (Wallac 1420 Victor2 Microplate Reader, Perkin Elmer) and compared the initial Abs_492_ values (t0) using the following formula to determine single well values relative to the vehicle or *EGFP* esiRNA controls: (sample A_492_ - mean A_492 t0_)/(mean A_492_ [for 0.01% DMSO controls] - mean A_492 t0_) ×100.

#### Colony assays

500 cells/well were seeded in 6-well plates. The day after, cell culture medium with 10% FBS was changed to contain 1 μM G007-LK or vehicle (0.01% DMSO) and the plates were incubated at 37 °C for 7-11 days without replacing the medium. Colonies were stained and fixed (0.2% methylene blue [M9140] in methanol **[**82762], both Sigma-Aldrich), washed with PBS, and enumerated using a colony counter (Scienceware). For UO-31 cells, colony confluence was measured at experiment end using IncuCyte.

#### Cell cycle and apoptosis assays

After treatment with vehicle, G007-LK or esiRNA, both cells in suspension and trypsinized adherent cells were collected to form a single cell suspension. Cell cycle assay: The cells were vortexed vigorously while drop-wisely adding ice cold 70% ethanol followed by incubation at -20 ^o^C for at least 12 hours. The cells were then pelleted by centrifugation, washed in PBS and re-suspended in PBS containing propidium iodide (20 μg/ml, P4170, Sigma-Aldrich], RNaseA (200 μg/ml, R5503, Sigma-Aldrich) and Triton X-100 (0.1%, T8787, Sigma-Aldrich) for 15 minutes at 37 ^o^C before cell cycle analysis. Apoptosis Assay: The cells were pelleted by centrifugation and incubated for 10 minutes at 37 ^o^C in Annexin V-FITC Apoptosis Detection Reagent (ab14082, Abcam). PI positive and Annexin V-FITC positive cells were quantified by flow cytometry using an Attune Acoustic Focusing Cytometer (Applied Biosystems).

#### RNA isolation and real-time qRT-PCR

Total mRNA was isolated from treated cells using GenEluteTM Mammalian Total RNA Miniprep Kit (RTN350, Sigma-Aldrich) and quantified using a Nanodrop 2000c spectrophotometer (Thermo Scientific). cDNA was synthesized with SuperScript^TM^ VILO cDNA Synthesis Kit (11754250, Invitrogen) and real-time qRT-PCR (TaqMan®Gene Expression system, Applied Biosystems) was performed using Viia7 Real-Time PCR System (Applied Biosystems). The following probes (all from Applied Biosystems) were used: *MYC* (Hs00153408_m1), *CCND1* (Hs00765553_m1), *AXIN2* (Hs00610344_m1), *CYR61* (*CCN1*, Hs00155479_m1), *CTGF* (*CCN2*, Hs01026927_g1), *AMOTL2* (Hs01048101_m1) and *GAPDH* (Hs02758991_g1).

#### Western blot analysis

Cells treated with small-molecule inhibitors or esiRNA were washed with PBS and lysed in NP40 buffer (FNN0021, Invitrogen) containing protease inhibitors (cOmplete™ Protease Inhibitor Cocktail, 4693116001, Roche). Pelleted nuclei were separated from the cytoplasmic-cell membrane supernatant fractions. RIPA lysis buffer (89901, Thermo Fisher Scientific), containing phosphatase (4906845001) and protease inhibitors (4693116001, both Sigma-Aldrich) was added to the nuclei followed by sonication (Bioruptor®Plus, Diagenode). Protein concentrations were measured using PierceTM BCA Protein Assay Kit (23227, Pierce Biotechnology). The protein extracts were loaded to gels (NuPAGE® Novex 3-8% Tris-Acetate Gel or 4-12% Bis-Tris Gel, Invitrogen), separated and transferred onto PVDF membranes (Immobilon-PSQ PVDF Membrane, Millipore). The following primary antibodies were used to probe the membranes: MYC (5605, Cell Signaling Technology), CCND1 (ab16663, Abcam), Tankyrase-1/2 (TNKS1/2, H-350, sc-8337, Santa Cruz Biotechnology), AXIN1 (2087, Cell Signaling Technology), AXIN2 (2151, Cell Signaling Technology), non-phospho (active) β-catenin (8814, Cell Signaling Technology), phospho β-catenin (Ser33/37/Thr41)(9561, Cell Signaling Technology), β-catenin (610153, BD Biosciences), GSK3β (12456, Cell Signaling Technology), phospho-GSK3β (Ser9)(9323, Cell Signaling Technology), AMOT (sc-166924, Santa Cruz Biotechnology), AMOTL1 (PA5-42267, Thermo Fisher Scientific), AMOTL2 (PA5-78770, Thermo Fisher Scientific), YAP (sc-101199, Santa Cruz Biotechnology), TAZ (HPA007415, Sigma-Aldrich), AKT (9272, Cell Signaling Technology), phospho-AKT (Ser473)(4060, Cell Signaling Technology), phospho-AKT (Thr308)(9275, Cell Signaling Technology), PTEN (9552, Cell Signaling Technology), AMPKα (2793, Cell Signaling Technology) and phospho-AMPKα (Thr172)(2535, Cell Signaling Technology). Actin (A2066, Sigma-Aldrich) and lamin B1 (ab16048, Abcam) were used as loading controls.

#### Luciferase reporter assays

The following plasmids were used for transient co-transfections: SuperTOP-luciferase (WNT/β-catenin signaling pathway reporter with 7xTCF binding sites: SuperTOPflash, gift from V. Korinek), FOPflash (negative control reporter with mutated TCF binding sites: SuperFOPflash-luciferase, gift from V. Korinek), 8xGTIIC-luciferase (Hippo and YAP signaling pathway reporter: 34615, Addgene, provided by S. Piccolo) and *Renilla* luciferase (E2241, pRL-TK, Promega). FuGENE*®* HD (Promega) was used for all co-transfections. For co-transfections using SuperTOPflash or FOPflash and *Renilla* luciferase: On day one, cells were seeded in 48-well plates to reach 50-60% confluency on day two for co-transfections (0.23 μg luciferase reporter and 0.02 μg *Renilla* luciferase) followed by 24 hours cultivation. For 8xGTIIC-luciferase and *Renilla* luciferase co-transfections: Cells were seeded in 10-cm dishes on day one to reach 50-60% confluency on day two for co-transfections (16.5 μg 8xGTIIC-luciferase and 3 μg *Renilla* luciferase). On day three, the cells were trypsinized. 40,000 and 10,000 cells were seeded in 96-well plates for 24 and 72 hours G007-LK treatments starting on day four, respectively. For generation of stable cell lines: Lentivirus packed with 7TFP (7xTcf-FFluc//SV40-PuroR, #24308, Addgene, provided by R. Nusse), pMD2.G (VSV-G envelope expressing plasmid, #12259, Addgene, provided by D. Trono) and psPAX2 (lentiviral packaging plasmid, #12260, Addgene, provided by D. Trono) were used for creating lentiviral particles. All cell lines were transduced and thereafter treated with 0.5-5 μg/ml Puromycin (P9620, Sigma-Aldrich) for selection. Next, the cells lines were transduced using lentiviral particles expressing *Renilla* luciferase (LVP370, Amsbio) followed by selection using 300-1,000 μg/ml Geneticin (11558616, Fisher Scientific). 40,000 and 10,000 cells were seeded in 96-well plates for 24 and 72 hours G007-LK treatments starting the day after, respectively. At experiment end, the cells were lysed and the luciferase activities were measured using Dual-Luciferase Reporter Assay (E1980, Promega) and GloMax®-Multi Detection System (E7031, Promega). XLfit (Idbs) was used to calculate the 50% inhibitory concentration (IC_50_) using the Langmuir Binding Isotherm formula.

#### Structured illumination and confocal microscopy

Similar to our previous protocol (Waaler et al., 2020b), cells grown on coverslips pre-coated with poly-L-lysine (sc-286689, Santa Cruz Biotechnology) were fixed in 4% paraformaldehyde (P6148, Sigma-Aldrich) for 15 minutes at room temperature and permeabilized with 0.1% Triton-X100/PBS (T8787, Sigma-Aldrich, 15 minutes at room temperature). Incubation with primary antibodies (24 hours at 4 °C) was followed by incubations with secondary antibodies (1 hour at room temperature), both diluted in PBS with 4% bovine serum albumin. Nuclear counterstaining was performed with DAPI (D9542, Sigma-Aldrich, 1 μg/mL, 5 minutes at room temperature) and coverslips were mounted in ProLong Diamond Antifade Mountant (Thermo Fisher Scientific). The following primary antibodies were used: β-catenin (610153, 1:500, BD Biosciences), Tankyrase-1/2 (H-350, sc-8337, 1:50, Santa Cruz Biotechnology), YAP (sc-101199, 1:200, Santa Cruz Biotechnology), AMOTL2 (sc-398261, 1:50, Santa Cruz Biotechnology) and AMOTL2 (PA5-78770, 1:50, Thermo Fisher Scientific). Secondary antibodies used (both from Thermo Fisher Scientific, 1:500): Anti-rabbit IgG Alexa488 (A-21206) and anti-Mouse IgG Alexa594 (A-11005). Structured illumination microscopy (SIM) images were acquired on a Zeiss Elyra PS1 microscope system using standard filters sets and laser lines with a Plan-APOCHROMAT 63× 1.4 NA oil objective. SIM imaging was performed using 5 grid rotations with the 0.51 μm grid for 20 Z planes with 0.184 nm spacing between planes. SIM images were reconstructed with the following “Method” parameters in the ZEN black software (MicroImaging, Carl Zeiss): Processing: Manual, Noise Filter: -5, SR Frequency Weighting: 1, Baseline Cut, Sectioning: 100/83/83, Output: SR-SIM, PSF: Theoretical. The SIM images are displayed as maximum intensity projections rendered from all Z planes. Confocal microscopy was performed on a Zeiss Meta 700 laser scanning confocal microscope using standard filters sets and laser lines with a 63× oil immersion objective, images were acquired as Z-stacks using the Zen software package (Zeiss) with 0.56 μm spacing between stacks. The confocal images were analyzed using the Fiji software tool (Schindelin et al., 2012). Confocal images were displayed as Z-stacks in the nucleous region.

#### RNA sequencing and alignment

mRNA from all cell lines were isolated then treated with DNase I (AMPD1-1KT, Sigma-Aldrich) before 4 μg mRNA was sent to BGI Tech Solutions Company (Hong Kong) for RNA sequencing according to their standard protocol. Briefly, total RNA samples were enriched using oligo(dT) magnetic beads followed by fragmentation (about 200 bp). Then double-stranded cDNA was synthetized and purified, before end reparation, ligation of sequencing adaptors and enrichment by PCR amplification. Quality control and quantification was performed using Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System prior to library sequencing via Illumina HiSeq™ 2000. For analysis, clean reads were mapped to the reference gene set (hg19) using SOAPaligner/SOAP2 with no more than 2 mismatches allowed in the alignment. Gene expression level was calculated using RPKMs (reads per kb transcript per million mapped reads).

#### Bioinformatics

NOISeq analysis (Tarazona et al., 2011, 2015) was used by the BGI Tech Solutions Company to identify differentially expressed genes (DEGs) between treatment (1 μM G007-LK) and control (0.01% DMSO) groups (both n =2). Genes with a differential expression (DE) probability > 0.8 were defined by default as DEGs. The DE probability is calculated in NOISeq by comparing the log_2_ ratio of the two conditions (M) and the value of difference between conditions (D) against the noice distribution, and a higher probability value corresponds to a higher significance (inverse of a normal P value)(Tarazona et al., 2011). As several applications use P values as a default, the DE probability was transformed using the following formula: 1-Probability. The NOISeq DE probability calculation performs well with regards to false discovery rate (FDR) compared to other methods, and thus the inverse of the DE-probability (1-Probability) may be used as the equivalent of a corrected P value. Volcano plots and heatmaps (using pheatmap, https://CRAN.R-project.org/package=pheatmap) were generated in R (version 3.6.1). For each cell line, a list of DE genes, including log_2_ fold change and transformed probability values (1-Probability), was analyzed using Ingenuity Pathway Analysis (IPA) version 01-10 (Qiagen). For each cell line, log_2_ fold change and transformed probability values from the DEGs analysis were uploaded into IPA and analyzed for upstream regulators using the core analysis function. The core analysis was performed with the Ingenuity Knowledge Base (genes only) reference set and direct relationships, with no filters set for node types, data sources, confidence, species, tissues & cell lines or mutations.

#### Mutation analysis

Mutation datasets for the cell lines were downloaded from the CCLE, COSMIC and CANSAR databases and screened for a set of 299 driver mutations previously identified (Bailey et al., 2018) and plotted as a waterfall plot using the GenVisR package (Skidmore et al., 2016) in R.

#### Proteomics

All cell lines were treated in duplicates with 1 μM G007-LK or 0.01% DMSO for 24 hours. In parallel, all cell lines were cultured in heavy medium for SILAC labeling (11586861, RPMI 1640 Medium for SILAC; 11854191, L-Lysine-2HCl, 13C6 for SILAC; 11546871, L-Arginine-HCl, 13C6, 15N4 for SILAC; 11506871, Dialyzed FBS for SILAC). After cultivation, pelleted cells were dissolved in 0.1% ProteaseMax Surfactant (V2071, Promega) in 50 mM NH_4_HCO_3_ (A6141, Sigma-Aldrich). Samples were heated at 95 °C for 15 minutes and then sonicated for 15 minutes. After 3 freeze and thaw cycles, the samples were vigorously mixed and passed a syringe (0.9 x 2.5 mm) to dissolve DNA, and heating and sonication was repeated as described above. Then, the samples were centrifuged at 14,000 *g* before measuring the protein concentration of the supernatant by DirectDetect (DDHW00010-W, Millipore). For each cell line, 100 μg protein was transferred to new vials and mixed with 100 μg of protein from corresponding SILAC labeled cells. Each sample was mixed with 40 μl 0.2% ProteaseMax Surfactant in 50 mM NH_4_HCO_3_, followed by further dilution with 147 μl 50 mM NH_4_HCO_3_. Proteins were next reduced with 5 mM 1,4-dithiothreitol (D9779-10G, Sigma-Aldrich) at 56 °C for 20 minutes, and subsequent digestion with 4 μg trypsin (V5111, Promega) overnight at 37 °C. Peptides were desalted on a C_18_ StageTip made with three layers of C_18_ Empore Extraction disks (98060402140, 3M), and eluted with 80% acetonitrile (ACN, 34851, Sigma-Aldrich)/0.1% formic acid (FA, 533002, Merck). The eluate was dried on a SpeedVac (5305000100, Eppendorf) until the volume reached approximately 3 μl. The sample was next reconstituted to a total volume of 14 μl in 0.1% FA. nLC-MS/MS analysis was performed on a nEASY-LC system coupled to a Q-Exactive Plus mass spectrometer (IQLAAEGAAPFALGMBDK, both Thermo Fisher Scientific). A 25 cm EasySpray column (C18, 2 μm beads, 100 Å, 75 μm inner diameter, S802, Thermo Electron) was used to separate peptides, using a 120 minutes gradient up to a concentration of 30%. Solvent A (0.1% FA) and solvent B (100% ACN with 0.1% FA) was used with a flow rate of 0.3 μl/minutes. The mass spectrometer was operated in a data-dependent mode with top 10 MS/MS scans, and the survey of full-scan MS spectra was from 300–1750 m/z. MS scan parameters were as follows: lock mass: off, resolution: 70,000, AGC target: 3e6, and maximum IT: 50 ms. The MS/MS scans were performed at: resolution: 17,500, AGC target: 2e5, maximum IT: 100 ms, isolation window: 3.0 m/z, NCE: 25, underfill ratio: 10.0%, intensity threshold: 2.0e5, and dynamic exclusion: 30.0 s. Protein identification and label-free quantitation was performed in MaxQuant (version 1.3.2.8) using the Andromeda search engine (Cox et al., 2011). Database searching was carried out in Andromeda against the human UniProt database (October 2014 version) supplemented with contaminants. The applied parameters were: enzyme: trypsin/P; variable modifications: oxidation (M), acetyl (protein N-term), Phospho (STY), hydroxyproline and deamidation (NQ); labels: Arg10, Lys6, max. peptide PEP: 0.1; min. peptide length: 7; min. unique peptides: 1; advanced: re-quantity, keep low-scoring versions of identified peptides, match between runs (0.7 min time window), label-free quantitation, and second peptide MS2 identification. Otherwise, the default parameters of MaxQuant were used. Normalized L/H abundance ratios were calculated in MaxQuant, and the ratios of treated versus control for each cell line were analyzed for differential protein abundance using NOISeq analysis in R. Volcano plots of differential protein abundance were generated in R.

### Quantification and statistical analysis

Sigma Plot® 12.5 (Systat Software Inc.) was used for all statistical analyses with the exception of bioinformatics analyses using NOISeq, IPA and R. Single outlier detections were identified by Dixon’s and/or Grubb’s tests (threshold, P < 0.05) using ControlFreak (Contchart software). Detailed descriptions of statistical tests used, description of the number of events (n) as well as depictions of mean and standard deviations can be found in the figure legends and figures. The minimum significance level was defined as P < 0.05. The two-tailed Student’s t-test was used to test for significant differences (∗∗∗ [P < 0.001], ∗∗ [P < 0.01] and ∗ [P < 0.05]) between two samples with normally distributed parameters (Shapiro-Wilk test, P > 0.05). Mann-Whitney tests were used to test for significant differences (‡ [P < 0.01] and † [P < 0.05]) between two samples with parameters that were not normally distributed. One way ANOVA tests (Holm-Sidak method versus control) were used to test for significant differences (∗∗∗ [P < 0.001], ∗∗ [P < 0.01] and ∗ [P < 0.05]) between multiple samples with normally distributed parameters (Shapiro-Wilk test, P > 0.05). One way ANOVA on ranks tests (Dunn’s method versus control) were used to test for significant differences (‡ [P < 0.01] and † [P < 0.05]) between multiple samples with parameters that were not normally distributed. NOISeq analysis was performed in R. Sample sizes were determined based on experiment experience, pilots experiments as well as what was reported in the literature. For the NOISeq analysis, the default probability value of > 0.8 was considered significant.

# Supplementary material for: Identification of response signatures for tankyrase inhibitor treatment in tumor cell lines
**Source:** iScience. 2021 Jul 1;24(7):102807. doi: 10.1016/j.isci.2021.102807
**Supplement:** Document S1. Figures S1–S7 and Table S2

## **Supplemental information**

### **Identification of response signatures for tankyrase inhibitor treatment in tumor cell lines**

**Line Mygland, Shoshy Alam Brinch, Martin Frank Strand, Petter Angell Olsen, Aleksandra Aizenshtadt, Kaja Lund, Nina Therese Solberg, Max Lycke, Tor Espen Thorvaldsen, Sandra Espada, Dorna Misaghian, Christian M. Page, Oleg Agafonov, Ståle Nygård, Nai-Wen Chi, Eva Lin, Jenille Tan, Yihong Yu, Mike Costa, Stefan Krauss, and Jo Waaler**

**A**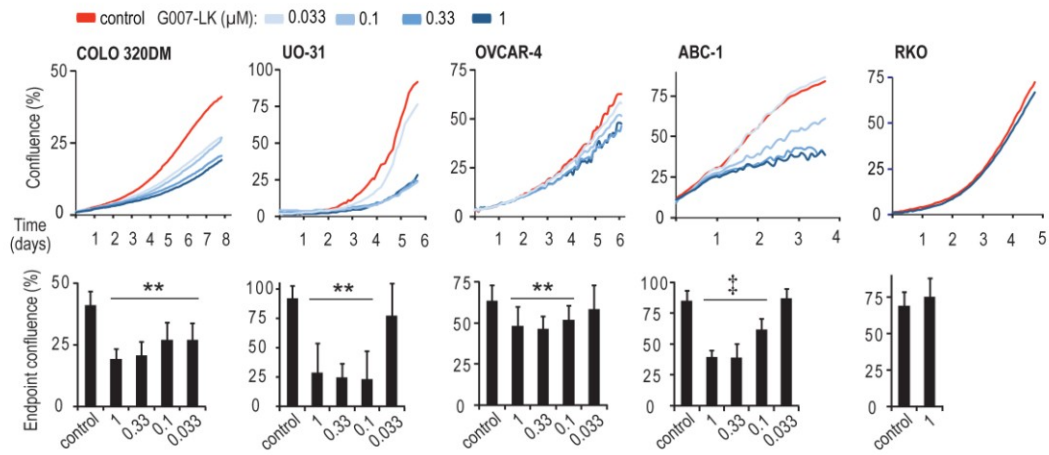**B**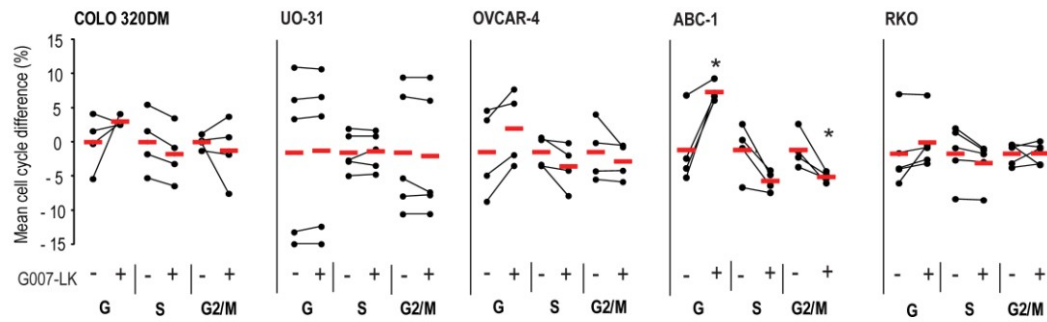**C**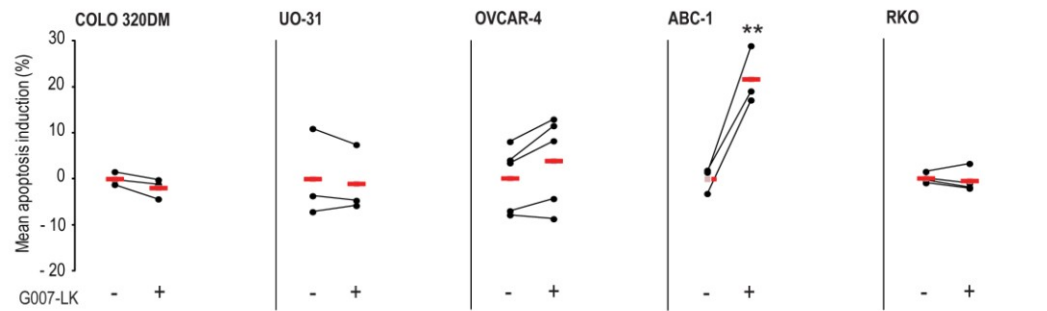**D**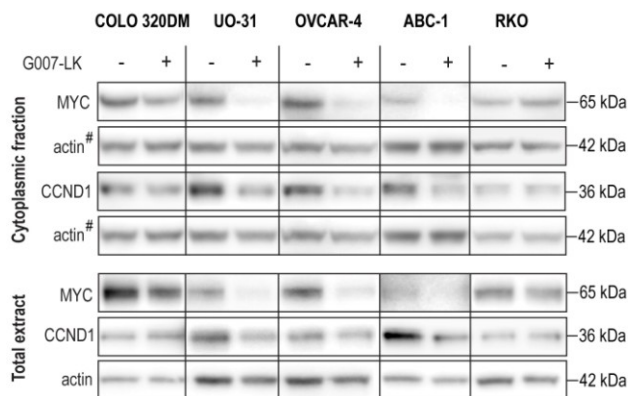**E**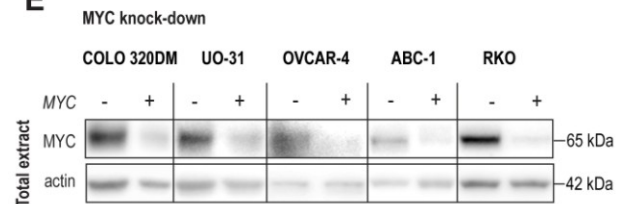

**Figure S1. Proliferation screen identifies human tumor cell lines susceptible to growth inhibition by the selective tankyrase inhibitor G007-LK (related to Figure 1).** (A) Re-screening and real-time proliferation assay (confluence, %) of the indicated concentrations of G007-LK and control (0.01% DMSO) for 4-8 days (upper panel) and the respective endpoint confluence (mean  $\pm$  SD values, lower panel). For endpoint MTS data, see Figure 1C. One way ANOVA tests (Holm-Sidak method versus control) are indicated by \*\* ( $P < 0.01$ ) and one way ANOVA on ranks tests (Dunn's method versus control) are indicated by ‡ ( $P < 0.01$ ). Data from one experiment representative of at least two repeated assays with six replicates are shown. (B) Relative cell cycle alteration (%). G = gap<sub>1</sub> phase, S = synthesis phase, G2/M = gap<sub>2</sub>/mitosis phase. Mean values (red lines) from combined data consisting of a minimum of four independent experiments are shown. For B and C, upon 72 hours treatment with G007-LK (1  $\mu$ M) compared to control (0%, 0.01% DMSO). Two-tailed t-tests are indicated by \*\* ( $P < 0.01$ ) and \* ( $P < 0.05$ ). (C) Relative induction of apoptosis (%). Mean values (red bars) from combined data consisting of a minimum of three independent experiments are shown. (D) Immunoblots of cytoplasmic and total extract MYC and CCND1, after 24 hours of treatment with G007-LK (1  $\mu$ M) or controls (0.01% DMSO). Actin documenting protein loading and # indicates that the same actin immunoblots are used as loading controls for both MYC and CCND1. For D and E, representative data from two or more independent experiments are shown. (E) Immunoblots of total extract MYC and CCND1, using actin documenting protein loading, 5 days after transfection with siRNA against *MYC* and *EGFP* (control).

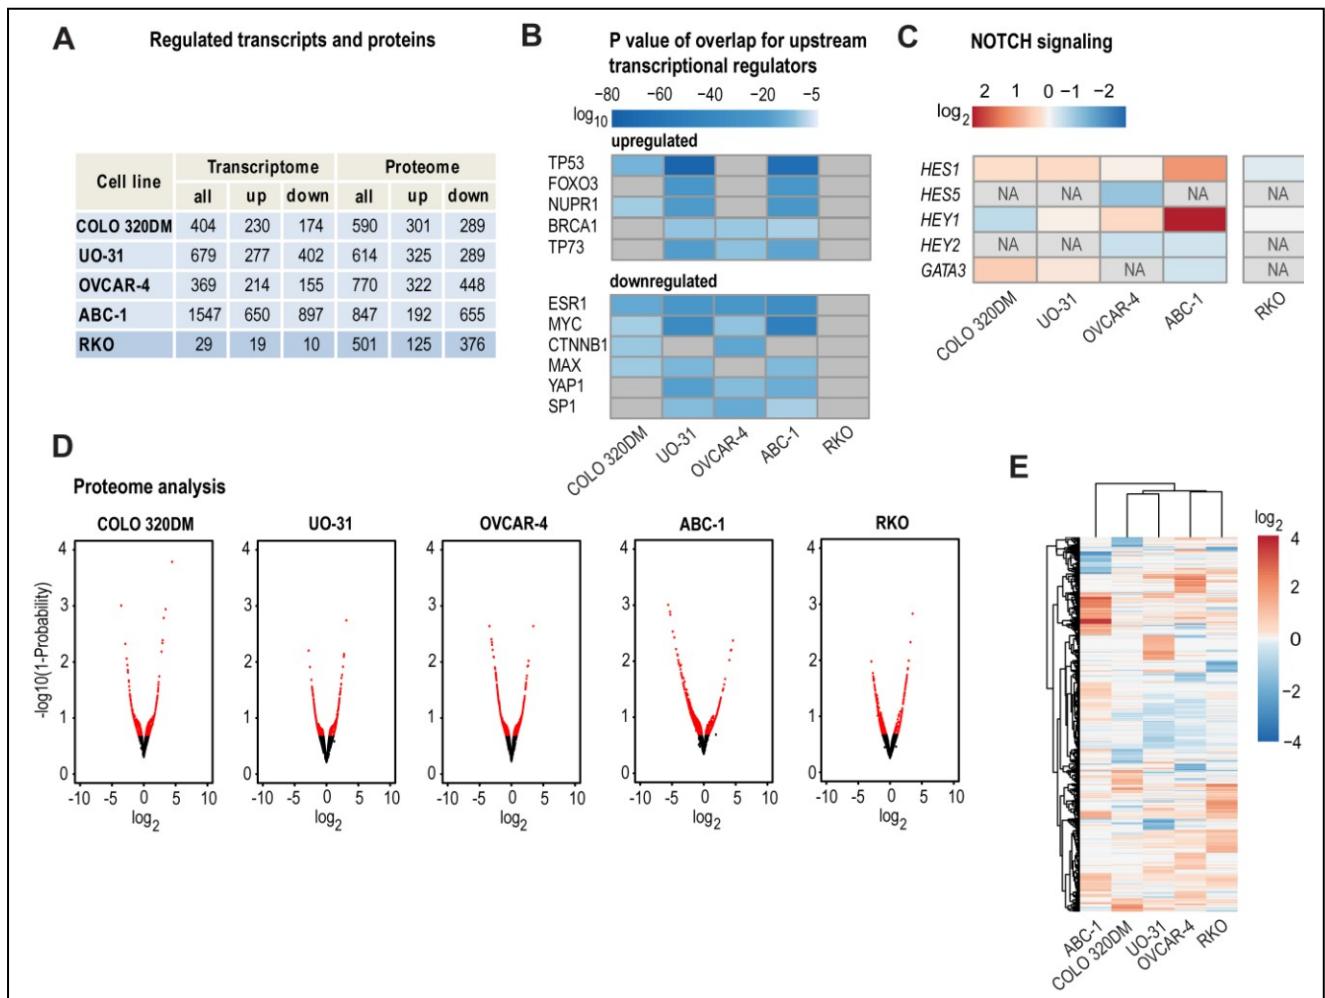

**Figure S2. Gene expression and proteome analysis of TNKSi-sensitive cell lines (related to Figure 2).** (A) Number of total (all), upregulated and downregulated genes and proteins identified upon RNA sequencing and SILAC-based proteomics analysis (probability values > 0.8). For A-E, data for selected human tumor cell lines treated for 24 hours with G007-LK (1  $\mu$ M, n = 2) compared to control (0.01% DMSO, n = 2). (B) Heatmap of P values of overlap for predicted upstream regulators (IPA core analysis) identified in  $\geq 3$  of the analyzed cell lines, plus CTNNB1 and FOXO3. Threshold: Probability values > 0.8, P value of overlap <  $1 \times 10^{-8}$  and absolute activation Z-score > 0.5 or < -0.5. (C) RNA sequencing of NOTCH signaling target gene transcripts (log<sub>2</sub>). (D) Volcano plots showing the effect of G007-LK treatment on protein levels. Probability values (-log<sub>10</sub>[1-Probability]) are plotted against log<sub>2</sub> fold change. Proteins with a probability values > 0.8 are highlighted in red. (E) Heatmap of log<sub>2</sub> fold change of proteins differentially expressed in at least one of the five cell lines.

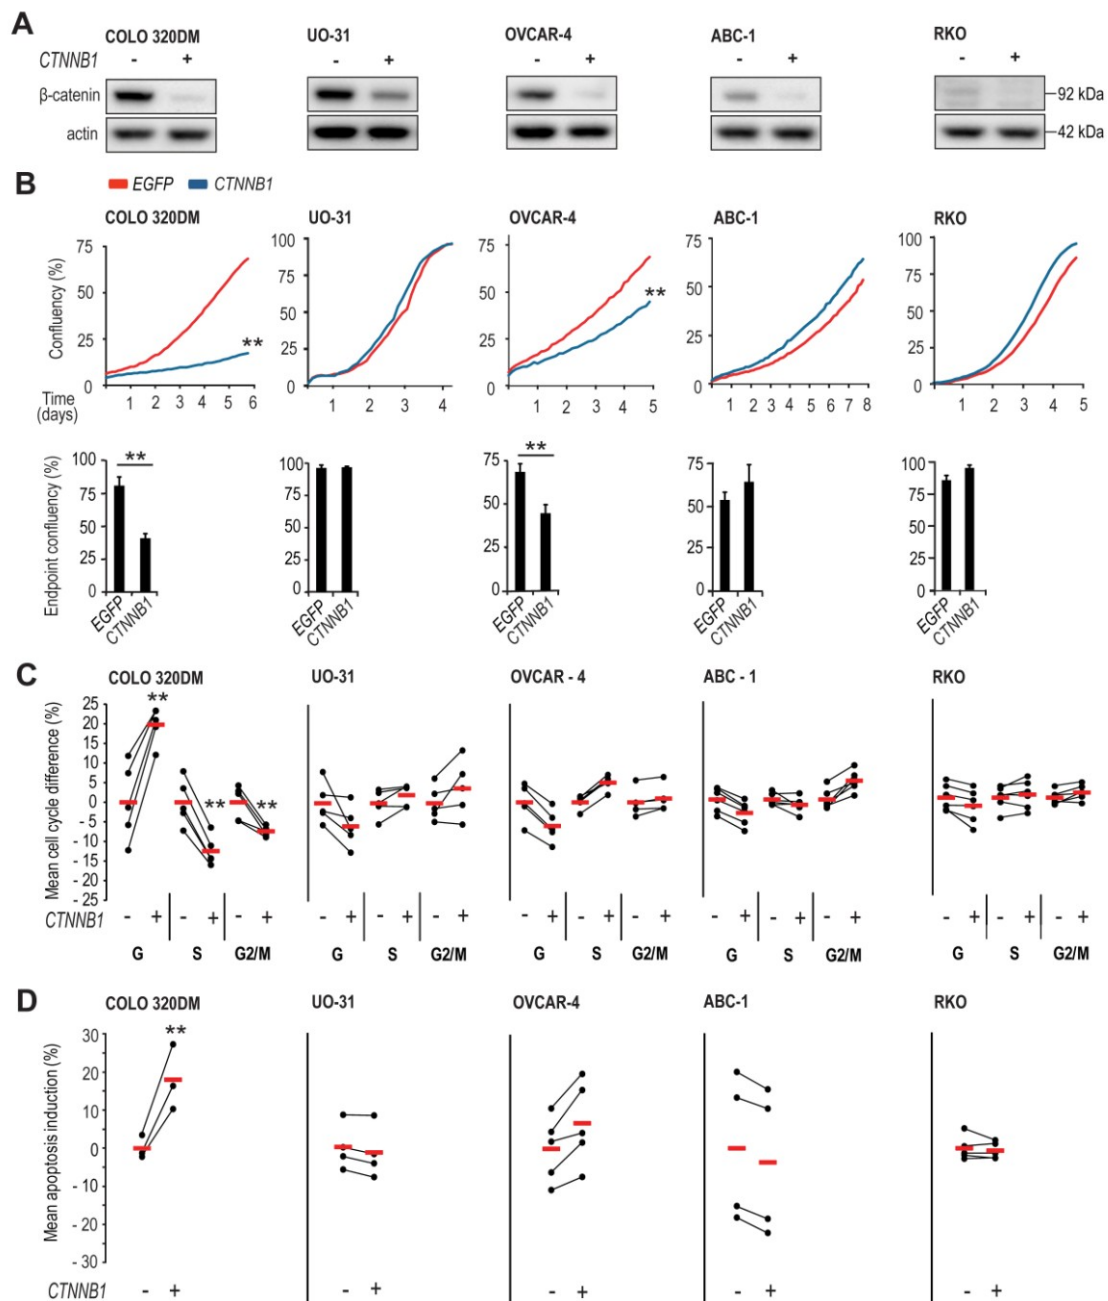

**Figure S3. A subset of the tumor cell lines is dependent on  $\beta$ -catenin for sustained proliferation (related to Figure 3).** (A) Immunoblots of total  $\beta$ -catenin upon. Actin documents protein loading. For A, C and D, 72 hours after transfection of siRNA against *CTNNB1* or control (0%, *EGFP*). (B) Real-time proliferation (% confluence) upon transfection of siRNA against *CTNNB1* (blue) or control (red, *EGFP*) for 4-8 days (upper panel) and respective endpoint confluence (mean  $\pm$  SD values, lower panel). One experiment representative of at least two independent assays is shown. For B-D, two-tailed t-tests are indicated by \*\* ( $P < 0.01$ ). (C) Relative cell cycle alteration (%). G = gap1 phase, S = synthesis phase, G2/M = gap2/mitosis phase. For C and D. Mean values (red lines) from combined data consisting of a minimum of four independent experiments are shown. (D) Relative induction of apoptosis (%).

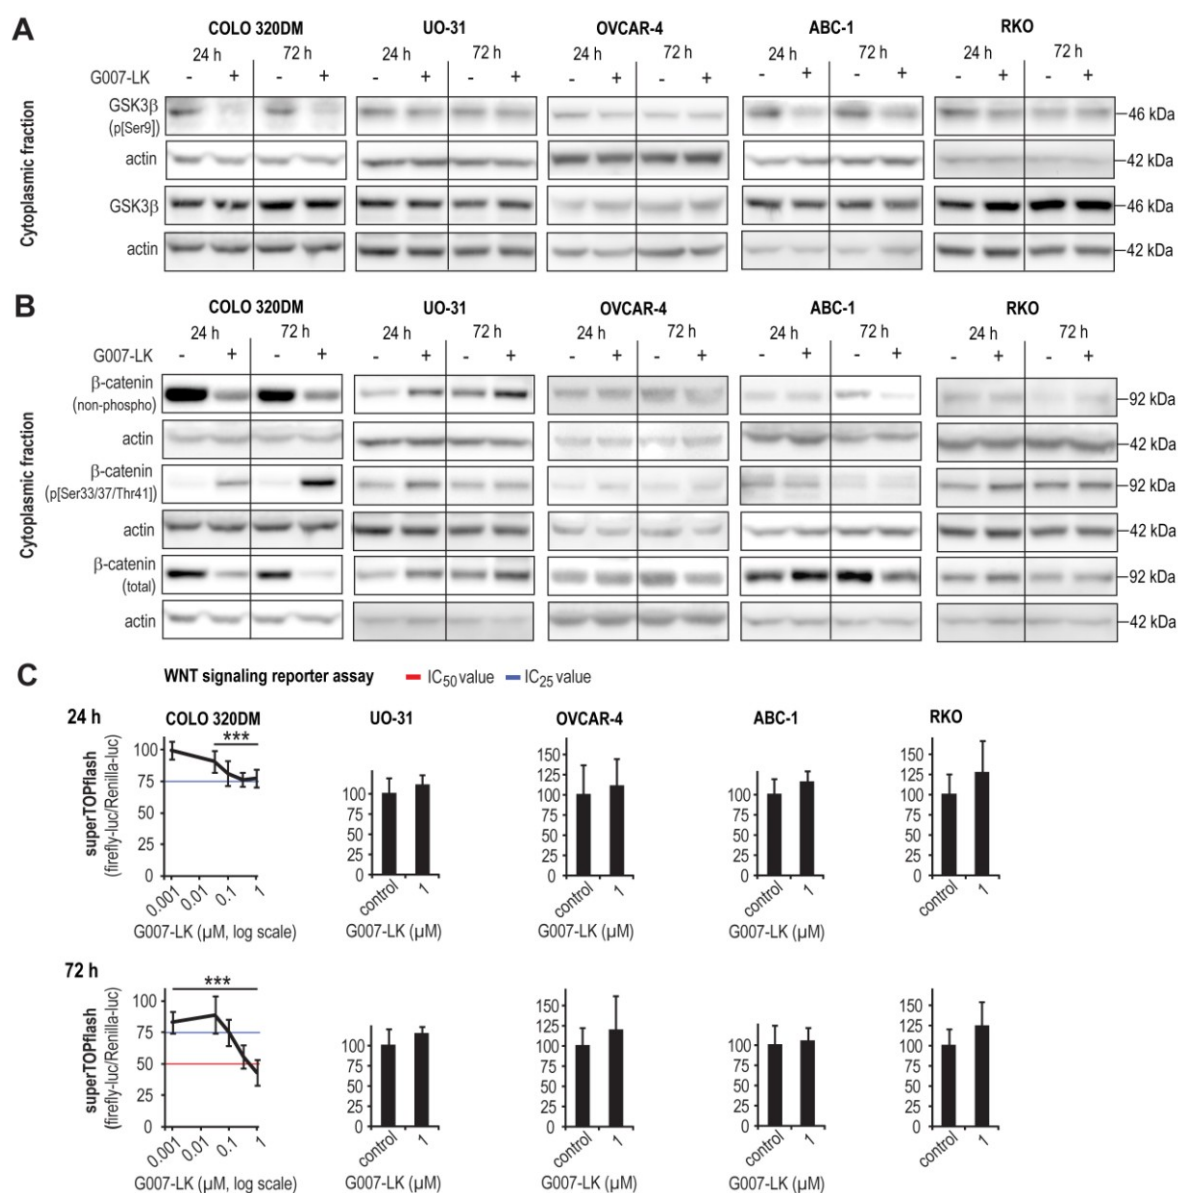

**Figure S4. G007-LK inhibits WNT/β-catenin signaling in a subset of tumor cell lines (related to Figure 3 and 4).** (A) Immunoblots of cytoplasmic fraction for inactive GSK3β (phospho[Ser9]) and total GSK3β. For B-C, after 24 or 72 hour treatment with G007-LK (1 μM) compared to controls (0.01% DMSO). Actin documents protein loading. Data representative of two or more independent experiments are shown. (B) Immunoblots of cytoplasmic fraction for active β-catenin (non-phospho[Ser33/37/Thr41]), inactive β-catenin (phospho[Ser33/37/Thr41]) and total β-catenin. (C) Luciferase-based WNT/β-catenin signaling reporter assays of cells stably transfected with SuperTOPflash and Renilla luciferase before treatment with different concentrations of G007-LK or control (100%, 0.01% DMSO) for 24 or 72 hours. IC<sub>50</sub> (red) and IC<sub>25</sub> (blue) values are depicted. One way ANOVA tests (Holm-Sidak method versus control) are indicated by \*\*\* (P < 0.001). Mean values ± SD for combined data from 3-5 independent experiments with three replicates each are shown.

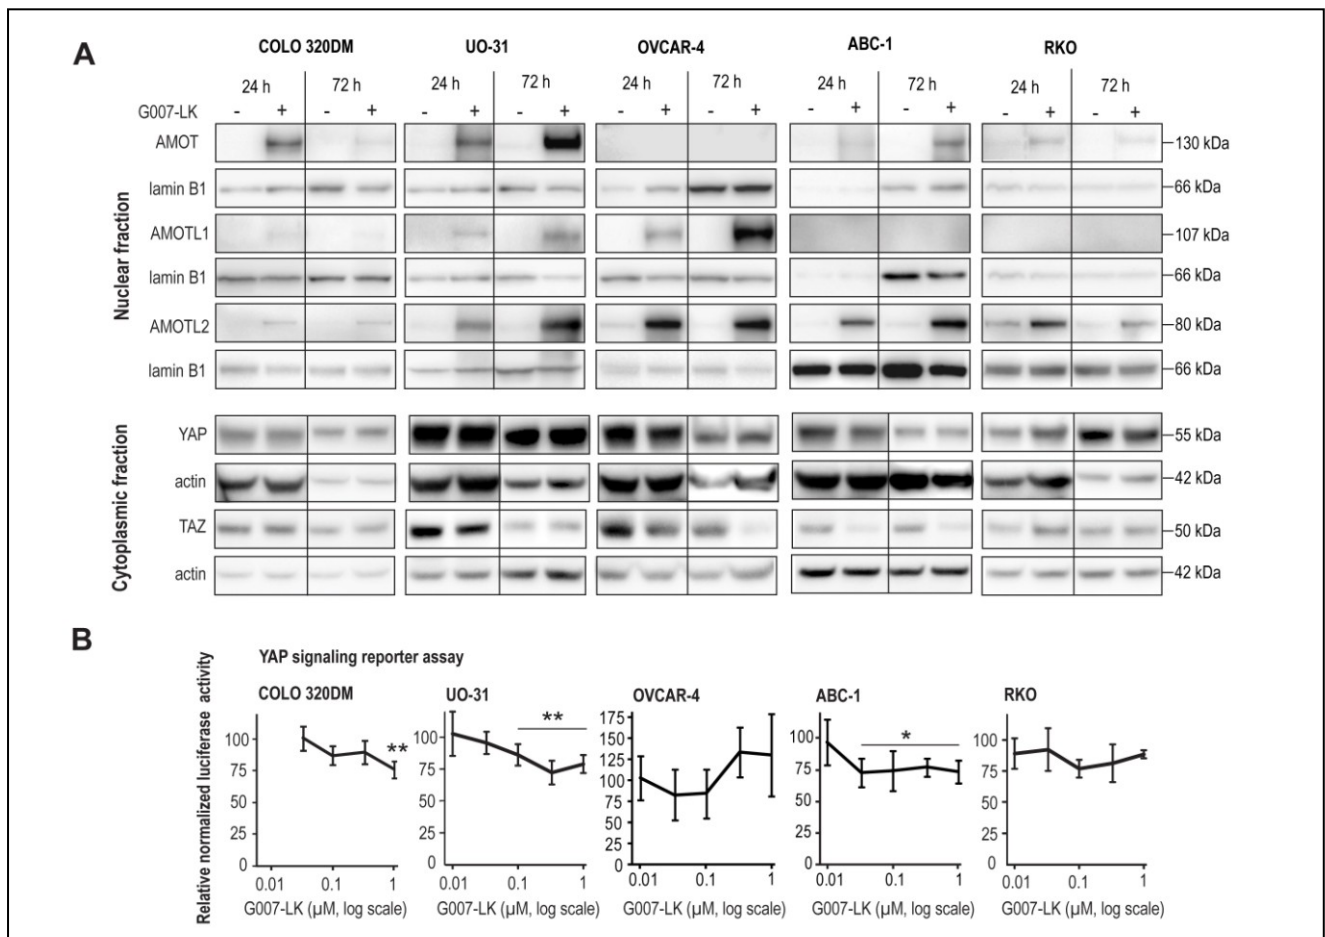

**Figure S5. G007-LK stabilizes AMOT proteins and inhibits YAP signaling in the selected cell line panel (related to Figure 5 and 6).** (A) Immunoblots of nuclear AMOT, AMOTL1 and AMOTL2 (upper panels) and cytoplasmic YAP and TAZ (lower panels) after 24 or 72 hour treatment with G007-LK (1  $\mu$ M) compared to controls (0.01% DMSO). Lamin B1 and actin document protein loading. Data representative of two or more independent experiments are shown. (B) Luciferase-based YAP signaling reporter assays. Cells were transiently co-transfections with 8xGTIIC-driven firefly luciferase and *Renilla* luciferase (for normalization) before exposure to different concentrations of G007-LK for 24 hours compared to control (100%, 0.01% DMSO). One way ANOVA tests (Holm-Sidak method versus control) are indicated by \*\* ( $P < 0.01$ ) and \* ( $P < 0.05$ ). Mean values  $\pm$  SD for combined data from two independent experiments with six replicates each are shown.

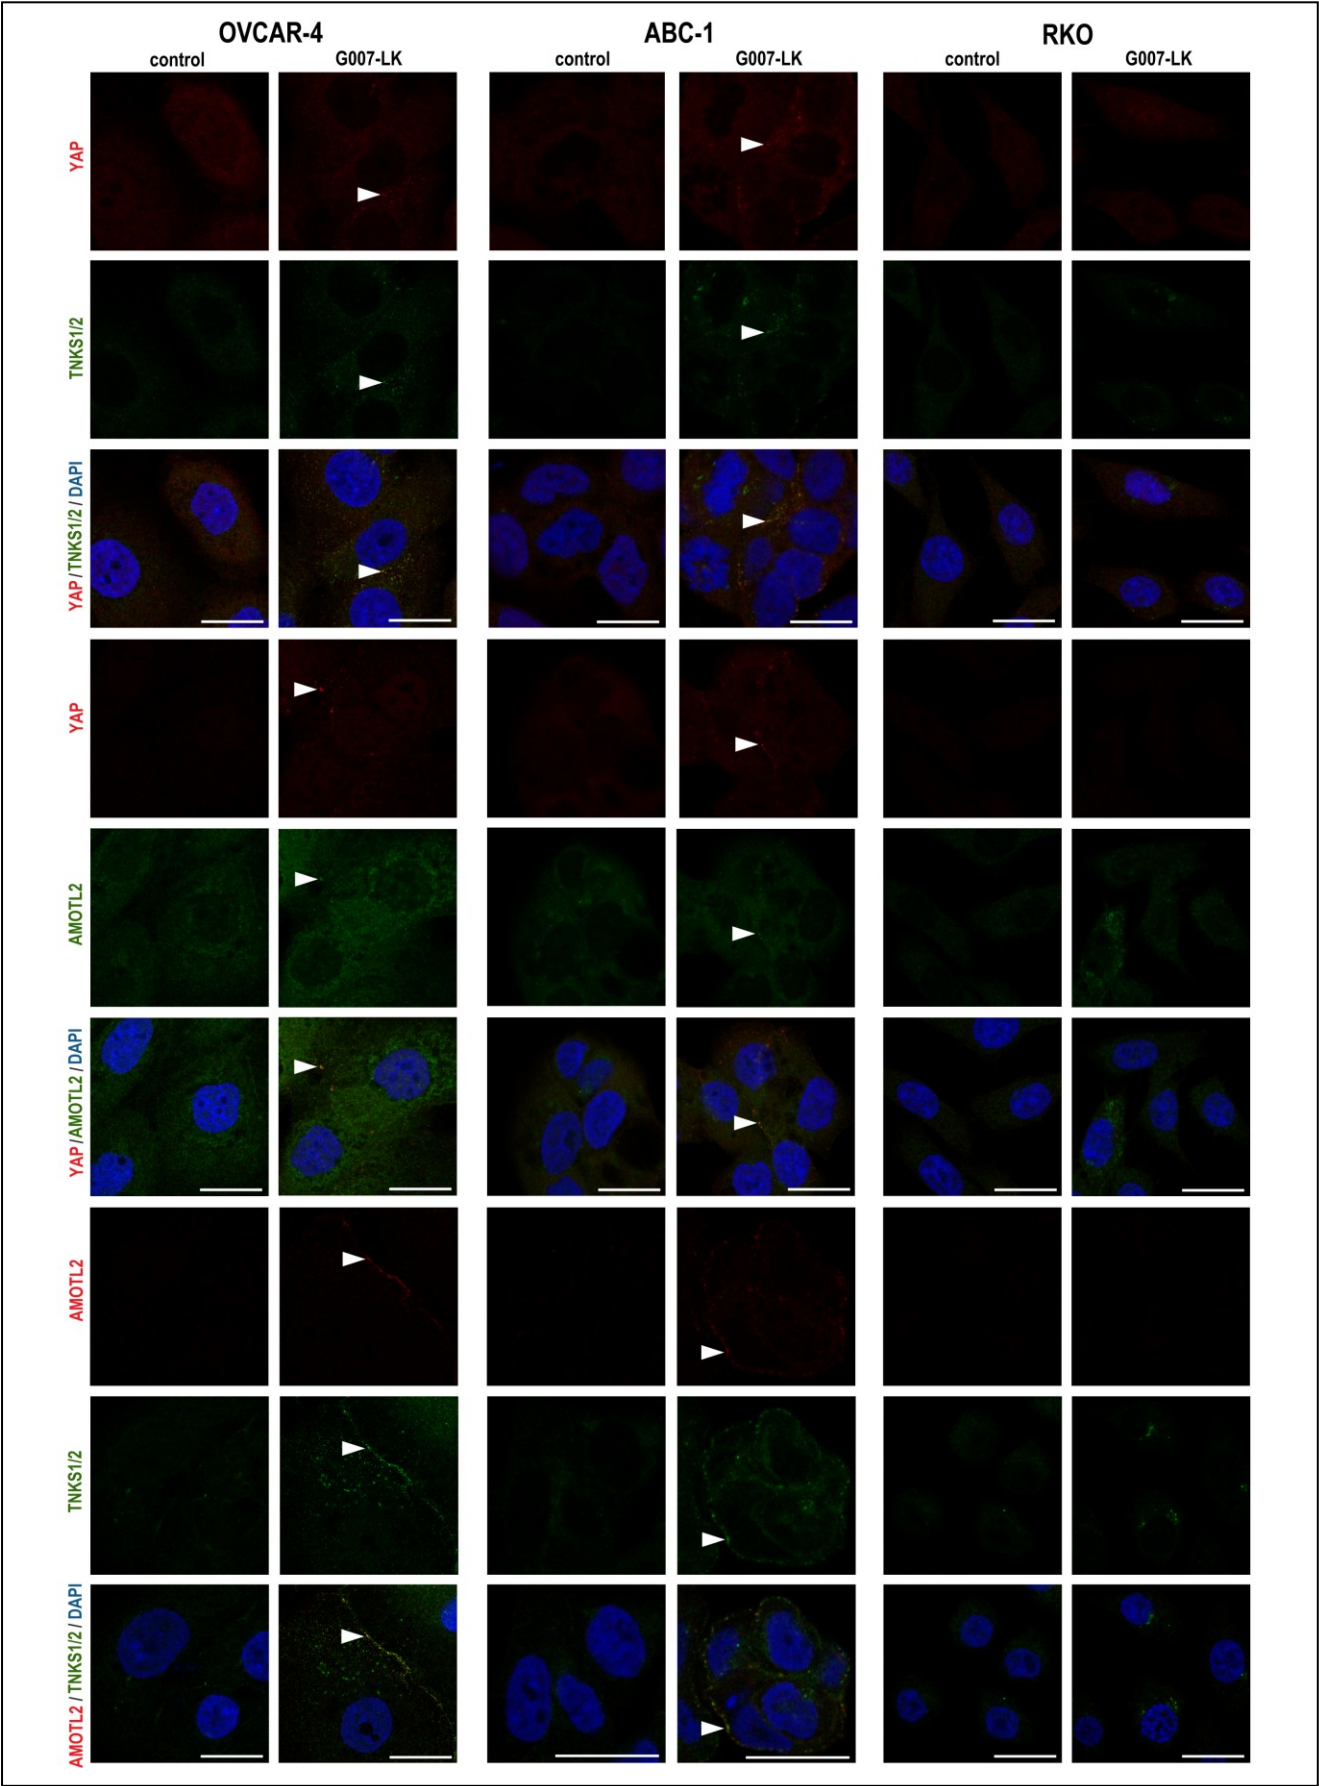

**Figure S6 (related to Figures 5 and 6). Effect of G007-LK treatment on the localization of YAP, TNKS1/2, and AMOTL2 in OVCAR-4, ABC-1 and RKO cells.** Immunofluorescence staining and representative confocal images of YAP (red) and TNKS1/2 (green), YAP (red) and AMOTL2 (green) or AMOTL2 (red) and TNKS1/2 (green), along with nuclear DAPI staining (blue) upon vehicle control (0.01% DMSO) and G007-LK (1  $\mu$ M) treatment (24 hours). Red, anti-mouse antibody used. Green, anti-rabbit antibody used. Arrowheads indicate co-localizations. Scale bars = 20  $\mu$ m.

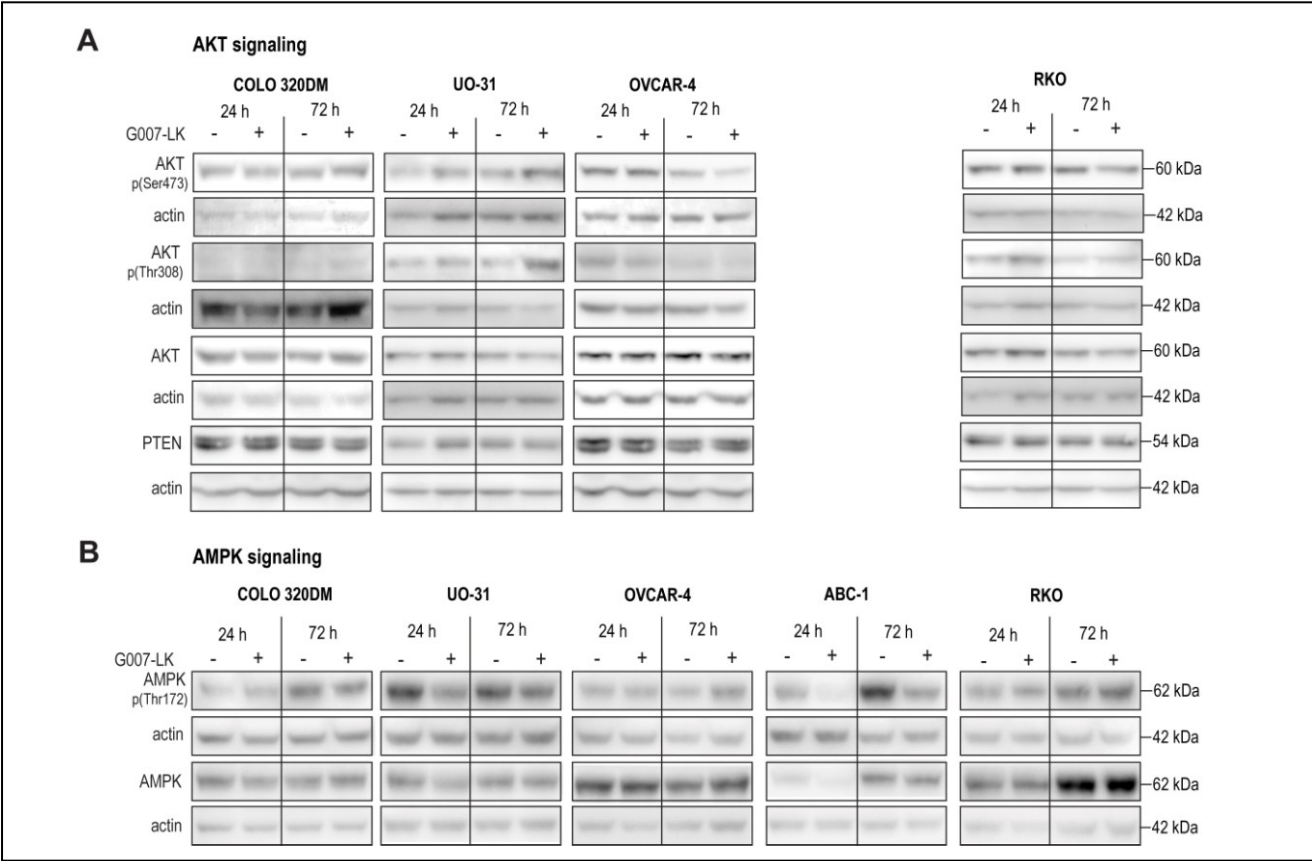

**Figure S7 (related to Figure 7). Effects of G007-LK on PI3K/AKT and AMPK signaling in selected panel of human tumor cell lines. (A)** Immunoblots of cytoplasmic fraction activate forms of AKT (phospho[Ser473] and phospho[Thr308]), total AKT and PTEN. For **A-B**, after 24 or 72 hour treatment with G007-LK (1  $\mu$ M) compared to controls (0.01% DMSO) and actin document protein loading. Representative data from two or more independent experiments are shown. **(B)** Immunoblots of cytoplasmic active form of AMPK $\alpha$  (phospho[Thr172]) and total AMPK $\alpha$ .

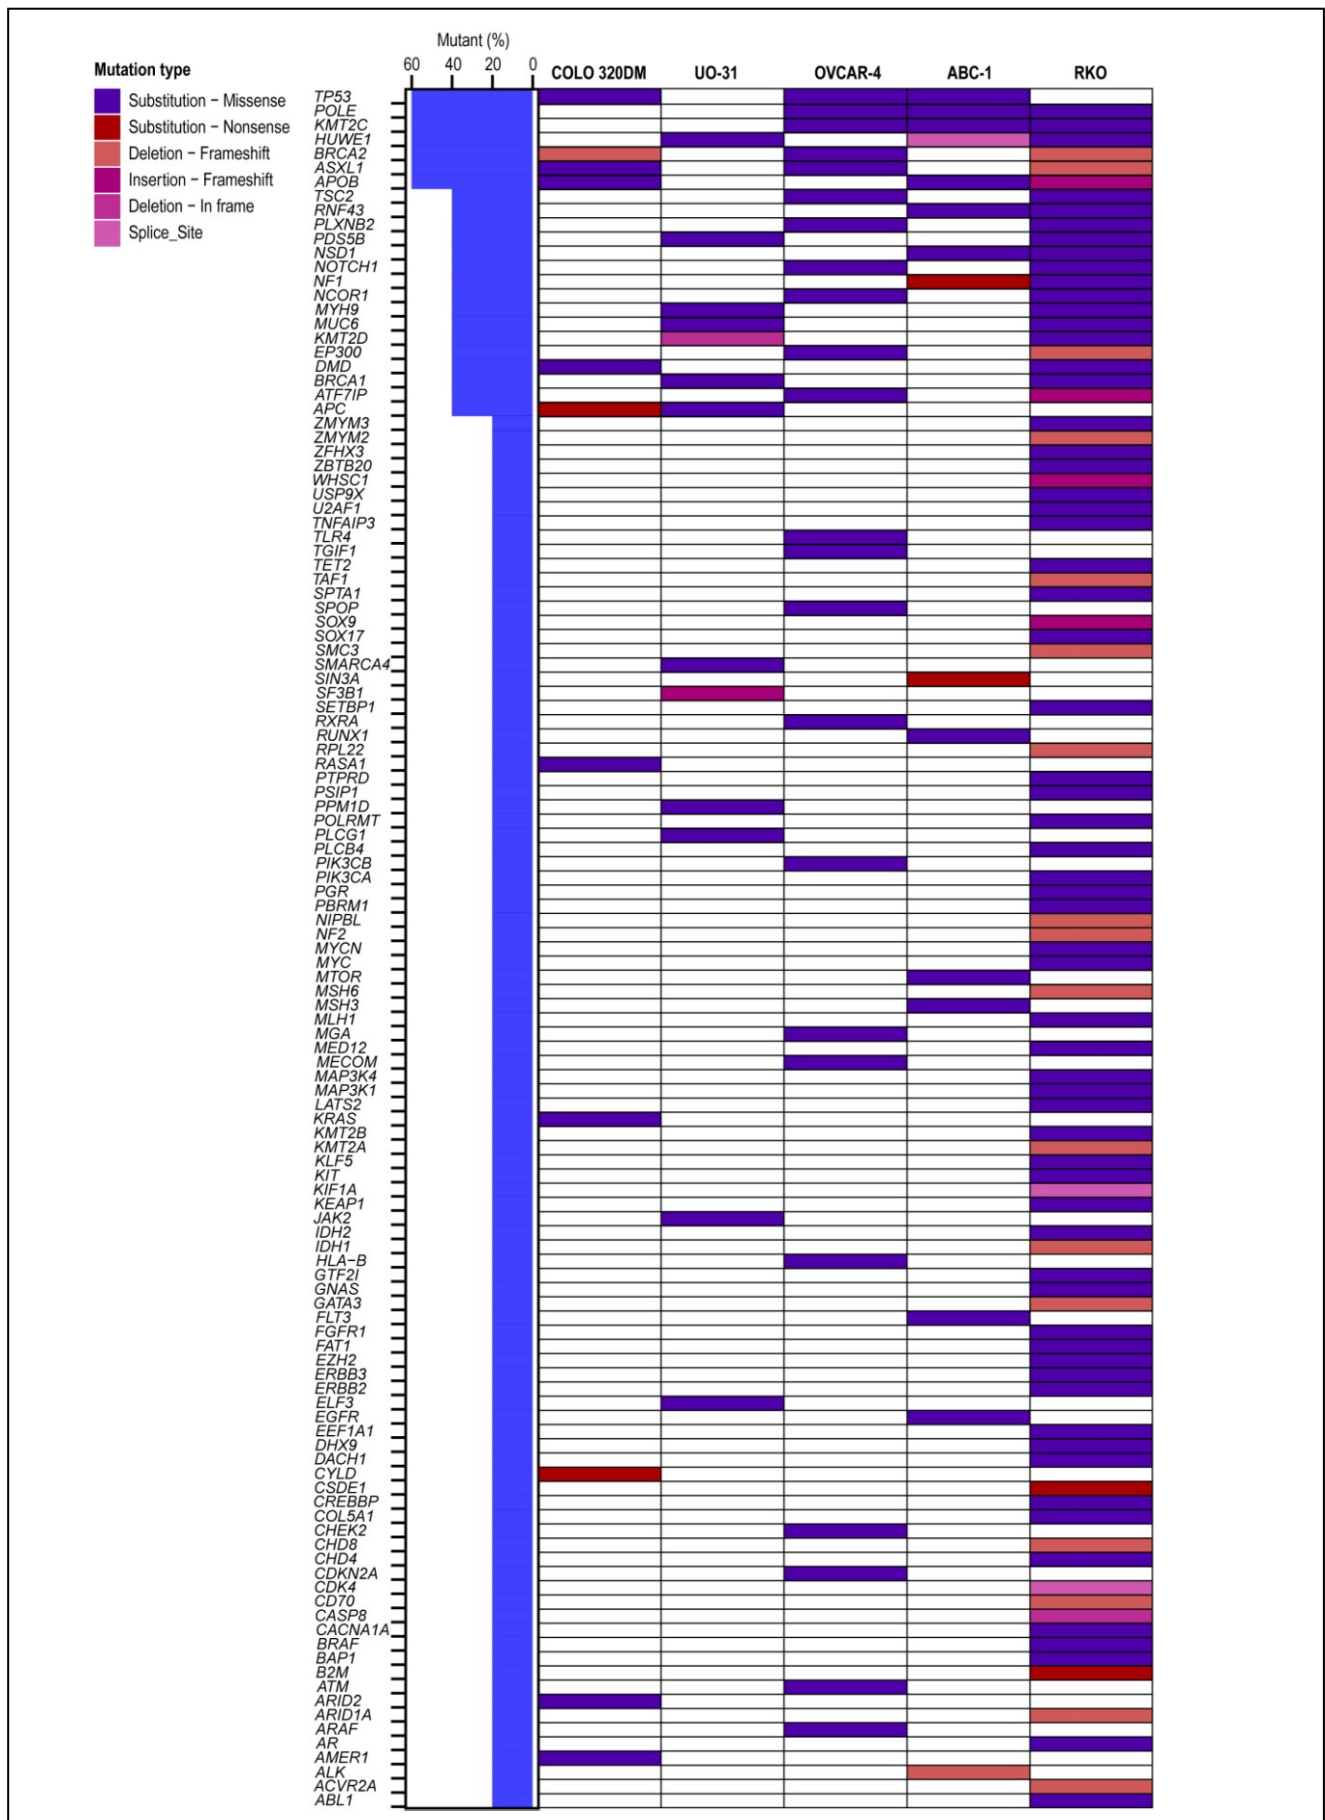

**Table S2 Mutations in selected human tumor cell line panel (related to Figure 2).** Waterfall plot of genomic mutations for the indicated cell lines (from CCLE, CANSAR and COSMIC databases) that match 299 previously identified driver oncogenes<sup>5</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

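Poly(A) RNA was sequenced from COLO 320DM, UO-31, OVCAR-4, ABC-1 and RKO cells after 24 h with G007-LK at 1 µM, or with DMSO at 0.01% as the control, with 2 libraries per group and 20 in all. The authors made the RPKM values by aligning the reads with SOAPaligner/SOAP2 to the hg19 reference genes, with up to 2 mismatches, and dividing by gene length and mapped reads, one value per gene and library. The log2 ratios of G007-LK over DMSO were made by the authors with NOISeq from both replicates of each group, and the NOISeq probability, a score between 0 and 1, was deposited with them. The authors called genes with a score over 0.8. Versions of the aligner, the gene set and NOISeq are not given in the sources used here.
Missing RPKM values, which the paper's legends describe as no RNA detected, were treated as 0. Of 21610 entries, 8 without a symbol were left out (at most 0.00134% of the RPKM of a library), and 371 symbols on more than 1 entry were joined. The table holds no read counts, so depth and counting error could not be computed. The sum of RPKM ran from 367201 to 909199 and differed between lines. The authors' log2 ratios equal the ratio of RPKM with 1 factor per library, within 0.001 for 7333 of 7333 genes compared in COLO 320DM and 9145 of 9146 in OVCAR-4, and the factors were estimated from the tables.
All fits used log2(RPKM + 0.5). In each line, genes with a mean RPKM of at least 1 over its 4 libraries were tested with limma 3.58.1 (statmod 1.5.0, R 4.3.3) with a trend in the prior variance and robust estimation, with Benjamini-Hochberg adjustment over the genes of the line and a threshold of 0.05. The 16 libraries of the sensitive lines were fitted together with the line as a block, for genes that passed the filter in each of the 4 lines. The difference from RKO was the interaction of treatment and line over 8 libraries. Gene lists were tested with camera at a preset correlation of 0.01, where at least 5 members were tested, adjusted over lists and lines. The 16 lists, written from general knowledge, hold targets of WNT/β-catenin, YAP/TEAD, NOTCH, MYC, p53, ATF4, NRF2 and NF-kB, genes activated by FOXO, genes of DNA replication, mitosis, sterol synthesis, hypoxia and interferon response, tankyrase and its substrates, and blood and endothelial markers. A list of 44 lysosomal genes was added after the values had been seen. Overlaps of calls and shares of small RNA genes were tested with exact Fisher tests. RNA and protein log2 fold changes were compared by Spearman correlation across genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the figures.
The fits were tested on simulated data with known changes of 0.5 and 1 log2 units before they were run on the libraries. Named genes are those the paper names beside an RNA sequencing result, the 10 largest rises and falls of each line (mean RPKM of at least 5, both treated libraries outside both controls, small RNA genes left out), up to 4 called members of each list in each line, and the 10 largest rises and falls over the sensitive lines. The values of Table S3 had been seen when this rule was written. Not all genes under the rule are printed.
Lists, fits, thresholds and most alternatives were chosen before the data were examined. These alternatives were other pseudocounts (0.1 and 1), no filter or a mean RPKM of at least 5, median ratio and quantile normalization, 1 fit over all 20 libraries, a replicate block, leaving out each library or line, the NOISeq rule computed from the RPKM, an estimated correlation, and fry. Alternatives added after the data had been seen were the authors' library factors, equal sums of RPKM, a crossed replicate block, an estimated correlation over 20 libraries, rescaled overlaps and protein comparisons, and differences from RKO over genes with a mean RPKM of at least 1 in both lines. The replicate numbers carry no stated pairing. Ingenuity Pathway Analysis, RT-qPCR and protein blots were not analysed here.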

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

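Chosen after the results were seen were the tests of library scale and of abundant genes, the other splits of the libraries, the comparison of sterol genes between RKO and the other lines, and the filter on both the line and RKO.
Falls outnumbered rises in ABC-1 and OVCAR-4 and over the 4 sensitive lines. With every library scaled to the same sum of RPKM, a scaling chosen after the sums had been seen, 53.8% of the calls were lower in ABC-1 (SD 5.88 over the fits without 1 library) and 58% over the 4 lines, in place of 71.2% and 76.8%, and of the changes of at least 1.5-fold in ABC-1 770 were higher and 1088 lower. In OVCAR-4 it was 65.3% (SD 3.58), where scale and a true excess of falls cannot be told apart, and since equal sums, like median rescaling, move all genes of a library alike, which shifts this balance by construction, library scale stays open in ABC-1 and over the 4 lines too. The share of the 10 most abundant genes shifts the others by -0.013 log2 units in ABC-1 and -0.017 in OVCAR-4, too little for medians of -0.14 and -0.11. A general fall of mRNA with G007-LK stays open as well, and no spike-in was used here to test it.
Chance can be excluded for the number of genes changed over the 4 sensitive lines, at 4134 genes with the real groups and at most 3463 in the other splits (1 of 100 splits as large, the real one included).
Sterol synthesis genes rose in RKO by a median of 0.33 (0.36 after median rescaling). The median was at least 0.31 without any 1 library, and it lay at percentile 100 of 10000 random lists matched on expression (-0.09 to 0.03). These values argue against library scale, a single library and an expression trend. A response shared alike by all 5 lines is argued against by the differences from RKO before rescaling. These were -0.52 in ABC-1, -0.47 in UO-31 and -0.32 in OVCAR-4 (adjusted p = 3.7e-04, 2.5e-06 and 4.4e-07 from limma's camera). With an estimated correlation, though, they had adjusted p = 0.52, 0.52 and 0.212. The rescaled medians were -0.04 in ABC-1, -0.11 in UO-31 and 0.07 in OVCAR-4, against 0.36 in RKO. In OVCAR-4, 12 members were higher and 3 lower on the rescaled values, so a smaller rise there stays open. The rise in RKO may be a response to G007-LK that COLO 320DM (0.31) shares, as a hypothesis found and tested on the same libraries.
Mitosis genes fell in UO-31 by a median of -1.04 after 24 h. The paper reports significant G1 arrest in ABC-1 alone, from an assay after a longer treatment. The median was -1.03 after median rescaling and between -1.23 and -0.86 without 1 library, at percentile 0 of 10000 random lists matched on expression (-0.31 to 0.15). These values argue against library scale, a single library and an expression trend for the median, though only 5 or 4 of the 33 genes passed without DMSO replicate 1 or 2. The fall may reflect slower division. For COLO 320DM, UO-31 and OVCAR-4 the paper proposes slower progression through the cell cycle as the main cause of reduced growth. The share of cells in each phase was not used here.
The test of the difference from RKO gave 1325 genes in COLO 320DM, 5315 in ABC-1, 728 in UO-31 and 4327 in OVCAR-4.
ATF4 targets differed from RKO by a median of 0.80 in COLO 320DM and -0.24 in UO-31 (adjusted p = 7.3e-21 and 0.0223 from limma's camera). They had adjusted p = 0.346 and 0.835 with an estimated correlation.
NRF2 targets differed from RKO by 0.17 in COLO 320DM, 0.45 in ABC-1, 0.36 in UO-31 and 0.07 in OVCAR-4 (adjusted p = 1.6e-04, 1.1e-04, 1.7e-08 and 0.0221 from limma's camera). They had adjusted p = 0.378, 0.346, 0.392 and 0.362 with an estimated correlation. Over the members at 1 RPKM or more in both lines the OVCAR-4 call was lost (0.03, adjusted p = 0.0624 from limma's camera).
NF-kB targets differed from RKO by 0.34 in COLO 320DM (adjusted p = 0.0123 from limma's camera, and adjusted p = 0.396 with an estimated correlation). This call was lost over the members at 1 RPKM or more in both lines (0.19, adjusted p = 0.0898 from limma's camera).
Hypoxia genes differed from RKO by -0.35 in COLO 320DM and -0.26 in UO-31, and interferon genes by 0.15 in UO-31 and 0.19 in OVCAR-4 (adjusted p = 0.00789, 0.0103, 0.00774 and 5.0e-04 from limma's camera). In the same order they had adjusted p = 0.625, 0.799, 0.741 and 0.346 with an estimated correlation. The interferon call in UO-31 was lost over the members at 1 RPKM or more in both lines (0.08, adjusted p = 0.106 from limma's camera).
Outside the genes the paper discusses, the lists that passed the test had medians of 0.78 for ATF4 targets in COLO 320DM and 0.35 for NF-kB targets in COLO 320DM, with adjusted p = 0.42 and 0.75 with an estimated correlation. NRF2 targets had medians of 0.30 in COLO 320DM, 0.49 in ABC-1, 0.44 in UO-31, 0.12 in OVCAR-4 and 0.05 in RKO, and they had adjusted p = 0.521, 0.42, 0.425, 0.42 and 0.42 with an estimated correlation. The NRF2 median in COLO 320DM was 0.14 without DMSO replicate 1 and 0.48 without DMSO replicate 2. Hypoxia genes had medians of -0.40 in COLO 320DM, -0.36 in UO-31 and 0.01 in RKO, with adjusted p = 0.827, 0.881 and 0.603 with an estimated correlation. Interferon genes had medians of 0.31 in UO-31, 0.30 in OVCAR-4 and 0.06 in RKO, with adjusted p = 0.805, 0.42 and 0.42 with an estimated correlation. Without G007-LK replicate 2 the hypoxia median in UO-31 was -0.16, and without G007-LK replicate 1 the interferon median there was 0.13.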

How the results depend on the processing

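Chosen after seeing the data were the authors' library factors, equal sums, the crossed pairing, the NOISeq rule with the authors' factors, the correlation estimated over 20 libraries, and the filter on both the line and RKO. Where a count moved by over 1.5 times, the cause was not tested. In COLO 320DM (2178 genes), no filter gave 1343, median rescaling 4380, quantile normalization 4205, the 20-library fit 3349, the replicate block 763, the authors' factors 4447, equal sums 3976, leaving out 1 library 488 to 3187, the NOISeq rule 216, and that rule with the authors' factors 428. ABC-1 (6314) had 4053 to 6500 without 1 library, 1234 by the NOISeq rule and 1543 with the authors' factors. UO-31 (1591) had 801 with no filter, 3640 and 3505 with median and quantile normalization, 4151 in the 20-library fit, 3554 with the authors' factors, 3110 with equal sums, 56 to 7483 without 1 library, 279 by the NOISeq rule and 630 with the authors' factors. OVCAR-4 (6405) had 2931 in the 20-library fit, and 277 and 289 by the NOISeq rule without and with the authors' factors. RKO (432) had 72 with no filter, 704 at a mean RPKM of at least 5, 277 and 256 with median and quantile normalization, 11 in the 20-library fit, 150 with the replicate block, 260 with the authors' factors, 126 to 148 without 1 library, and 16 and 32 by the NOISeq rule without and with the authors' factors. The replicate numbers share no stated pairing, and the differences between replicates in DMSO and G007-LK correlated at -0.254 in COLO 320DM, -0.254 in ABC-1, -0.021 in UO-31, 0.005 in OVCAR-4 and 0.055 in RKO. The crossed pairing gave 5203 genes in COLO 320DM and 7817 in ABC-1. The difference from RKO had 3290, 3062 and 3252 genes in COLO 320DM and 2788, 2874 and 2724 in UO-31 with median rescaling, quantile normalization and the authors' factors. With the filter on both the line and RKO it had 1075 genes in COLO 320DM, 4646 in ABC-1, 518 in UO-31 and 3767 in OVCAR-4. With that filter p53 targets differed by 0.10 in COLO 320DM and 0.11 in UO-31 (adjusted p = 0.0245 and 0.0245 from limma's camera). Without it they did not pass (adjusted p = 0.256 and 0.0902 from limma's camera, and 0.874 and 0.874 with an estimated correlation). Over the 4 sensitive lines the count stayed between 2856 and 4714, the lowest without ABC-1 and the highest without UO-31 G007-LK replicate 1. Of 73 tests of lists with camera, 38 passed, and between 36 and 41 under other filters, scalings and fits. With an estimated correlation 0 passed (7 at an unadjusted p under 0.05), with a correlation estimated over all 20 libraries 1 (sterol synthesis in RKO, adjusted p = 0.0484 from limma's camera), and with fry 22. Calls were lost even where the estimate lay below the preset 0.01, as for MYC targets in RKO (-0.00474) and interferon genes in OVCAR-4 (-0.00958). The calls lost with an estimated correlation therefore do not show that correlation explains the shifts. RNA against protein, for proteins with a probability above 0.8, gave 0.04 in COLO 320DM and 0.08 in ABC-1 in place of 0.01 and 0.13. CDKN1B in UO-31, near 0, was -0.18 without G007-LK replicate 1 and 0.17 without G007-LK replicate 2.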

Differences from the paper's values

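The authors' library factors, the NOISeq rule with them, and equal sums of RPKM were chosen after seeing the values. Of the paper's Table S3, the first 1999 of 18961 entries for COLO 320DM, 1999 of 18543 for UO-31, 1998 of 18786 for OVCAR-4, 1998 of 17931 for ABC-1 and 1999 of 16777 for RKO are held, by falling probability. The paper's counts use a NOISeq probability over 0.8 and those here an adjusted p under 0.05 from limma, so the thresholds differ.
Genes changed numbered 2178 in COLO 320DM (the paper's 404), 6314 in ABC-1 (the paper's 1547), 1591 in UO-31 (the paper's 679), 6405 in OVCAR-4 (the paper's 369) and 432 in RKO (the paper's 29). Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were leaving out G007-LK replicate 1 (595) or replicate 2 (488) in COLO 320DM, the NOISeq rule in ABC-1 (1234) and OVCAR-4 (277), and no filter in UO-31 (801). All others differed by more, and in RKO all of them did. With the authors' factors, chosen after seeing the values, the NOISeq rule gave 428 in COLO 320DM, 1543 in ABC-1, 630 in UO-31, 289 in OVCAR-4 and 32 in RKO, and it drops 0 of 394, 9 of 1528, 50 of 676, 77 of 360 and 0 of 29 matched genes that the authors' deposited table calls.
The paper gives no error for its ratios, so the error below is that of the values computed here. In ABC-1 the log2 fold change of CCND1 was -0.81 (the paper's -0.652), within its error with median rescaling (-0.68). CYR61 was -1.62 (the paper's -1.478), within it with median rescaling (-1.50). AMOTL2 was -1.11 (the paper's -0.954), within it with median rescaling (-0.98), quantile normalization (-0.86) and without DMSO replicate 2 (-1.02). No other alternative set before the data were examined gave these. With the authors' library factors, which the paper's ratios hold, CCND1, CYR61 and AMOTL2 were -0.64, -1.46 and -0.95, and with equal sums -0.68, -1.49 and -0.98, all within the error.
In OVCAR-4, MYC was -0.42 (the paper's -0.318), CCND1 -0.89 (the paper's -0.784) and AMOTL2 -1.12 (the paper's -1.015), within the error with median rescaling (-0.32, -0.78 and -1.01) and quantile normalization (-0.31, -0.80 and -1.01). CTGF was -0.82 (the paper's -0.718), within it with median rescaling (-0.72), quantile normalization (-0.75) and without DMSO replicate 2 (-0.78) or G007-LK replicate 1 (-0.77). CYR61 was -0.68 (the paper's -0.578), within it with median rescaling (-0.58). No other alternative set before the data were examined gave these. With the authors' library factors MYC, CCND1, AMOTL2, CTGF and CYR61 were -0.31, -0.78, -1.01, -0.72 and -0.58, all within the error, and with equal sums CTGF alone was (-0.78).
In RKO, CYR61 was -0.31 (the paper's -0.283), within the error with a pseudocount of 1 (-0.30), median rescaling (-0.28), quantile normalization (-0.28), and without DMSO replicate 1 (-0.29) or G007-LK replicate 2 (-0.29), and with no other alternative set before the data were examined. With the authors' library factors or equal sums it was -0.28 and -0.28, within the error. Other values left the error with the authors' factors. AXIN2 in ABC-1 and OVCAR-4 and CTGF in RKO had been within it before rescaling (-0.99, -1.27 and -0.35). With the factors they were -0.85, -1.18 and -0.33, and differed from the paper's -0.960, -1.300 and -0.361 by more than the error. Such values also move with the pseudocount. Before the factors, AXIN2 in ABC-1 was -1.09 with a pseudocount of 0.1, -0.99 with 0.5 and -0.89 with 1.
The paper states a significant fall of MYC and CCND1 transcripts in each sensitive line, from RNA sequencing and RT-qPCR, and the RT-qPCR was not analysed here. MYC did not pass in UO-31 (-0.18, adjusted p = 0.483 from limma) except without G007-LK replicate 1 (-0.32, adjusted p = 4.7e-04 from limma), while it was -0.04 without G007-LK replicate 2 (adjusted p = 0.571 from limma), and its call in ABC-1 (-0.24) was lost on the rescaled values (-0.12, adjusted p = 0.121 from limma), while CCND1 passed in all 4 lines, with the calls in COLO 320DM and UO-31 lost without 1 library. In the authors' deposited table the probability of MYC is 0.813 in COLO 320DM, 0.749 in OVCAR-4, 0.469 in UO-31 and 0.331 in ABC-1, and that of CCND1 is 0.862 in OVCAR-4, 0.836 in ABC-1, 0.726 in UO-31 and 0.666 in COLO 320DM. The paper describes the YAP target panel as lower in all sensitive lines and less so in RKO. It also reports lower CYR61, CTGF and AMOTL2 by RT-qPCR in all lines, and lower YAP reporter activity in COLO 320DM. The list of YAP/TEAD targets used here was written from general knowledge and is not that panel, so the results are not directly comparable. In COLO 320DM the list did not pass (adjusted p = 0.128 from limma's camera), its difference from RKO had a median of -0.02 (adjusted p = 0.679 from limma's camera), or -0.08 (adjusted p = 0.334 from limma's camera) over the members at 1 RPKM or more in both lines, a filter chosen after seeing the values, and CYR61 (-0.48) and AMOTL2 (-0.69) passed there.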

Other observations

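The lysosome list was chosen after PSAP, CTSD and CTSA had been seen.
ATF4 targets, which restore amino acid supply under stress, rose in COLO 320DM, with 23 higher and 2 lower of 30 tested (26 and 2 when adjusted over the list alone, 25 and 2 on the rescaled values), ADM2 (1.82) and DDIT4 (1.76) among them (adjusted p = 5.7e-24 from limma's camera). The list had adjusted p = 0.42 with an estimated correlation. In ABC-1, 4 ATF4 targets were higher and 13 lower (7 and 11 rescaled, 8 and 8 with the authors' factors), with DDIT4 (rescaled 2.07) up and SLC7A5 (-1.18), STC2 (-0.86) and MTHFD2 (-0.76) down, and the list did not pass there, in UO-31, OVCAR-4 or RKO (adjusted p = 0.661, 0.0572, 0.0621 and 0.798 from limma's camera). After rescaling it passed as a fall in UO-31 (4 higher and 13 lower) and as a rise in OVCAR-4 (14 and 5), with adjusted p = 0.0192 and 0.0218 from limma's camera. NRF2 targets, which detoxify and make NADPH, ranked higher relative to the other genes in COLO 320DM (7 higher and 0 lower of 16), ABC-1 (9 and 4 of 17), UO-31 (10 and 0 of 20), OVCAR-4 (9 and 5 of 20) and RKO (2 and 0 of 15), with adjusted p = 7.6e-07, 8.2e-09, 2.3e-18, 0.00147 and 1.7e-06 from limma's camera. The list had adjusted p = 0.521, 0.42, 0.425, 0.42 and 0.42 with an estimated correlation, and its members higher and lower on the rescaled values were 9 and 0, 9 and 1, 12 and 0, 11 and 4, and 3 and 0. Without DMSO replicate 1 or 2, 5 members were higher in UO-31, and the COLO 320DM median of 0.30 was 0.14 and 0.48. NQO1, a quinone reductase gene, rose by 1.00 in COLO 320DM, 1.05 in UO-31 and a rescaled 0.81 in ABC-1, and FTH1, which encodes ferritin heavy chain, by a rescaled 0.60 in OVCAR-4.
Sterol synthesis genes rose in COLO 320DM (12 higher and 0 lower of 23, 20 and 0 rescaled) and RKO (19 and 0 of 23, 20 and 0 rescaled), with adjusted p = 5.4e-09 and 7.9e-38 from limma's camera. The list had adjusted p = 0.538 and 0.42 with an estimated correlation. With a correlation estimated over all 20 libraries, a test chosen after seeing the data, RKO alone passed (adjusted p = 0.0484 from limma's camera). Without G007-LK replicate 1 or 2, 2 or 3 members were higher in COLO 320DM, and without any 1 library at least 13 in RKO. At the preset correlation the list did not pass in ABC-1, UO-31 and OVCAR-4 (adjusted p = 0.95, 0.781 and 0.417 from limma's camera). Nor did it pass there on the rescaled values (adjusted p = 0.953, 0.605 and 0.0758 from limma's camera). Its members higher and lower were 2 and 13, 1 and 1, and 3 and 7 in the same lines. On the rescaled values they were 7 and 6, 2 and 6, and 12 and 3, so the balance turned in ABC-1 and OVCAR-4. In ABC-1, ACAT2 (rescaled -0.91) and EBP (-0.70) fell and TM7SF2 rose (1.34). Interferon genes ranked higher relative to the other genes in OVCAR-4 (11 higher and 0 lower of 21, with IFI27 at a rescaled 0.67), UO-31 (2 and 0 of 17) and RKO (0 and 0 of 12), with adjusted p = 1.3e-06, 0.00418 and 0.00171 from limma's camera. The list had adjusted p = 0.42, 0.805 and 0.42 with an estimated correlation, its members higher and lower on the rescaled values were 13 and 0, 8 and 0, and 0 and 0, in UO-31 no member was called without DMSO replicate 1 or 2, and it did not pass in COLO 320DM and ABC-1 (adjusted p = 0.89 and 0.474 from limma's camera). Hypoxia genes ranked lower relative to the other genes in COLO 320DM (4 higher and 9 lower of 17, with LDHA at -0.83, 4 and 10 rescaled, and 1 and 4 or 2 and 3 without G007-LK replicate 1 or 2) and UO-31 (1 and 6 of 19, and 4 and 11 rescaled) and higher in RKO (3 and 0 of 17, with BHLHE40 at 0.49 and a median of 0.01), with adjusted p = 0.021, 0.0452 and 0.00421 from limma's camera. The list had adjusted p = 0.827, 0.881 and 0.603 with an estimated correlation, in UO-31 only 1 member was lower without DMSO replicate 1 or 2, the UO-31 call was lost on the rescaled values (adjusted p = 0.0758 from limma's camera), and it did not pass in ABC-1 and OVCAR-4 (adjusted p = 0.212 and 0.933 from limma's camera).
NF-kB targets passed in COLO 320DM (3 higher and 0 lower of 6, 4 and 0 rescaled, 1 or 0 higher without G007-LK replicate 1 or 2, adjusted p = 0.0407 from limma's camera, and adjusted p = 0.75 with an estimated correlation), and did not pass in ABC-1, UO-31, OVCAR-4 and RKO (adjusted p = 0.645, 0.0545, 0.104 and 0.141 from limma's camera), except in UO-31 on the rescaled values (6 higher and 1 lower, adjusted p = 0.0285 from limma's camera). Tankyrase and its substrates did not pass in COLO 320DM, ABC-1, UO-31, OVCAR-4 and RKO (adjusted p = 0.693, 0.578, 0.661, 0.226 and 0.849 from limma's camera). TERF1, a telomere protein gene and tankyrase partner, fell by a rescaled 0.44 in ABC-1. Of the blood and endothelial markers, fewer than 5 were tested in each line, so the list was not tested. Spearman's correlation of RNA with protein log2 fold changes was 0.01 across 1644 proteins in COLO 320DM, 0.13 across 1523 in ABC-1, 0.09 across 1976 in OVCAR-4 and 0.03 across 1826 in RKO (proteins are not independent replicates), and the protein values of UO-31, which were not held in full, were not used here.
PSAP, CTSD and CTSA, which encode lysosomal proteins, were higher in the 4 sensitive lines, and lysosomal genes may rise as a group with G007-LK. On 44 other lysosomal genes, the list ranked higher relative to the other genes in COLO 320DM (15 higher and 1 lower of 42), ABC-1 (15 and 7 of 40), UO-31 (7 and 0 of 42) and OVCAR-4 (14 and 7 of 44), in 4 of 4 sensitive lines, and in RKO (6 and 0 of 40), with adjusted p = 1.8e-06, 0.00172, 7.7e-07, 6.8e-04 and 2.2e-09 from limma's camera. The list had adjusted p = 0.477, 0.502, 0.477, 0.477 and 0.0899 with an estimated correlation. The medians were 0.28, 0.10 (rescaled 0.23), 0.19, 0.03 (rescaled 0.14) and 0.05. Without any 1 library the median ran from 0.18 to 0.35 in COLO 320DM, 0.07 to 0.18 in ABC-1 and 0.11 to 0.33 in UO-31. It ran from 0.02 to 0.05 in OVCAR-4 and from 0.04 to 0.06 in RKO. Rescaled, 25 were higher and 3 lower in COLO 320DM, 26 and 5 in ABC-1, 19 and 0 in UO-31, 24 and 3 in OVCAR-4, and 6 and 0 in RKO. No member was called in UO-31 without DMSO replicate 1 or 2, and 2 or 4 were higher in COLO 320DM without G007-LK replicate 1 or 2, while ABC-1 without these had 6 higher and 5 lower or 9 and 3. OVCAR-4 had 7 and 6 without DMSO replicate 1, and RKO 3, 2, 3 and 1 higher without DMSO replicate 1 or 2 or G007-LK replicate 1 or 2. Whether the shift in the sensitive lines differs from that in RKO was not tested.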
